# Adipose tissue-derived neurotrophic factor 3 regulates sympathetic innervation and thermogenesis in adipose tissue

**DOI:** 10.1038/s41467-021-25766-2

**Published:** 2021-09-10

**Authors:** Xin Cui, Jia Jing, Rui Wu, Qiang Cao, Fenfen Li, Ke Li, Shirong Wang, Liqing Yu, Gary Schwartz, Huidong Shi, Bingzhong Xue, Hang Shi

**Keywords:** Diabetes, Metabolic syndrome, Obesity

## Abstract

Activation of brown fat thermogenesis increases energy expenditure and alleviates obesity. Sympathetic nervous system (SNS) is important in brown/beige adipocyte thermogenesis. Here we discover a fat-derived “adipokine” neurotrophic factor neurotrophin 3 (NT-3) and its receptor Tropomyosin receptor kinase C (TRKC) as key regulators of SNS growth and innervation in adipose tissue. NT-3 is highly expressed in brown/beige adipocytes, and potently stimulates sympathetic neuron neurite growth. NT-3/TRKC regulates a plethora of pathways in neuronal axonal growth and elongation. Adipose tissue sympathetic innervation is significantly increased in mice with adipocyte-specific NT-3 overexpression, but profoundly reduced in mice with TRKC haploinsufficiency (TRKC +/−). Increasing NT-3 via pharmacological or genetic approach promotes beige adipocyte development, enhances cold-induced thermogenesis and protects against diet-induced obesity (DIO); whereas TRKC + /− or SNS TRKC deficient mice are cold intolerant and prone to DIO. Thus, NT-3 is a fat-derived neurotrophic factor that regulates SNS innervation, energy metabolism and obesity.

## Abstract (web summary)

Activation of brown adipose tissue thermogenesis increases energy expenditure and promotes weight loss in mice. Here the authors identify neurotrophic factor neurotrophin 3 (NT-3) as an adipokine that regulates sympathetic nervous system growth and innervation in adipose tissue and increases white adipose beiging.

## Introduction

Obesity has become a serious health problem that poses as a major risk factor for the development of a panel of metabolic diseases such as insulin resistance/type 2 diabetes, dyslipidemia, hypertension, and cardiovascular diseases^1^. Obesity is caused by a chronic energy imbalance that results from energy intake over energy expenditure^1^. Adipose tissue is one of the most important organs that regulate energy homeostasis in the body^2^. There exist two distinct types of adipose tissues: white adipose tissue (WAT) that is specialized in energy storage and brown adipose tissue (BAT) that is unique for energy dissipation^2,3^. BAT has the capacity to dissipate energy through adaptive thermogenesis, a biological process in which energy is burned as heat instead of being trapped in ATP^2,4^. The thermogenic activity of BAT largely depends on the unique action of uncoupling protein 1 (UCP1) in the inner mitochondrial membrane, which actively uncouples oxidative phosphorylation from ATP synthesis, thereby profoundly increasing energy expenditure^2,5^. However, recent studies also discovered UCP1-independent thermogenesis mediated by SERCA2b-induced calcium cycling and creatine-driven substrate cycling^6,7^. Brown fat thermogenesis was traditionally viewed as a defense mechanism against cold in rodents. A recent discovery of metabolically active brown fat in adult humans has further implicated BAT thermogenesis as a promising therapeutic target for the treatment of obesity^8–10^.

There are two kinds of UCP1-positive brown adipocytes identified in rodents: traditional brown adipocytes residing in an anatomically defined area (e.g., interscapular (iBAT)) and beige adipocytes dispersed in white fat depots^2,5^. Unlike brown adipocytes that develop prenatally and persist throughout lifetime, beige adipocytes are mostly induced by cold and β-adrenergic agonists^2,5^. Xue et al. previously reported the existence of a unique subset of beige adipocytes, so-called developmentally induced beige adipocytes, which are transiently induced in postnatal mice^11^.

Adipose tissue is innervated by SNS that plays a key role in adipose lipolysis and BAT/beige thermogenesis^12–16^. Catecholamines released by sympathetic nerve terminals in response to cold stimulate lipolysis and activate BAT/beige thermogenesis via β-adrenergic receptors^17,18^. Although extensive studies have been devoted to the role of neuronal network and diverse neural-endocrine pathways in the regulation of SNS activation^19,20^, much less is known about the role of SNS-targeted tissues (e.g., BAT and WAT) in regulating the development and activation of SNS. Recent data demonstrated that S100, a BAT-derived secretory protein, promotes SNS innervation into adipose tissue^21^. However, the mechanism underlying the neurotrophic effect of S100 on SNS is not entirely clear.

It is noteworthy that the developmentally induced beige adipocytes appear transiently, peaking at postnatal day 20 and then disappearing thereafter toward adulthood^11^. However, the mechanisms mediating the induction and disappearance of the developmental beige adipocytes are not known. Here, we found that the disappearance of the developmental beige cells in adult mice is associated with the diminished sympathetic innervation in white adipose tissue. Our data indicate that the physiological pathway(s) required to maintain the vigorous innervation of sympathetic nerves could decline in adult mice, leading to the disappearance of the developmental beige adipocytes. We discovered that the expression of the fat-derived neurotrophic factor NT-3 is higher in mouse BAT than WAT; NT-3 expression coincides with the appearance of developmentally induced beige adipocytes in postnatal mice and is induced in WAT by cold exposure in adult mice. Using pharmacological and genetic approaches, we further determined the role of NT-3 and its receptor neurotrophic receptor 3/Tropomyosin receptor kinase C (TRKC) in the regulation of SNS growth and innervation in adipose tissue and energy metabolism during the cold- and diet-induced thermogenesis.

## Results

### Adipose-derived neurotrophic factor NT-3 correlates with UCP1 expression and sympathetic innervation in adipose tissue

Xue et al. (a senior author in this paper) previously found that beige adipocytes can be induced in WAT not only during cold exposure in adult animals but also in newborn pups, which peaked at 20 days of age^11^. These beige adipocytes then gradually disappeared and replaced by mature white adipocytes by the time when mice were 2 months of age^11^. Indeed, here we found that *Ucp1* mRNA in inguinal WAT (iWAT) was profoundly reduced in 3-month- and 6-month-old mice compared to that of postnatal day 20 (P20) pups (Fig. 1a). A similar reduction of UCP1 protein levels in iWAT was observed in 3-month-old adult mice compared to P20 pups (Fig. 1b). The reduction of UCP1 expression in adult iWAT was associated with reduced expression of the SNS marker tyrosine hydroxylase (TH) measured by immunoblotting (Fig. 1b). A similar reduction of UCP1 and TH protein levels was also observed in epidydimal WAT (eWAT) of 3-month-old adult mice compared to that of P20 pups (Supplementary Fig. 1a). We also established a whole-mount adipose tissue clearing approach (Adipo-Clear) to permit more comprehensive and accurate three-dimensional visualization of sympathetic innervation with immunostaining of TH^22^. Compared to iWAT from P20 pups, iWAT from 3-month-old mice had significantly diminished SNS nerve innervation (Fig. 1c, left panel). Quantitation of SNS innervation in iWAT using Imaris Image Analysis Software revealed that mean nerve fiber density, mean nerve fiber length, and mean nerve branching points were significantly reduced in iWAT of 3-month-old mice compared to that of P20 pups (Fig. 1c, right panel). A similarly diminished sympathetic innervation was also observed in eWAT of 3-month-old adult mice compared to that of P20 pups (Supplementary Fig. 1b). These data suggest that the reduced SNS innervation may lead to the disappearance of the developmental beige adipocytes in adult mice.

**Fig. 1:**
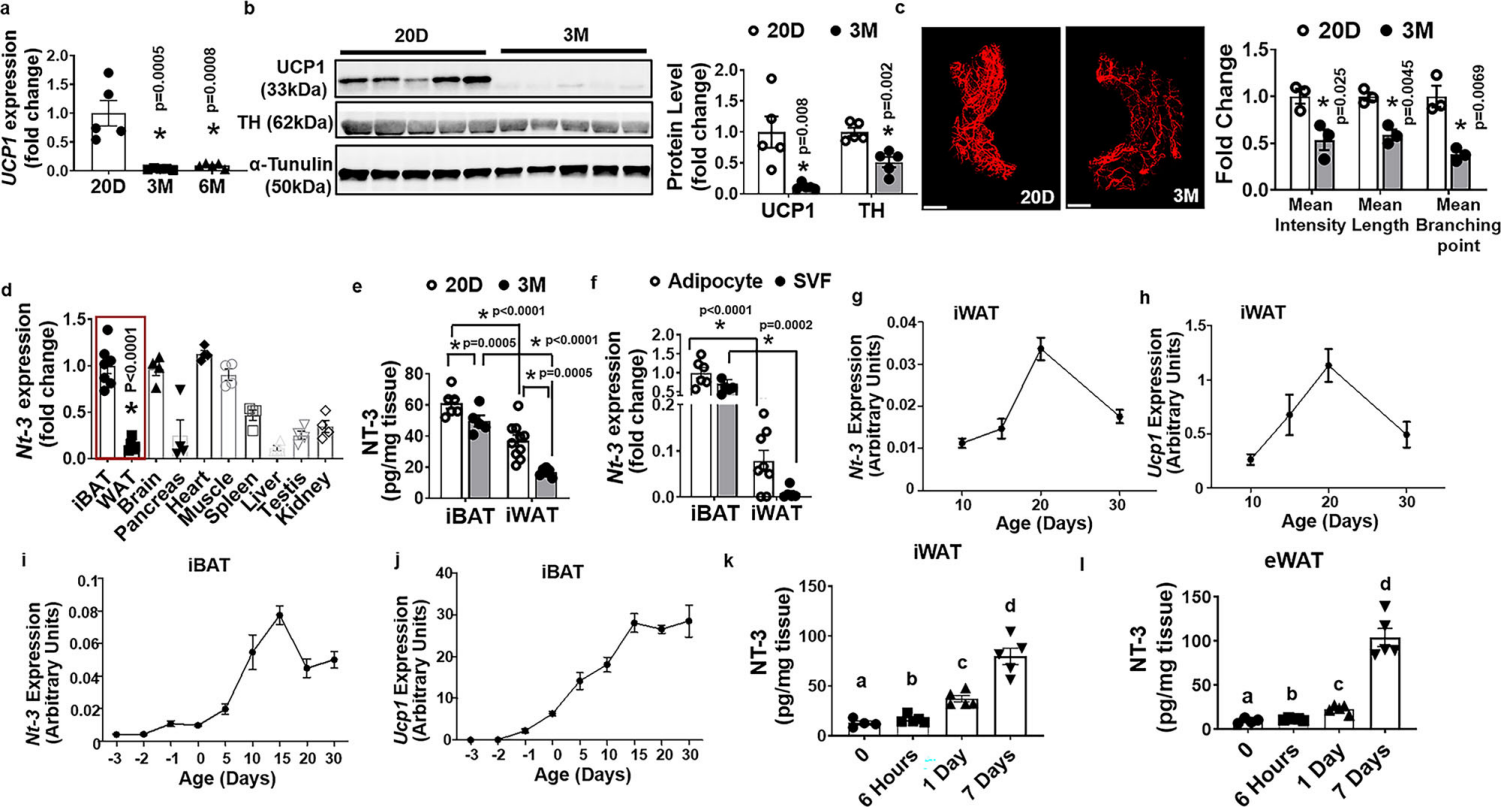
Adipose-derived neurotrophic factor NT-3 correlates with UCP1 expression and sympathetic innervation in adipose tissue. **a***Ucp1* mRNA expression in iWAT of 20-day-old postnatal pups, and 3- and 6-month-old mice (*n* = 5/group, one-way ANOVA, *F* (2,12) = 18.04, *P* = 0.0002, *indicates statistical significance vs. 20D with Turkey’s multiple comparisons test). **b** UCP1 and TH protein levels in iWAT of 20-day-old postnatal pups and 3-month-old adult mice (*n* = 5/group, * indicates statistical significance vs. 20D using unpaired two-tailed *t* test). **c** Representative images of TH-positive sympathetic nerve innervation in iWAT (left panel, from three replicates/group, scale bar = 2000 µm) and quantitation of mean nerve fiber density, mean nerve fiber length, and mean branching points normalized to total adipose tissue area (right panel) in iWAT of 20-days-old postnatal pups and 3-month-old adult mice (*n* = 3/group, * indicates statistical significance vs. 20D using unpaired two-tailed *t* test). **d** Tissue distribution of *Nt-3* expression (iBAT *n* = 7; iWAT *n* = 5; others *n* = 4) (*P < 0.0001 iWAT vs iBAT with unpaired two-tailed *t* test). **e** NT-3 prot**e**in levels measured by ELISA in iBAT and iWAT of 20-day-old postnatal pups and 3-month-old adult mice (iBAT 20D *n* = 6, 3 M *n* = 5; iWAT 20D *n* = 10, 3 M *n* = 6) (two-way ANOVA, 20D vs 3 M, *F* (1, 24) = 62.2, *P* < 0.0001; iBAT vs iWAT, *F* (1, 24) = 21.95, *P* < 0.0001. * indicates statistical significance as shown in (**e**) with Turkey’s multiple comparisons test). **f** The expression of *Nt-3* mRNA in adipocytes and stromal vascular fraction (SVF) in iBAT and iWAT (iBAT *n* = 6; iWAT adipocyte *n* = 8, SVF *n* = 5, two-way ANOVA, cell type (adipocyte vs SVF), *F* (1, 21) = 4.118, *P* = 0.055; tissue (iBAT vs iWAT), *F* (1, 21) = 85.65, *P* < 0.0001. * indicates statistical significance as shown in (**f**) with Turkey’s multiple comparisons test). **g**, **h** The expression of *Nt-3* (**g**) and *Ucp1* (**h**) in iWAT during postnatal development in mice (*n* = 4/group). **i**, **j** The expression of *Nt-3* (**i**) and *Ucp1* (**j**) in iBAT during postnatal development in mice (*n* = 4/group). **k**, **l** NT-3 protein levels measured by ELISA in iWAT (**k**, time 0 *n* = 4; 6 h, 1d and 7d *n* = 5) and eWAT (**l**, time 0 *n* = 4; 6 h, 1d and 7d *n* = 5) during cold exposure. **k** One-way ANOVA with Turkey’s multiple comparisons test, *F* (3, 15) = 39.79, *P* < 0.0001. a vs c: time 0 vs 1 day, *P* = 0.018; a vs d: time 0 vs 7 days, *P* < 0.0001; b vs c: 6 h vs 1 day, *P* = 0.035; b vs d: 6 h vs 7 day, *P* < 0.0001; c vs d: 1 day vs 7 days, *P* < 0.0001. **l** One-way ANOVA with Turkey’s multiple comparisons test, *F* (3, 15) = 64.81, *P* < 0.0001. a vs c: time 0 vs 1 day, *P* = 0.0047; a vs d: time 0 vs 7 days, *P* = 0.0037; b vs c: 6 h vs 1 day, *P* = 0.012; b vs d: 6 h vs 7 days, *P* = 0.0039; c vs d: 1 day vs 7 days, *P* = 0.0069. All data are expressed as mean ± SEM.

On the other hand, UCP1 and TH protein in iBAT was only slightly decreased in 3-month-old adult mice compared to that of P20 pups (Supplementary Fig. 1c), suggesting that unlike WAT, UCP1 expression and sympathetic innervation in adult iBAT is largely preserved.

SNS innervation in adipose tissue is known to regulate adipocyte lipolysis^14,23^. Interestingly, whereas there was no difference in serum non-esterified fatty acids (NEFA) level between 20-day- and 3-month-old mice housed at room temperature, serum NEFA level was significantly reduced in 3-month-old mice compared to that of 20-day-old mice after a 6-h cold exposure (Supplementary Fig. 1d). This corresponded to a slightly reduced hormone-sensitive lipase (HSL) phosphorylation (pHSL) in iBAT and a more profoundly reduced pHSL in iWAT of 3-month-old mice after the acute cold exposure as compared to that of 20-day-old mice (Supplementary Fig. 1e). Thus, our data suggest that reduced sympathetic innervation in the fat tissues in older mice is functionally important, as it reduces adipose tissue lipolytic capacity in response to a cold challenge.

Existing literature supports an important role of neurotrophic factor NT-3 in the regulation of normal SNS neuron function and growth and target tissue innervation^24,25^. We surveyed the expression patterns of neurotrophic factors across mouse tissues. We found *Nt-3* was ubiquitously expressed in many major tissues, among which iBAT was one of the tissues with the highest *Nt-3* expression; whereas *Nt-3* expression in iWAT was much lower (Fig. 1d). In contrast, the expression of other members of the neurotrophin family, nerve growth factor (*Ngf)*, brain-derived neurotrophic factor (*Bdnf)*, and neurotrophin-4/5 (*Nt4/5)* was generally low and largely comparable in iBAT and iWAT (Supplementary Fig. 2). Consistent with the RNA expression, the NT-3 protein level was also much higher in iBAT than in iWAT, and exhibited a significant decrease in both iBAT and iWAT of 3-month-old mice compared to that of P20 pups; the decrease was more profound in iWAT (Fig. 1e). In addition, when measured in isolated adipocytes and stromal vascular fraction (SVF) in iBAT and iWAT, *Nt-3* was primarily expressed in mature adipocytes in iWAT, whereas *Nt-3* expression was comparable between adipocytes and SVF cells in iBAT (Fig. 1f). Nonetheless, *Nt-3* expression was much higher in both adipocytes and SVF in iBAT than those in iWAT (Fig. 1f).

Interestingly, the expression pattern of *Nt-3* in iWAT during postnatal development (Fig. 1g) mimicked that of *Ucp1* (Fig. 1h), peaked at P20, and then gradually decreased. The expression of *Nt-3* in iBAT peaked at 15 days of age and remained at a relatively high level (Fig. 1i), similar to that of *Ucp1* expression pattern in iBAT (Fig. 1j). In addition, cold exposure in adult mice significantly induced NT-3 protein levels in both iWAT and eWAT in a time-dependent manner (Fig. 1k, l). Thus, our data suggest that NT-3 is important in maintaining BAT and WAT SNS innervation and *Ucp1* expression, and diminished NT-3 signaling in WAT may be responsible for the disappearance of beige adipocytes in adult mice via downregulating SNS activity and innervation in WAT.

### Administration of NT-3 protein promotes beiging in postnatal mice and protects adult mice from diet-induced obesity

We reasoned that if fat tissue NT-3 level was maintained during early postnatal development, adequate SNS innervation in WAT might be maintained, which could also maintain adequate beige adipocyte phenotype. Indeed, intraperitoneal (i.p.) injection of NT-3 (50 µg/kg body weight) daily in P20 mice for 10 days from P20 to P30 significantly increased *Ucp1* and other BAT-specific gene expression (Fig. 2a), UCP1 and TH protein levels (Fig. 2b) and UCP1-positive beige adipocytes in iWAT (Fig. 2c); whereas NT-3 administration had minimal effects on *Ucp1* expression or UCP1 immunostaining in iBAT (Supplementary Fig. 3a, b), which might be expected due to high endogenous NT-3 level in iBAT. These data suggest that continuous activation of NT-3 signaling in iWAT may be important in maintaining beige cell phenotype, and preventing them from disappearing during postnatal development.

**Fig. 2:**
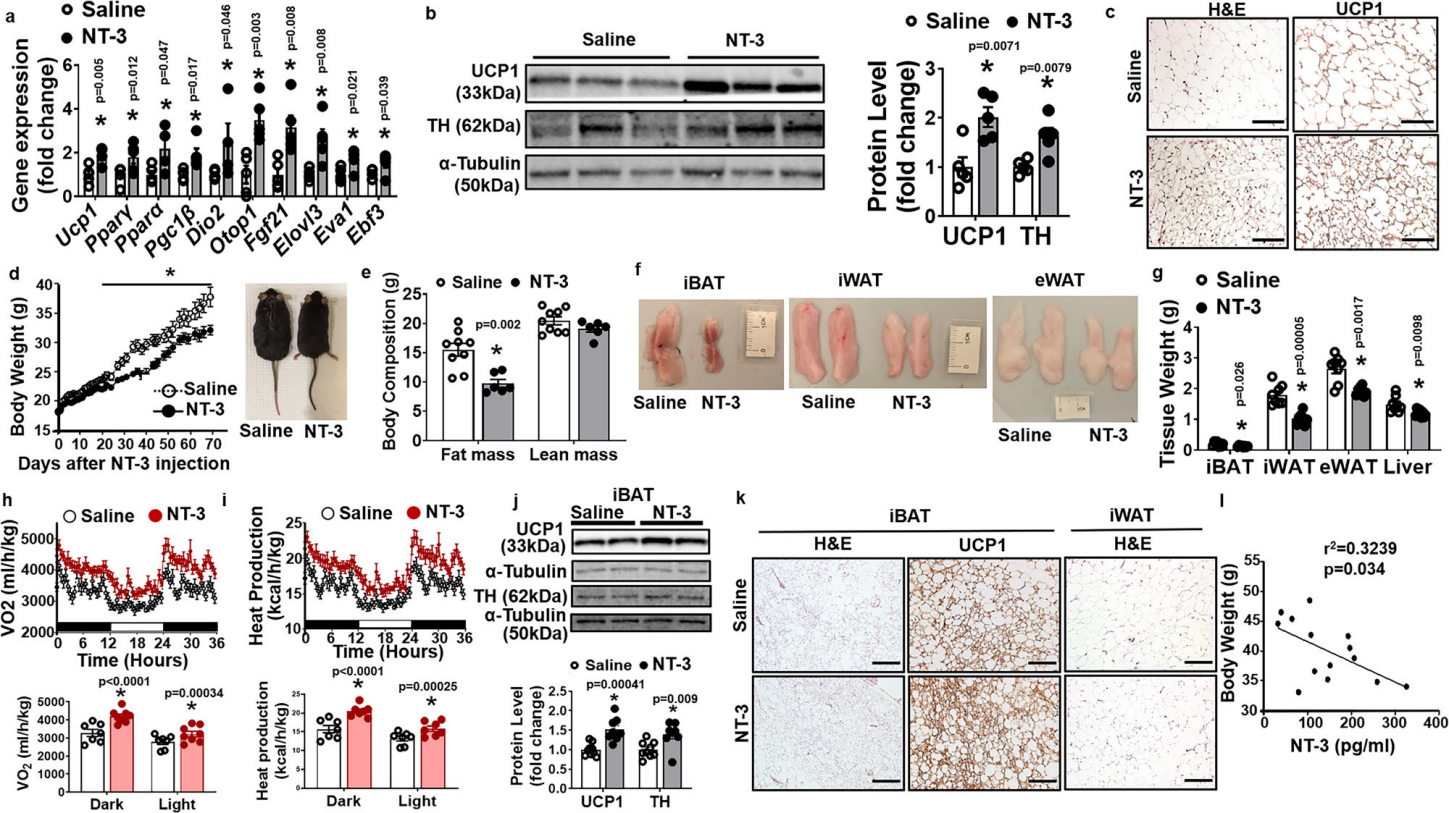
Administration of NT-3 protein promotes beiging in postnatal mice and protects adult mice from diet-induced obesity. **a**–**c** *Ucp1* and other BAT-specific gene expression (**a**, *n* = 5/group, * indicates statistical significance between saline and NT-3 treatments with unpaired two-tailed *t* test), UCP1 and TH protein levels (**b**, *n* = 5/group, * indicates statistical significance between saline and NT-3 treatments with unpaired two-tailed t-test) and representative UCP1-immunostaining images showing UCP1-positive beige adipocytes in iWAT (**c**, from three replicate animals/group, scale bar = 150 µm) of 20-day-old postnatal pups with daily intraperitoneal (i.p.) NT-3 (50 μg/kg) injection for 10 days. **d**–**g** Body weight (**d**, saline *n* = 9; NT-3 *n* = 8. * Indicates statistical significance with unpaired two-tailed *t* test, saline vs NT-3 treatments: D19, *P* = 0.04; D20, *P* = 0.038; D21, *P* = 0.022; D22, *P* = 0.04; D24, *P* = 0.03; D27, *P* = 0.019; D29, *P* = 0.013; D31, *P* = 0.013; D34, *P* = 0.006; D36, *P* = 0.009; D38, *P* = 0.009; D40, *P* = 0.008; D43, *P* = 0.006; D44, *P* = 0.006; D45, *P* = 0.004; D48, *P* = 0.019; D50, *P* = 0.027; D52, *P* = 0.0496; D55, *P* = 0.026; D57, *P* = 0.025; D59, *P* = 0.024; D62, *P* = 0.018; D64, *P* = 0.02; D66, *P* = 0.014; D69, *P* = 0.008), body composition (**e**, saline *n* = 9; NT-3 *n* = 6, * indicates statistical significance between saline and NT-3 treatments with unpaired two-tailed *t* test), fat pad morphology (**f**) and fat pad mass (**g**, *n* = 8/group, * indicates statistical significance between saline and NT-3 treatments with unpaired two-tailed *t* test) in 6-week-old mice with NT-3 (50 µg/kg) i.p. injection every day for the first 2 weeks, then three times a week for 8 weeks while fed HFD. **h**, **i** Oxygen consumption (**h**) and heat production (**i**) in 6-week-old mice with NT-3 (50 µg/kg) i.p. injection every day for the first 2 weeks, then three times a week for 8 weeks while fed HFD (*n* = 7/group, * indicates statistical significance between saline and NT-3 treatments with unpaired two-tailed *t* test). **j**, **k** UCP1 and TH protein levels in iBAT (**j**, saline *n* = 9, NT-3 *n* = 8. * Indicates statistical significance between saline and NT-3 treatments with unpaired two-tailed *t* test) and representative H&E and UCP1 immunostaining in iBAT and iWAT (**k**, from three replicate animals/group, scale bar for iBAT = 75 µm, and for iWAT=150 µm) of 6-week-old mice with NT-3 (50 µg/kg) i.p. injection every day for the first 2 weeks, then three times a week for 8 weeks while fed HFD. **l** Correlation between serum NT-3 levels and body weight in mice fed a HFD (*n* = 14, *P* = 0.034 with simple linear regression and Pearson’s correlation test, *F* (1, 12) = 5.748). All data are expressed as mean ± SEM.

To further study the physiological significance of NT-3 in regulating both cold- and diet-induced thermogenesis and energy homeostasis in adult animals, we injected NT-3 (50 µg/kg body weight) into 6-week-old C57BL/6J mice and challenged them with an acute cold exposure (5 °C) or a high-fat diet (HFD). As expected, serum NT-3 level was significantly increased in mice with NT-3 injection (Supplementary Fig. 4a). We found that mice with NT-3 injection were more cold-tolerant during an acute cold exposure, as they can maintain their body temperature better than saline-injected mice (Supplementary Fig. 4b), indicating NT-3-injected mice had enhanced cold-induced thermogenesis. In addition, mice injected with NT-3 were protected from diet-induced obesity as they gained less weight on HFD starting around 5 weeks after NT-3 treatment (Fig. 2d). The NT-3-injected mice showed a reduced fat mass with no difference in lean mass (Fig. 2e). In consistence, we observed decreased fat pad mass in iWAT, eWAT, and iBAT depots, and decreased liver weight in NT-3-injected mice (Fig. 2f, g). Mice with NT-3 injection had higher oxygen consumption and heat production compared to that of saline-injected mice (Fig. 2h–j), whereas there was no change in the respiratory exchange rate (RER), locomotor activity, and food intake (Supplementary Fig. 4c–e). These data suggest that the reduced adiposity in NT-3-injected mice may be primarily caused by increased energy expenditure. In consistence, we discovered enhanced UCP1 and TH protein expression in iBAT of NT-3-injected mice measured by immunoblotting (Fig. 2j), more UCP1 immunostaining in iBAT (Fig. 2k), and smaller adipocytes in both iBAT and iWAT (Fig. 2k). Mice with NT-3 injection also exhibited lower fed glucose levels (Supplementary Fig. 4f) and improved insulin sensitivity in insulin tolerance (ITT) test (Supplementary Fig. 4g). In addition, there was an inverse correlation between serum NT-3 levels and body weight in mice fed with HFD (Fig. 2l). Thus, our data strongly suggest that NT-3 injection protects mice from diet-induced obesity, primarily due to increased energy expenditure.

### Overexpression of NT-3 in adipocytes promotes cold-induced thermogenesis and protects mice from diet-induced obesity

We have generated a mouse model with NT-3 overexpression specifically in adipocytes under the control of the adiponectin promoter (AdNT3-Tg) (Supplementary Fig. 5a, b), which resulted in an approximately twofold increase in *Nt-3* mRNA levels in iWAT (Fig. 3a), and increased NT-3 protein levels in iWAT as measured by both immunoblotting (Fig. 3b) and ELISA (Fig. 3c). AdNT3-Tg mice also exhibited increased NT-3 protein levels in eWAT and to a lesser extent in iBAT, without changes of NT-3 protein levels in circulation (Supplementary Fig. 5c–e). In contrast, *Nt-3* expression was not altered in other tissues, such as liver and muscle, and in the brain, including arcuate (ARC), paraventricular (PVN), ventromedial (VMH), and lateral (LH) hypothalamus, cortex, and hippocampus (Supplementary Fig. 5f), indicating that *Nt-3* overexpression in AdNT3-Tg mice is specific to adipose tissue. We did not observe much increase in *Nt-3* expression in iBAT of AdNT3-Tg mice, possibly due to high endogenous NT-3 levels in iBAT. In addition, the unchanged serum NT-3 levels also suggest that NT-3 overexpression in the AdNT3-Tg mice is primarily restricted to adipose tissue due to its mild overexpression in adipose tissue. We, therefore, established an ideal transgenic mouse for the study of the direct effect of the fat-derived NT-3 in sympathetic innervation, which is unlikely confounded by the systemic effect of NT-3 due to the restriction of *NT-3* overexpression to the local adipose tissue.

**Fig. 3:**
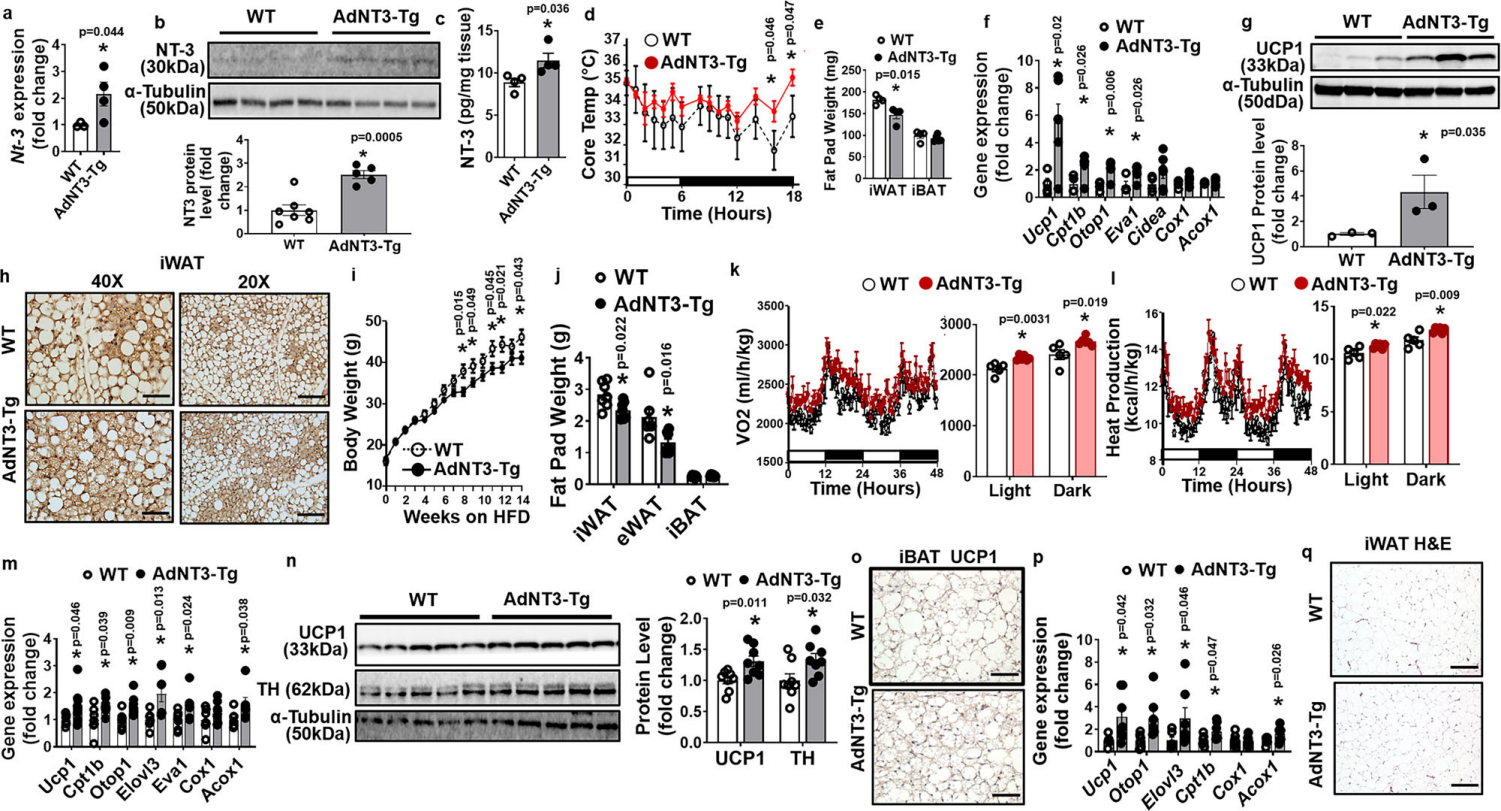
Overexpression of NT-3 in adipocytes promotes cold-induced thermogenesis and protects mice from diet-induced obesity. **a**–**c** *Nt-3* mRNA (**a**, WT *n* = 3, AdNT3-Tg *n* = 4, * indicates statistical significance between WT and AdNT3-Tg with unpaired two-tailed *t* test), NT-3 protein levels measured by immunoblotting (**b**, WT *n* = 7, AdNT3-Tg *n* = 5, * indicates statistical significance between WT and AdNT3-Tg with unpaired two-tailed *t* test) and ELISA (**c**, *n* = 4/group, * indicates statistical significance between WT and AdNT3-Tg with unpaired two-tailed *t* test) in iWAT of WT and AdNT3-Tg mice. **d**–**h** Core body temperature (**d**, *n* = 5/group, * indicates statistical significance between WT and AdNT3-Tg with unpaired two-tailed *t* test), fat pad mass (**e**, *n* = 4/group, * indicates statistical significance between WT and AdNT3-Tg with unpaired two-tailed *t* test), *Ucp1* and other thermogenic gene expression in iWAT (**f**, WT *n* = 4, AdNTF3-Tg *n* = 6, * indicates statistical significance between WT and AdNT3-Tg with unpaired two-tailed *t* test), UCP1 protein levels in iWAT (**g**, *n* = 3, *indicates statistical significance between WT and AdNT3-Tg with unpaired two-tailed *t* test), and representative UCP1 immunostaining images showing UCP1-positive beige adipocytes in iWAT (**h**, from three replicate animals/group, Scale bar for the ×40 images = 75 µm, and for the ×20 images = 150 µm) of AdNT3-Tg mice and their littermates during cold exposure. **i**–**l** Body weight (**i**, WT *n* = 8, AdNT3-Tg *n* = 10, * indicates statistical significance between WT and AdNT3-Tg with unpaired two-tailed *t* test), fat pad mass (**j**, *n* = 7/group, * indicates statistical significance between WT and AdNT3-Tg with unpaired two-tailed *t* test), Oxygen consumption (**k**, WT *n* = 5, AdNT3-Tg *n* = 6, * indicates statistical significance between WT and AdNT3-Tg with unpaired two-tailed *t* test) and heat production (**l**, WT *n* = 5, AdNT3-Tg *n* = 6, * indicates statistical significance between WT and AdNT3-Tg with unpaired two-tailed *t* test) in AdNT3-Tg mice and their littermate controls fed with HFD starting 6 weeks of age. **m**–**o**) *Ucp1* and other thermogenic gene expression (**m**, WT *n* = 7, AdNTF3-Tg *n* = 8, * indicates statistical significance between WT and AdNT3-Tg with unpaired two-tailed *t* test), UCP1 and TH protein levels (**n**, *n* = 8/group, * indicates statistical significance between WT and AdNT3-Tg with unpaired two-tailed *t* test), and representative UCP1 immunostaining in iBAT (**o**, from three replicate animals/group, scale bar = 75 µm) of AdNT3-Tg mice and their littermate controls fed HFD. **p**, **q** *Ucp1* and other thermogenic gene expression (**p**, WT *n* = 6, AdNTF3-Tg *n* = 7, * indicates statistical significance between WT and AdNT3-Tg with unpaired two-tailed *t* test), and H&E staining (**q**, from three replicate animals/group, scale bar = 150 µm) in iWAT of AdNT3-Tg mice and their littermate controls fed a HFD. All data are expressed as mean ± SEM.

We first assessed cold-induced thermogenesis in AdNT3-Tg mice. Two-month-old AdNT3-Tg mice and their wild-type (WT) littermate controls were subjected to a cold challenge (5 °C) for 7 days. Interestingly, AdNT3-Tg mice exhibited a tendency of higher body temperature during cold exposure compared to WT, which reached significance at 16–18 h after the start of cold exposure (Fig. 3d), suggesting cold resistance in these transgenic mice. After a 7-day cold exposure, AdNT3-Tg mice displayed lower fat pad mass in iWAT (Fig. 3e), enhanced expression of thermogenic genes such as *Ucp1*, carnitine palmitoyltransferase 1b, muscle (*Cpt1b)*, otopetrin 1 (*Otop1)*, and epithelial V-like antigen 1 (*Eva1)* in iWAT (Fig. 3f), increased UCP1 protein expression (Fig. 3g) and appearance of more UCP1-positive multilocular cells in iWAT (Fig. 3h), indicating an increased beigeing phenotype in AdNT3-Tg mice in response to a chronic cold challenge.

Overexpressing NT-3 in adipocytes also led to increased thermogenic gene expression in iBAT, including *Ucp1*, peroxisome proliferative activated receptor gamma *(Pparγ)*, *Cpt1β*, and *Eva1* (Supplementary Fig. 5g). UCP1 protein tended to increase in iBAT of AdNT3-Tg mice after the 7-day cold exposure (Supplementary Fig. 5h). Histological analysis from both H&E staining and UCP1 immunostaining showed decreased lipid droplet size in iBAT of AdNT3-Tg mice compared to that of WT mice after cold exposure (Supplementary Fig. 5i). Our data indicate that NT-3 overexpression in adipocytes results in overall improvement of brown and beige adipocyte thermogenic function against a cold challenge.

On a regular chow diet, AdNT3-Tg did not show any differences in body weight compared to their WT littermates when measured up to 16 weeks of age (Supplementary Fig. 6a). However, when challenged with HFD, body weight of the AdNT3-Tg and WT mice started to diverge after 6–8 weeks of HFD feeding, with the AdNT3-Tg mice gaining less weight (Fig. 3i). This was associated with decreased fat pad mass in iWAT and eWAT of the transgenic mice (Fig. 3j). The reduced adiposity in the AdNT3-Tg mice might stem from increased energy expenditure, as they exhibited increased oxygen consumption and heat production (Fig. 3k, l) without changes in food intake and locomotor activity (Supplementary Fig. 6b, c). In consistence, AdNT3-Tg mice exhibited enhanced expression of BAT-specific genes such as *Ucp1*, *Cpt1b*, *Otop1*, elongation of very-long-chain fatty acids (FEN1/Elo2, SUR4/Elo3, yeast)-like 3 (*Elovl3), Eva1*, and acyl-Coenzyme A oxidase 1 (*Acox1)* in iBAT (Fig. 3m), increased UCP1 and TH protein levels in iBAT as measured by immunoblotting (Fig. 3n), and smaller brown adipocytes with more UCP1 immunostaining in iBAT compared to that of WT controls (Fig. 3o). Moreover, AdNT3-Tg mice had increased expression of thermogenic genes including *Ucp1*, *Otop1*, *Eovl3*, *Cpt1b*, and *Acox1* in iWAT (Fig. 3p), and reduced adipocyte size in iWAT as shown by H&E staining compared to that of WT mice (Fig. 3q). Since the hypothalamus plays important roles in regulating brown fat thermogenesis and whole-body energy expenditure^20,26^, we also measured neuropeptide expression in the arcuate hypothalamus region. We found no difference in the expression of neuropeptides pro-opiomelanocortin (*Pomc*), neuropeptide Y (*Npy*), and agouti-related neuropeptide (*Agrp*) in the arcuate nucleus (Supplementary Fig 6d), suggesting that obesity resistance in AdNT3-Tg mice may not be mediated through a central mechanism, at least not through a hypothalamic POMC or NPY/AGRP neuron-dependent mechanism.

We also assessed glucose homeostasis and insulin sensitivity in HFD-fed AdNT3-Tg mice. Whereas fasting glucose level was not different between AdNT3-Tg and WT mice when measured at 6, 8, and 12 weeks of HFD feeding, fasting glucose level became lower in AdNT3-Tg mice than that of WT mice after 16 weeks of HFD feeding (Supplementary Fig. 7a), at which point AdNT3-Tg mice weighed much less than their WT littermates. Similarly, there was no difference in glucose tolerance (GTT) and ITT tests between AdNT3-Tg and WT mice when measured at 6-7 weeks of HFD feeding (Supplementary Fig. 7b, c), before body weight difference was observed. However, these transgenic mice exhibited improved glucose tolerance and increased insulin sensitivity in GTT and ITT tests measured at 15–16 weeks of HFD feeding (Supplementary Fig. 7d, e), when the difference in body weight and adiposity between AdNT3-Tg and WT mice became evident. To assess whether liver gluconeogenesis could contribute to improved glucose homeostasis in AdNT3-Tg mice, we performed a pyruvate tolerance test (PTT) in HFD-fed AdNT3-Tg and WT mice. However, we did not observe any differences in PTT between AdNT3-Tg and WT mice when measured at either 8 weeks or 14 weeks of HFD feeding (Supplementary Fig. 7f, g). Thus, our data suggest that the enhanced thermogenic program in iBAT and iWAT collectively contributes to the increased energy expenditure in transgenic mice with adipocyte overexpression of NT-3, resulting in reduced adiposity and obesity resistance. The improved glucose homeostasis and insulin sensitivity observed in AdNT3-Tg mice on HFD is most likely secondary to their obesity resistance, and their improved glucose homeostasis may not be due to changes in liver gluconeogenesis, but rather due to improved glucose utilization in the body.

To test the reproducibility of the genetic model with NT-3 overexpression, we have also generated mice that overexpress NT-3 specifically in adipocytes by inserting the *Nt-3* transgene with loxP-flanked Stop sequence into the *Rosa26* locus (Supplementary Fig. 8a, b) as previously described^27^. The resulting Rosa-NT-3^fl/+^ mice were crossed with Adiponectin-Cre mice^28^ (Kindly provided by Dr. Evan Rosen, Beth Israel Medical Center, Harvard Medical School) to generate mice with adipocyte-specific NT-3 knock-in mice (Adiponectin-Cre::Rosa-NT-3^fl/+^, or AdNT3-KI) by deleting the loxP-flanked Stop sequence. AdNT3-KI mice had significantly increased *Nt-3* mRNA and protein levels in BAT and WAT compared to that of fl/+ controls (Supplementary Fig. 8c, d), whereas *Nt-3* expression in other tissues, including areas in the brain (hypothalamus, including ARC, VMH, PVN, and LH; cortex; and hippocampus), liver and muscle, was not different between AdNT3-KI and fl/+ mice (Supplementary Fig. 8e), indicating that *NT-3* overexpression is specific to adipose tissue. However, unlike our AdNT3-Tg mice, where *Nt-3* overexpression was primarily restricted within adipose tissue (Fig. 3a–c and Supplementary Fig. 5c–f), AdNT3-KI mice exhibited significantly increased circulating NT-3 levels compared to that of fl/+ controls (Supplementary Fig. 8f), possibly due to the high expression of *Nt-3* in adipose tissue.

Similar to AdNT3-Tg mice, AdNT3-KI mice exhibited enhanced cold-induced thermogenesis as shown by higher body temperature, lower body weight, lower fat mass, increased expression of *Ucp1* and other thermogenic genes in iWAT, higher UCP1, and TH protein levels in iWAT and more UCP1-positive beige adipocytes in iWAT than those of fl/+ control mice in response to a 7-day cold challenge (Supplementary Fig. 9a–f).

In consistence, AdNT3-KI mice had lower body weight, lower body fat content, and reduced fat pad mass in iBAT, iWAT, and rWAT than fl/+ controls when challenged with HFD (Supplementary. Fig 10a–c). The reduced adiposity in AdNT3-KI mice was primarily due to increased energy expenditure, as AdNF3-KI mice had no difference in food intake (Supplementary Fig. 10d), but had significantly increased oxygen consumption and heat production (Supplementary Fig. 10e, f), without changes in locomotor activity (Supplementary Fig. 10g). Consistent with their higher energy expenditure, AdNT3-KI mice exhibited increased *Ucp1* and other thermogenic gene expression, increased UCP1 and TH protein levels, and smaller brown adipocyte size with more intense UCP1 immunostaining in iBAT (Supplementary Fig. 10h, j).

Since we observed significantly increased serum NT-3 levels in AdNT3-KI mice, we further investigated whether the increased serum NT-3 levels could lead to pleiotropic effects of NT-3 in the brain or other peripheral tissues that may contribute to obesity resistance observed in AdNT3-KI mice. As shown in Supplementary Fig. 11, there was no difference in *Agrp*, *Pomc*, and *Npy* expression in the arcuate hypothalamus (Supplementary Fig. 11a). In addition, there was also no difference in the expression of genes associated with mitochondria function and lipid metabolism in muscle (Supplementary Fig. 11b) and liver (Supplementary Fig. 11c) between AdNT3-KI and fl/+ mice. These data indicate that obesity resistance in AdNT3-KI mice is primarily due to increased energy expenditure stemming from increased adipose tissue thermogenesis.

We also assessed glucose homeostasis and insulin sensitivity in AdNT3-KI and WT mice fed HFD. As shown in Supplementary Fig. 12, there was no difference in GTT and ITT tests between AdNT3-KI and WT littermates when measured at 3–4 weeks of HFD feeding, respectively (Supplementary Fig. 12a, b), at which time AdNT3-KI and WT mice had similar body weight or the body weight of AdNT3-KI and WT mice just started to diverge (Supplementary Fig. 10a). However, HFD-fed AdNT3-KI mice exhibited improved glucose tolerance and insulin sensitivity in GTT and ITT tests measured at 15–16 weeks of HFD feeding (Supplementary Fig. 12c, d), when AdNT3-KI mice weighed significantly less than WT littermates (Supplementary Fig. 10a). To assess whether liver gluconeogenesis could contribute to improved glucose homeostasis in AdNT3-KI mice, we performed PTT in HFD-fed AdNT3-KI and WT mice. As shown in Supplementary Fig. 12e, there was no significant difference in PTT test between AdNT3-KI and WT mice when measured at 14 weeks of HFD feeding. Thus, our data suggest that improved glucose tolerance and insulin sensitivity in AdNT3-KI mice may be secondary to obesity resistance in these mice when fed HFD, and their improved glucose homeostasis may not be due to changes in liver gluconeogenesis, but rather due to improved glucose utilization in the body.

### NT-3 regulates sympathetic ganglia (SG) neuronal growth and activation

We then further studied mechanisms by which adipose tissue-derived NT-3 regulates brown and beige adipocyte thermogenic function. Since NT-3 is a neurotrophic factor that regulates SNS neuron growth and target tissue innervation^24,25^, we first tested NT-3’s effect on sympathetic neurite growth in primarily cultured sympathetic neurons in vitro. We found that NT-3 (100 ng/ml) treatment significantly stimulated sympathetic neuron neurite growth, as shown by the increased number of neurites per neuron, total neurite length, and maximal neurite length per neuron, as well as average neurite length per neurite per neuron (Fig. 4a).

**Fig. 4:**
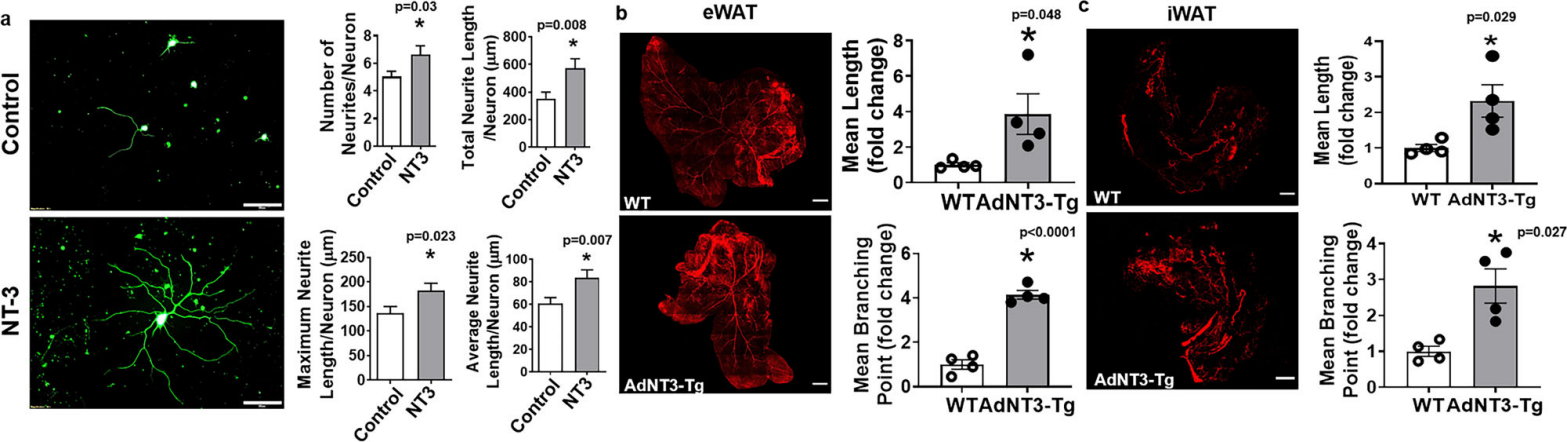
NT-3 regulates sympathetic neuronal growth and innervation in adipose tissue. **a** Representative βIII-tubulin immunofluorescent images of sympathetic ganglia neurons treated with NT-3 (100 ng/ml) (left panel, from three independent treatments/group, scale bar = 100 µm) and quantitation of the number of neurites per neuron, total neurite length per neuron, maximal neurite length per neuron, and average neurite length per neurite per neuron (right panel, control *n* = 80, NT-3 *n* = 60, * indicates statistical significance between control and NT-3 treatments with unpaired two-tailed *t* test). Neurons from sympathetic ganglia at thoracic T1–T4 levels from 6- to 8-week-old mice were isolated and used in the experiment. **b**, **c** Representative images of TH-positive sympathetic nerve innervation in eWAT (**b**, left panel, from four replicate animals/group, scale bar = 2000 µm) and iWAT (**c**, left panel, from four replicate animals/group, scale bar = 2000 µm) and quantitation of mean nerve fiber length and mean nerve fiber branching points normalized to total adipose tissue area in eWAT (**b**, right panel, *n* = 4/group, * indicates statistical significance between WT and AdNT3-Tg with unpaired two-tailed *t* test) and iWAT (**c**, right panel, *n* = 4/group, * indicates statistical significance between WT and AdNT3-Tg with unpaired two-tailed *t* test) in AdNT3-Tg mice and their littermate control mice after a 7-day cold challenge. All data are expressed as mean ± SEM.

The overexpression of NT-3 in our AdNT3-Tg model is primarily restricted to the adipose tissue, without any confounding effects on the changes in the circulating NT-3. Thus, to further assess the effect of adipose tissue NT-3 on sympathetic nerve innervation into adipose tissue in vivo, we immunostained sympathetic nerves innervating adipose tissue with antibodies against sympathetic marker TH using the Adipo-Clear approach^22^ in AdNT3-Tg mice. Analysis of the sympathetic nerve fibers by Imaris Image Analysis Software revealed a significantly higher mean nerve fiber length and mean nerve fiber branching points in iWAT of 2-month-old AdNT3-Tg mice than that in WT mice when housed at ambient room temperature (Supplementary Fig. 13). In addition, a 7-day cold exposure also increased mean nerve fiber length and nerve fiber branching points in eWAT and iWAT of 2-month-old AdNT3-Tg mice compared to that of WT mice (Fig. 4b, c). Our data thus support an important role of adipose tissue-derived NT-3 in regulating sympathetic nerve innervation in fat tissues, which may contribute to its effects on promoting brown and beige adipocyte thermogenic function during cold and diet challenges as observed in NT-3-injected, AdNT3-Tg, and AdNT3-KI mice (Figs. 2–3 and Supplementary Figs. 5–12).

### NT-3/TRKC regulates sympathetic innervation in adipose tissue

NT-3 binds with high affinity to its cognitive receptor, neurotrophic receptor 3/Tropomyosin receptor kinase C (NTRK3/TRKC)^29–31^. TRKC immunoreactivity has been found in the majority of sympathetic neurons in SG during embryonic development and in adult animals^32,33^, indicating the importance of TRKC signaling in regulating sympathetic neuron growth and development.

To further explore mechanisms by which NT-3 regulates sympathetic innervation in adipose tissue, we investigated whether TRKC, the receptor for NT-3, is important in regulating sympathetic innervation in adipose tissue. Homozygous TRKC−/− mice die by postnatal day 21^34^. Thus, we studied mice with haploinsufficiency of TRKC (TRKC + /−). In addition, we also generated mice with sympathetic-specific deletion of TRKC by crossing the TRKC-floxed mouse model (fl/fl) where the TRKC kinase ATP-binding domain is flanked with loxP sites^35^ with TH-Cre mice where Cre-recombinase expression is under the control of the TH promoter^36^ to achieve specific deletion of TRKC in sympathetic neurons (TH-Cre::TRKC-fl/fl, or STRKCKO). As expected, *Trkc* expression in SG was reduced to ~50% in TRKC + /− mice compared to that of WT littermates (Supplementary Fig. 14a). In addition, we found that *Trkc* expression was reduced around 75% in SG of STRKCKO mice (Supplementary Fig. 14b).

Interestingly, sympathetic neurons isolated from TRKC + /− mice had significantly suppressed neuronal growth, as shown by decreased total neurite length and maximal neurite length per neuron (Fig. 5a). To see whether NT-3’s neurotrophic effects require TRKC, we treated sympathetic neurons isolated from fl/fl or STRKCKO mice with NT-3 and found that deleting TRKC in sympathetic neurons significantly suppressed basal- and NT-3-induced neurite growth (Fig. 5b), indicating that TRKC is required for NT-3’s neurotrophic effects.

**Fig. 5:**
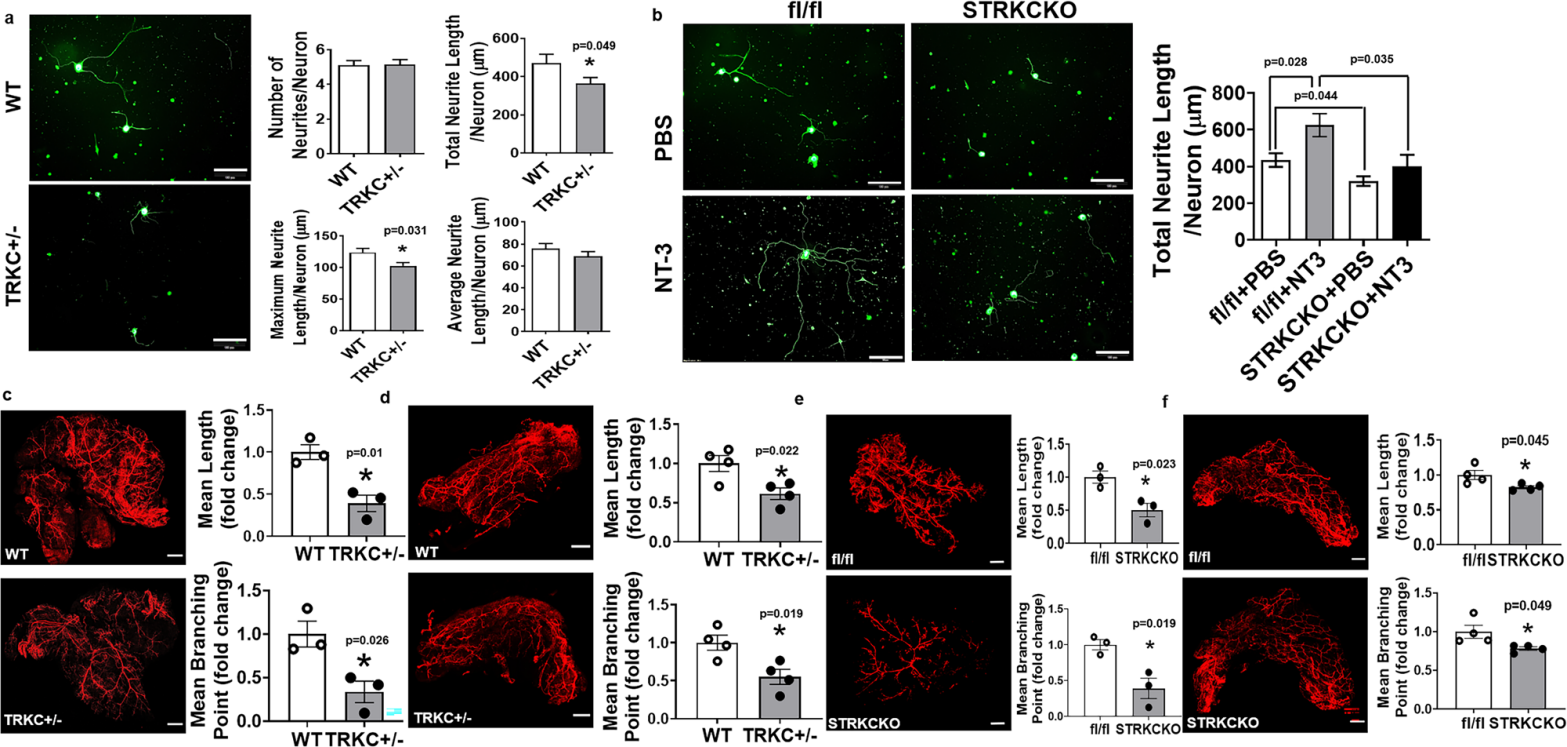
TRKC is required for the neurotrophic effects of NT-3. **a** Representative βIII-tubulin immunofluorescent images of sympathetic ganglia neurons isolated from WT and TRKC + /− mice (left panel, from three independent treatments/group, scale bar = 100 µm) and quantitation of the number of neurites per neuron, total neurite length per neuron, maximal neurite length per neuron, and average neurite length per neurite per neuron (right panel, control *n* = 158, TRKC + /− *n* = 162, * indicates statistical significance between WT and TRKC + /− with unpaired two-tailed *t* test). **b** Representative βIII-tubulin immunofluorescent images of sympathetic ganglia neurons isolated from fl/fl and STRKCKO mice treated with phosphate-buffered saline (PBS) or NT-3 (100 ng/ml) (left panel, from three independent treatments/group, scale bar = 100 µm) and quantitation of total neurite length per neuron (right panel, fl/fl *n* = 135, fl/fl + NT-3 *n* = 49, STRKCKO *n* = 168, STRKCKO + NT-3 *n* = 42. Statistical significance was analyzed with two-way ANOVA. fl/fl vs STRKCKO *F* (1, 390) = 13.25 *P* = 0.0003; PBS vs NT-3 *F* (1, 390) = 7.680 *P* = 0.0059. * Indicates statistical significance with Turkey’s multiple comparisons test). Neurons from sympathetic ganglia at thoracic T1–T4 levels from 6- to 8-week-old mice were isolated and used in these experiments. **c**, **d** Representative images of TH-positive sympathetic nerve innervation in eWAT (**c**, left panel, from three replicate animals/group, scale bar = 2000 µm) and iWAT (**d**, left panel, from four replicate animals/group, scale bar = 2000 µm) and quantitation of mean nerve fiber length and mean nerve fiber branching points normalized to total adipose tissue area in eWAT (**c**, right panel, *n* = 3/group, * indicates statistical significance between WT and TRKC + /− with unpaired two-tailed *t* test) and iWAT (**d**, right panel, *n* = 4/group, * indicates statistical significance between WT and TRKC + /− with unpaired two-tailed *t* test) in TRKC + /− mice and their littermate control mice after a 7-day cold challenge. **e**, **f** Representative images of TH-positive sympathetic nerve innervation in eWAT (**e**, left panel, from three replicate animals/group, scale bar = 2000 µm) and iWAT (**f**, left panel, from four replicate animals/group, scale bar = 2000 µm) and quantitation of mean nerve fiber length and mean nerve fiber branching points normalized to total adipose tissue area in eWAT (**e**, right panel, *n* = 3/group, * indicates statistical significance between fl/fl and STRKCKO with unpaired two-tailed *t* test) and iWAT (**f**, right panel, *n* = 4/group, * indicates statistical significance between fl/fl and STRKCKO with unpaired two-tailed *t* test) in fl/fl and STRKCKO mice after a 7-day cold challenge. All data are expressed as mean ± SEM.

Using Adipo-Clear approach with TH immunostaining, we found that TRKC + /− mice had significantly less sympathetic innervation in adipose tissue in response to a 7-day cold challenge when compared to that of WT control mice, as shown by reduced mean nerve fiber length and mean nerve fiber branching points in eWAT and iWAT of TRKC + /− (Fig. 5c, d). In addition, sympathetic neuron-specific deletion of TRKC in STRKCKO mice also led to significantly reduced mean sympathetic nerve fiber length and mean sympathetic nerve fiber branching point in eWAT and iWAT compared to that of fl/fl littermates during a chronic 7-day cold challenge (Fig. 5e, f). Thus, our data strongly support the importance of NT-3/TRKC in regulating sympathetic innervation in adipose tissue.

### NT-3/TRKC regulates SG neuronal activity

To further study whether NT-3/TRKC regulates the activity of SG that specifically innervates iBAT, we injected fluorescent retrograde neuronal tracer Fast Blue (FB) into iBAT of TRKC-Cre::R26-stop-EYFP reporter mice. Animals were given 10–14 days to recover and allow for retrograde FB transport and were then subjected to a 7-day cold challenge. SG at the thoracic T2 level, which innervates iBAT^37^, were analyzed for single-, double-, and triple-labeled neurons (Fig. 6a–c). Interestingly, the majority of the TRKC-positive neurons in T2 SG were colocalized with TH (TH ^+^ TRKC ^+^ ) (Fig. 6a, b). In addition, ~17% of TH ^+^ TRKC ^+^ neurons in mice housed at room temperature were also colocalized with FB, indicating that these neurons specifically innervate iBAT (Fig. 6c), with the remaining 83% of FB^-^ neurons in TH ^+^ TRKC ^+^ populations in the T2 SG innervate organs other than iBAT (Fig. 6c). Cold exposure significantly increased the percentage of TH ^+^ TRKC ^+^ FB ^+^ neurons in T2 ganglia (Fig. 6b, c), with concomitant decreases in the percentage of TH ^+^ single-labeled and TH ^+^ FB ^+^ double-labeled neurons; whereas there was no significant change in the percentage of TH ^+^ TRKC ^+^ neurons that innervate other organs (TH ^+^ TRKC ^+^ FB^-^) (Fig. 6b, c). Our data indicate that cold exposure specifically increases TH ^+^ TRKC ^+^ neurons in the SG that innervate brown fat (TH ^+^ TRKC ^+^ FB ^+^ neurons), whereas it does not affect TH ^+^ TRKC ^+^ neurons that might innervate organs other than iBAT (TH ^+^ TRKC ^+^ FB^-^ neurons). The decrease of TH ^+^ single-labeled and TH ^+^ FB ^+^ double-labeled neurons with a concomitant increase of TH ^+^ TRKC ^+^ FB ^+^ neurons in response to cold is intriguing. It is possible that cold exposure stimulates the expression of TRKC in those TH ^+^ single-labeled and TH ^+^ FB ^+^ double-labeled neurons. Since NT-3/TRKC signaling stimulates neurite growth (Figs. 4 and 5), this could result in increased axonal growth, leading to increased innervation specifically to adipose tissue from those neurons that now express TRKC (i.e., TH ^+^ TRKC ^+^ FB ^+^ neurons).

**Fig. 6:**
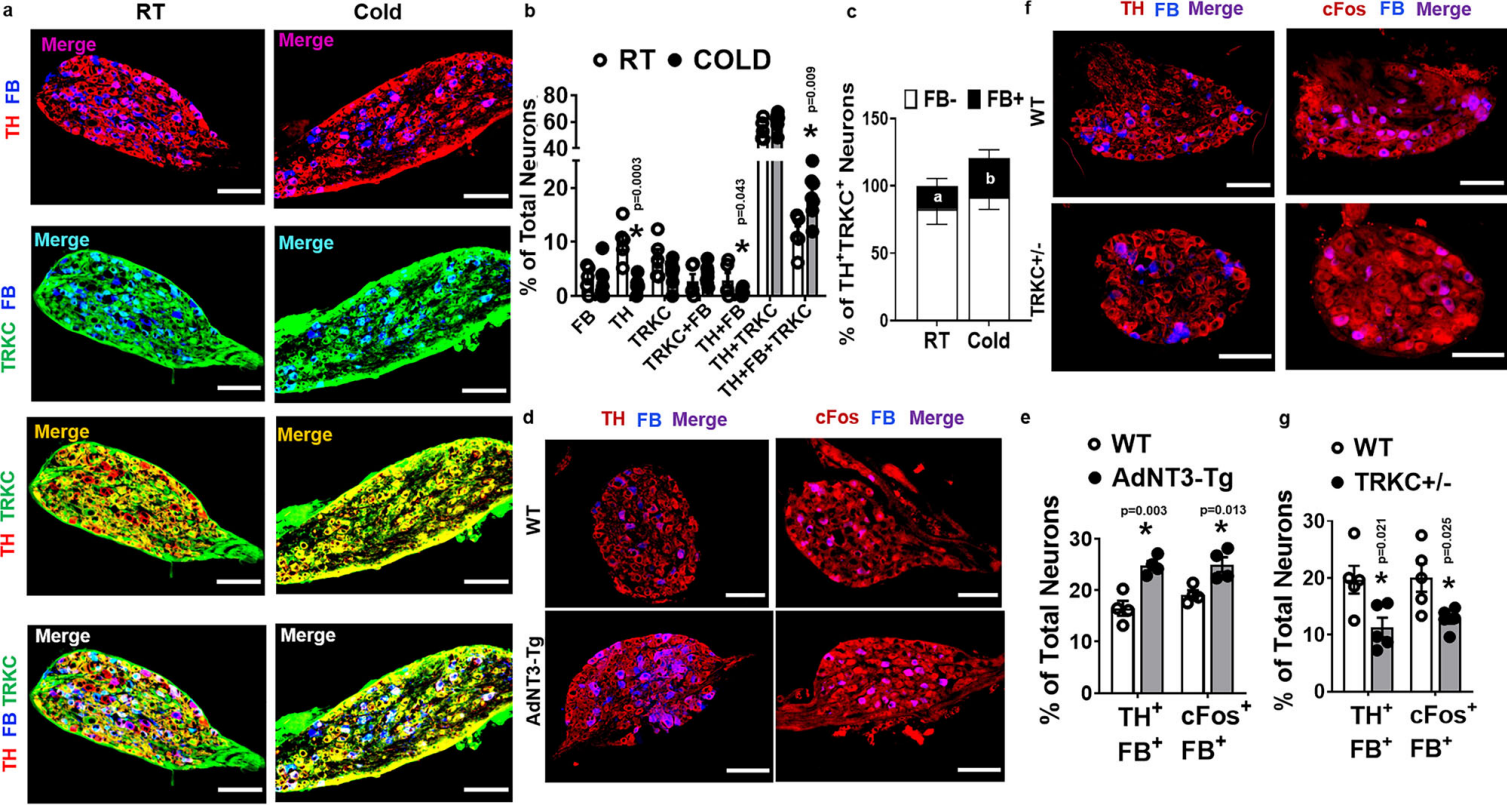
NT-3/TRKC regulates sympathetic ganglia neuronal activity. **a**, **b** Representative images of TH, Fast Blue (FB) and TRKC-EYFP labeling (**a**, from five replicate animals for RT, and 7 replicate animals for cold, scale bar = 75 µm), and percentage of single-, double-, and triple-labeled neurons (**b**, RT = 5, cold = 7, * indicates statistical significance between RT and cold treatments with unpaired two-tailed *t* test) in sympathetic ganglia at thoracic T2 level in TRKC-Cre::R26EYFP mice at room temperature (RT) or subjected to a 7-day cold challenge. In panel **b**, the calculation of single-, double-, and triple-labeled neurons is mutually exclusive, i.e., the number of single-labeled neurons does not include double- or triple-labeled neuron numbers, and the number of double-labeled neurons does not include triple-labeled neuron numbers. **c** Percentage of FB-positive (FB ^+^ ) and FB-negative (FB^-^) neurons in TH/TRKC-positive neurons in sympathetic ganglia at thoracic T2 level in TRKC-Cre::R26EYFP mice at room temperature (RT) or subjected to a 7-day cold challenge (RT = 5, COLD = 7, a vs b: FB ^+^ in RT vs FB ^+^ in cold, *P* = 0.010 with unpaired two-tailed *t* test). **d**, **e** Representative images (**d**, from four replicate animals/group, scale bar = 75 µm) and quantitation (**e**, *n* = 4/group, * indicates statistical significance between WT and AdNT3-Tg with unpaired two-tailed *t* test) of TH/FB and cFos/FB labeling in sympathetic ganglia at thoracic T2 level in WT and AdNT3-Tg mice after a 7-day cold challenge. **f**, **g** Representative images (**f**, from five replicate animals/group, scale bar = 75 µm) and quantitation (**g**, *n* = 5/group, * indicates statistical significance between WT and TRKC + /− with unpaired two-tailed *t* test) of TH/FB and cFos/FB labeling in sympathetic ganglia at thoracic T2 level in WT and TRKC + /− mice after a 7-day cold challenge. All data are expressed as mean ± SEM.

We then injected FB into iBAT of AdNT3-Tg, TRKC + /−, and their respective control mice and subjected them to a 7-day cold challenge. SG at thoracic T2 level were collected for immunohistochemistry analysis with antibodies against TH as the sympathetic marker or cFos as the neuronal activation marker, and double-stained with FB. Interestingly, overexpressing NT-3 in adipose tissue significantly increased (Fig. 6d, e), while TRKC haploinsufficiency significantly decreased (Fig. 6f, g) TH/FB or cFos/FB double-labeled neurons in T2 SG during cold exposure.

We have similarly injected FB into iWAT of AdNT3-Tg, TRKC + /−, and their respective littermate control mice and subjected them to a 7-day cold challenge. SG at lumbar L1 level, which innervate iWAT^37^, were collected for immunohistochemistry analysis for TH/FB or cFos/FB immunostaining. We found that TH/FB or cFos/FB double-labeled neurons were significantly increased in L1 SG of AdNT3-Tg mice; but significantly decreased in L1 SG of TRKC + /− mice when compared to their respective littermate controls (Supplementary Fig. 15a, b).

Consistent with reduced sympathetic innervation and activity in TRKC + /− mice, norepinephrine (NE) level was reduced in eWAT and tended to reduce in iWAT after a 16-h cold exposure in TRKC + /− mice (Supplementary Fig. 16a). In addition, NE turnover rate (NETO) was also significantly reduced in all fat tissues including iBAT, iWAT, eWAT, and rWAT after cold exposure in TRKC + /− mice (Supplementary Fig. 16b). Since TRKC + /− mice had haploinsufficiency of TRKC in all neurons, which might affect sympathetic innervation in other tissues as well, we also measured NE content and NETO in other tissues, including skeletal muscle, kidney, and heart. However, we found there was no difference in either NE content or NETO in these tissues between WT and TRKC + /− mice after a 16-hour cold exposure (Supplementary Fig. 16c, d).

Thus, our data strongly support the importance of adipose tissue-derived NT-3 and TRKC in the regulation of peripheral sympathetic neuron activity in SG that directly innervate brown and white adipose tissue.

### NT-3/TRKC regulates a plethora of transcriptional program that controls neuronal axonal growth and elongation in SG

To gain further insight into how NT-3/TRKC regulates the sympathetic neuronal function and axonal growth, we performed RNA-seq analysis in thoracic T1–T4 SG that innervate iBAT^37^ from 1-day cold-challenged AdNT3-Tg, TRKC + /− and their respective WT control mice.

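RNA from SG at levels T1–T4 of 6 mice per group was pooled into 1 library per group, giving 4 libraries from mice 12 weeks old kept for 1 day at 5 °C. They were from AdNT3-Tg mice, which overexpress NT-3 in adipose tissue, from TRKC+/− mice, which are haploinsufficient for the NT-3 receptor TRKC, and from 2 groups of WT mice. With 1 library per group, no difference between groups had a replicate check, and no p-value across genes was computed. The authors enriched mRNA with oligo(dT), filtered single-end reads with SOAPnuke (v1.5.2), mapped them to the mouse genome build mm9 with HISAT2 (v2.0.4) and deposited an expected (estimated) read count and an FPKM value for each gene, listed by its Entrez identifier. FPKM is the read count scaled to the length of the gene and to the reads in the library, and for single-end reads it is the same measure as the RPKM of the paper's methods. The reads counted on genes summed to 8665955 in WT library 1, 8894985 in the TRKC+/− library, 8847743 in WT library 2 and 8806054 in the AdNT3-Tg library. Between 16277 and 16587 genes were listed per library, and 15275 genes were listed in all 4. Genes without reads in a library were not listed for it. A signal of 3 reads, taken as the smallest that the depth can show, corresponded to between 0.337 and 0.346 CPM (counts scaled to library size). The labels number the WT libraries without naming their cohort. WT library 1 was taken as the control of TRKC+/− and WT library 2 as the control of AdNT3-Tg, because this assignment placed the WT values of 9 of 9 genes on the side of 5 FPKM, or in the order, shown in Fig. 7a, and the other assignment 0 of 9. Since the assignment was made from Fig. 7a, the directions of these 9 genes are not independent of it. Fold changes were computed as log2 of the ratio of mutant FPKM to WT FPKM after adding 0.1 to each, which understates the change of genes with low values, and the cutoff was the paper's absolute log2 fold change of at least 0.5. Each 95% counting interval is the exact Clopper-Pearson interval of the ratio of a gene's reads, rounded to whole reads, between a pair of libraries. It covers counting error only and compares those libraries, not the genotypes. Gene positions are on NCBIM37 (mm9).
The targeted gene *Ntrk3* (Entrez 18213), which encodes TRKC and lies on chromosome 7 from 85337248 to 85723294, had 2.45 FPKM (78 reads) in WT library 1, 2.72 FPKM (91 reads) in the TRKC+/− library, 2.52 FPKM (83 reads) in WT library 2 and 2.32 FPKM (76 reads) in the AdNT3-Tg library. Its log2 fold change was 0.15 in the TRKC+/− library (counting interval −0.27 to 0.64) and −0.11 in the AdNT3-Tg library (−0.59 to 0.35). Because the targeted gene was not lower in it, the former is named by its label, as the library labelled TRKC+/−. *Ntf3*, which encodes NT-3, had 2 reads in that library, under the smallest signal the depth can show, and was not listed in the other libraries. The paper reports *Trkc* expression in SG of TRKC+/− mice as reduced. Counts per gene cannot separate reads of an altered *Ntrk3* allele. A level of *Ntrk3* that was not lower thus does not by itself show that the library lacks the genotype.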

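Of the 15275 genes listed in all 4 libraries, 202 were upregulated in AdNT3-Tg and downregulated in the library labelled TRKC+/−, and 159 were downregulated in AdNT3-Tg and upregulated in the library labelled TRKC+/−. The direction in the latter rests on a library in which *Ntrk3* was not lower. A further 357 genes changed in the same direction in both comparisons, of which 148 were upregulated and 209 downregulated. The oppositely regulated genes were thus 50.3% of the 718 genes that passed the cutoff in both comparisons (95% Wilson interval 46.6% to 53.9%, which treats genes as independent). In all, 2033 genes passed the cutoff in AdNT3-Tg (13.3%) and 1632 in the library labelled TRKC+/− (10.7%), and 2044 differed by as much between the 2 WT libraries (13.4%). Across genes, which are not independent replicates, Pearson's r between the log2 fold changes of the 2 comparisons was 0.0056 and Spearman's rho 0.0525. A pseudocount of 1 in place of 0.1 lowered the counts to 25 and 13 oppositely regulated genes and 32 genes changed in the same direction. Among the 12752 genes with a mean of at least 1 FPKM, 64 and 46 were oppositely regulated and 103 changed in the same direction. The counting interval excluded 0 in both comparisons for 49 oppositely regulated genes and for 34 genes changed in the same direction, a criterion chosen after the data were seen. Fig. 7a shows 24 genes, of which 23 passed the cutoff in opposite directions and *Myh1* was not listed in WT library 2. Outside Fig. 7a, 88 oppositely regulated genes had a mean of at least 1 FPKM.
Among those upregulated in AdNT3-Tg, the 5 with the largest changes in both comparisons were the fast myosin light chain gene *Mylpf*, *Apoo-ps*, *Gm16596*, *Msr1* and *3300002I08Rik*, and among those downregulated in AdNT3-Tg they were *0610038B21Rik*, *Tmsb15b1*, *Rpl37rt*, *Snora73a* and *Gm527*. Of these 10 genes, *Mylpf*, *Apoo-ps* and *0610038B21Rik* had counting intervals that exclude 0 in both comparisons, and the other 7 had an interval that includes 0 in at least 1. *Mylpf* had 50 reads in WT library 1, 21 in the library labelled TRKC+/−, 4 in WT library 2 and 13 in AdNT3-Tg. *Snora73a* had at most 3 reads in each library, so that no fold is given, and the expected counts of *Apoo-ps*, *Tmsb15b1* and *Rpl37rt* were not whole, as where reads are split between near-identical genes. A list of 29 genes of axon growth and its cytoskeleton, including *Gap43*, *Stmn2*, *Tubb3*, *Map1b*, *Actb* and *Rhoa*, was written before the data were examined. Their median log2 fold change was −0.09 in AdNT3-Tg (percentile 8.64 among the medians of 10000 random gene lists of the same size matched on mean expression) and 0.01 in the library labelled TRKC+/− (percentile 84.7), which describes these libraries only. In AdNT3-Tg 3 of the 29 genes passed the cutoff and in the library labelled TRKC+/− 0 did. For 16 genes of sympathetic neurons, including *Th*, *Dbh* and *Npy*, the medians were −0.03 and 0.04.

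**Figure D1:**
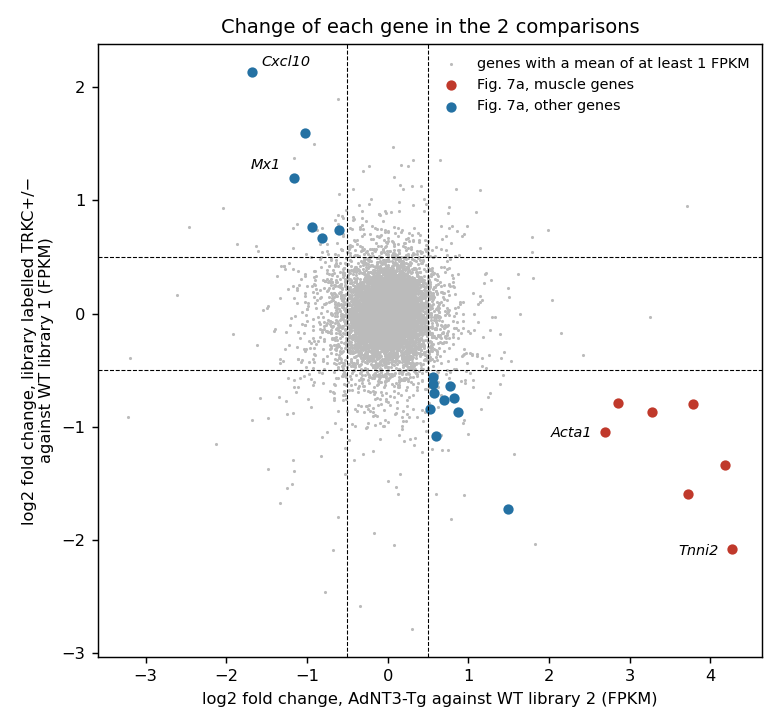
Log2 fold change of FPKM in AdNT3-Tg against WT library 2 (x axis) and in the library labelled TRKC+/− against WT library 1 (y axis), with small grey points for genes with a mean of at least 1 FPKM, larger points for genes of Fig. 7a and dashed lines at the cutoff of 0.5. The 7 muscle genes of Fig. 7a listed in all 4 libraries (red) lie at the lower right, and the other genes of Fig. 7a (blue) lie at the lower right or the upper left.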

Our RNA-seq analysis demonstrated that pathways involved in neuronal axonal growth were regulated in an opposite direction in SG of AdNT3-Tg and TRKC + /− mice (Fig. 7a). For example, axonal outgrowth and guidance to the proper target tissues require the coordination of cellular programs, including the coordination of actin filaments and microtubules, the dynamic cytoskeletal polymers, and “building blocks” that promote shape change and locomotion during the peripheral nerve axonal outgrowth and elongation^38,39^. Interestingly, we found several myosins, actions, and troponins were upregulated in AdNT3-Tg mice while downregulated in TRKC + /− mice, including myosin heavy polypeptide 1 (*Myh1*), myosin heavy polypeptide 4 (*Myh4*), actin alpha 1 (*Acta1*), troponin C2 (*Tnnc2*), troponin I skeletal, fast 2 (*Tnni2*), troponin T2 (*Tnnt2*), muscle creatine kinase (*Ckm*), and sarcoplasmic/endoplasmic reticulum calcium ATPase 1 (*Atp2a1*) (Fig. 7a). 

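The 8 genes of muscle contraction in Fig. 7a had at most 14 reads in WT library 2, and each was highest in WT library 1. *Acta1* (Entrez 11459, chromosome 8, 126415669 to 126418651) had 21.09 FPKM (262 reads) in WT library 1, 10.19 FPKM (129 reads) in the library labelled TRKC+/−, 1.12 FPKM (14 reads) in WT library 2 and 7.79 FPKM (97 reads) in AdNT3-Tg. Its log2 fold change was 2.69 in AdNT3-Tg (counting interval 1.98 to 3.72) and −1.04 in the library labelled TRKC+/− (−1.38 to −0.75). *Ckm* (Entrez 12715, chromosome 7, 19996443 to 20006932) rose from 7 to 58 reads in AdNT3-Tg (2.85, 1.92 to 4.43) and went from 138 to 81 reads in the library labelled TRKC+/− (−0.79, −1.22 to −0.40). *Myh4* (Entrez 17884, chromosome 11, 67051314 to 67073948) rose from 4 to 120 reads (3.72, 3.52 to 6.81) and went from 299.71 to 98 reads (−1.59, −2.00 to −1.32). The neighbouring gene *Myh1* (Entrez 17879, 67013554 to 67038078) had 122.8 reads in WT library 1, 63.16 in the library labelled TRKC+/−, 0 in WT library 2 and 20.36 in AdNT3-Tg. *Myh1* was at least 6.82-fold higher in AdNT3-Tg than in WT library 2 when 3 reads are taken for the latter, with the lower end of its counting interval at 2.31 on the log2 scale, and its log2 fold change in the library labelled TRKC+/− was −0.94 (−1.46 to −0.55). Expected counts of *Myh1* and *Myh4* that are not whole leave the division of reads between these paralogs uncertain. Against a WT library at or under 3 reads, *Atp2a1* (chromosome 7, 133589372 to 133606622), *Tnni2* (chromosome 7, 149627713 to 149630315), *Tnnt3* (chromosome 7, 149684741 to 149701914) and *Tnnc2* (chromosome 2, 164602661 to 164605467) were at least 22.8-fold, 9.71-fold, 17.4-fold and 8.04-fold higher in AdNT3-Tg when 3 reads are taken for the WT library. These folds leave out counting error, and the lower ends of the counting intervals were 3.57, 2.27, 2.50 and 1.58 on the log2 scale. In the library labelled TRKC+/− their log2 fold changes were −1.34, −2.08, −0.80 and −0.87. *Tnnt2* (Entrez 21956, chromosome 1, 137737452 to 137748837) had between 14 and 23 reads per library, with a log2 fold change of −0.48 in AdNT3-Tg (−1.61 to 0.55) and 0.60 in the library labelled TRKC+/− (−0.34 to 1.75), so that no change was detectable at this depth. The difference between the 2 WT libraries was larger than either comparison, at a log2 ratio of 4.12 for *Acta1*, 4.09 for *Ckm* and 5.02 for *Myh4*. With the WT libraries swapped, 0 of the 7 muscle genes listed in all 4 libraries were higher in AdNT3-Tg and 0 were lower in the library labelled TRKC+/−, and with the mean of the 2 WT libraries as the control of both, 0 were higher and 4 were lower. Fig. 7a was drawn up from these contrasts, so that a change of control moves its genes away from the cutoff more than others. The mean control also enters both ratios, which favours the same direction in both comparisons for any gene.

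**Figure D2:**
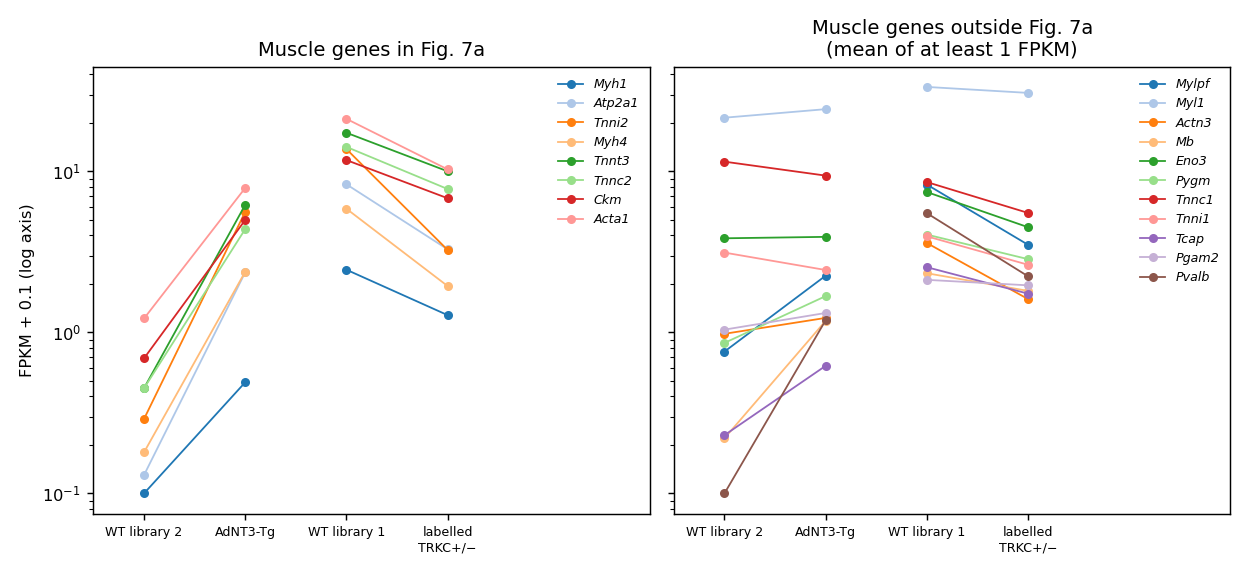
FPKM plus 0.1 (log axis) of muscle genes in the 4 libraries, 1 point per library and a line joining each WT library to the library compared with it, for the 8 muscle genes of Fig. 7a (left) and for muscle genes outside Fig. 7a with a mean of at least 1 FPKM (right). The genes of Fig. 7a are lowest in WT library 2 and highest in WT library 1.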

Although these genes are typically characteristic of the striated muscle contraction pathway, similar genes in this pathway, including *Myh1* and *ATP2a1*, were shown to be decreased in the brain of the neuron degenerative disease Amyotrophic lateral sclerosis (ALS)^40^. Thus, these myosin and actin filament components may be previously unidentified members of the cytoskeletal family regulated by NT-3/TRKC signaling and are important for axonal growth and elongation in SG.

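Skeletal muscle genes outside Fig. 7a were examined from a fixed list of 34, of which 19 with a mean of at least 0.1 FPKM were listed in all 4 libraries. Their median log2 fold change was 0.34 in AdNT3-Tg (percentile 99.7 of the matched random lists) and −0.51 in the library labelled TRKC+/− (percentile 0.01). Their median log2 ratio of WT library 1 to WT library 2 was 1.30, and 14 of the 19 had their highest value in WT library 1 and their lowest in WT library 2. Of these 19 genes, 4 passed the cutoff in opposite directions. The medians changed direction when the WT libraries were swapped, to −0.87 in AdNT3-Tg and 0.91 in the library labelled TRKC+/−. The myosin light chain gene *Myl1* had between 172 and 248 reads per library and log2 fold changes of 0.18 and −0.12, both with counting intervals that include 0. Actins and myosins of non-muscle cells were examined too. *Actb* had 446 FPKM in WT library 1, 468 in the library labelled TRKC+/−, 427 in WT library 2 and 399 in AdNT3-Tg, with log2 fold changes of −0.09 in AdNT3-Tg and 0.07 in the library labelled TRKC+/−. For *Actg1* they were −0.08 and 0.01, for *Myh9* 0.25 and 0.09, for *Myh10* 0.19 and 0.06, and for the microtubule gene *Tubb3* −0.11 and 0.04. From the upregulation of the muscle-type genes in AdNT3-Tg and their downregulation in TRKC+/−, together with published work on axonal growth and on ALS, the paper proposes that these filament components belong to the cytoskeletal family regulated by NT-3/TRKC signaling.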

**Fig. 7:**
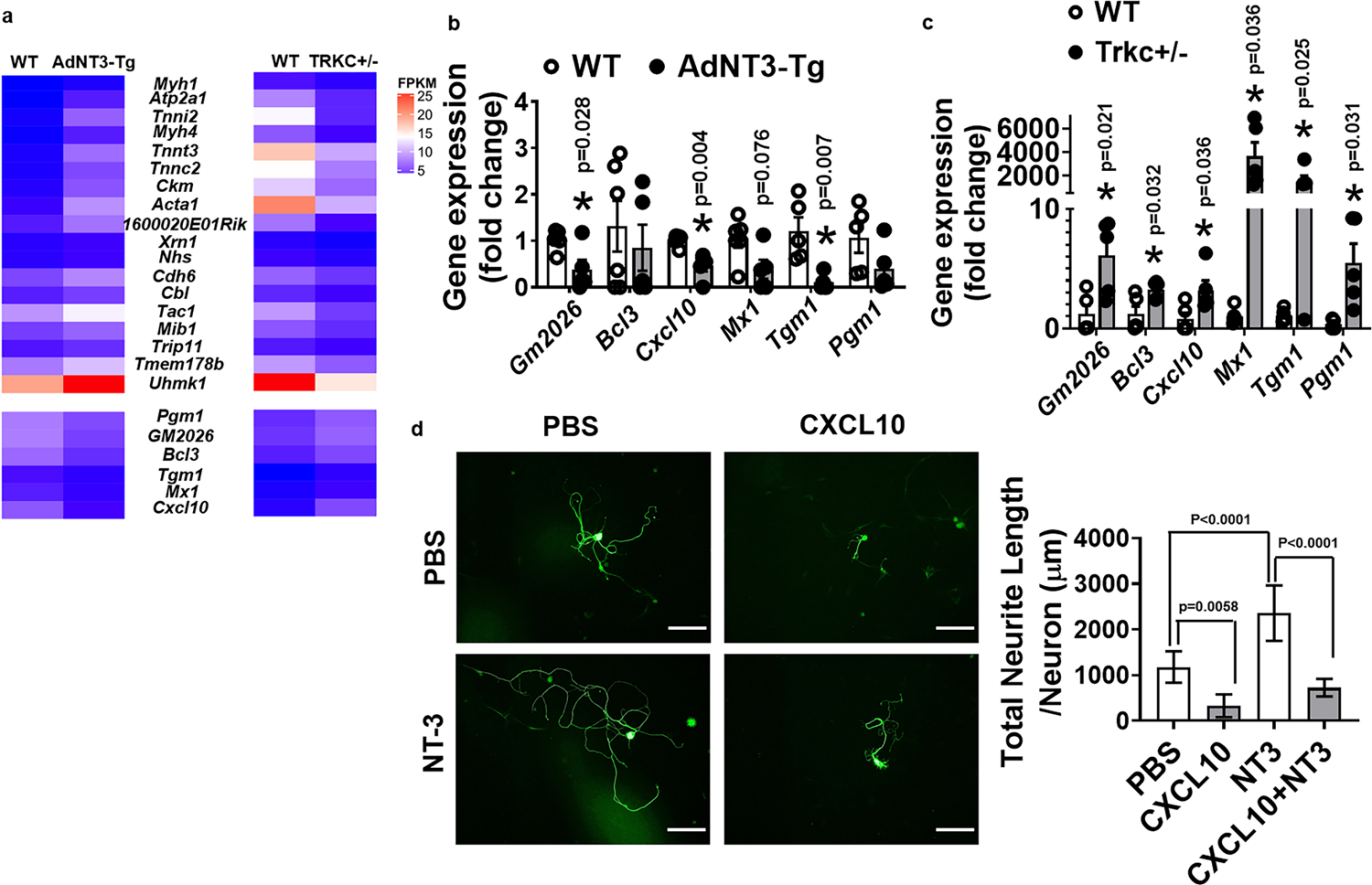
RNA-seq analysis of sympathetic ganglia from AdNT3-Tg and TRKC + /− mice after 1-day cold challenge. **a** Heatmap of the expression of genes regulated in the opposite direction in sympathetic ganglia from thoracic T1 to T4 levels of AdNT3-Tg and TRKC + /− mice after 1-day cold challenge. T1–T4 sympathetic ganglia from six mice each group was pooled for RNA-seq analysis. **b**, **c** Real-time RT-PCR validation of the genes that are downregulated in sympathetic ganglia of AdNT3-Tg mice (**b**, *n* = 5 for WT (except for Tgm1 and Pgm1, where *n* = 4); *n* = 5 for AdNT3-Tg. * Indicates statistical significance between WT and AdNT3-Tg with unpaired two-tailed *t* test), but are upregulated in sympathetic ganglia of TRKC + /− mice (**c**, *n* = 5/group, * indicates statistical significance between WT and TRKC + /− with unpaired two-tailed *t* test) after 1-day cold exposure. **d** Measurement of neurite growth in sympathetic neurons treated with NT-3 (100 ng/ml) in the presence or absence of CXCL10 (100 ng/ml) (PBS *n* = 50, CXCL10 *n* = 43, NT-3 *n* = 47, CXCL10 + NT-3 *n* = 40. Statistical significance was analyzed by two-way ANOVA; with or without CXCL10 treatment, *F* (1, 210) = 95.47 *P* < 0.0001; with or without NT-3 treatment, *F* (1, 210) = 35.62 *P* < 0.0001. * Indicates statistical significance as shown in (**d**) with Turkey’s multiple comparisons test. Scale bar = 100 µm). Neurons from sympathetic ganglia at thoracic T1–T4 levels were isolated and used in this experiment. All data are expressed as mean ± SEM.

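Outside the muscle genes, the counting interval excluded 0 in both comparisons for 16 of 16 genes of Fig. 7a. These genes were chosen for Fig. 7a on the same libraries, and the directions in the library labelled TRKC+/− rest on a library in which *Ntrk3* was not lower. The largest change among the genes not described in the text was that of the long intergenic noncoding RNA *1600020E01Rik* (Entrez 72012, chromosome 6, 86476265 to 86514436), which had 34 reads in WT library 1, 10 in the library labelled TRKC+/−, 10 in WT library 2 and 29 in AdNT3-Tg. Its log2 fold change was 1.49 in AdNT3-Tg (counting interval 0.46 to 2.74) and −1.73 in the library labelled TRKC+/− (−2.99 to −0.75). The cadherin gene *Cdh6* (Entrez 12563, chromosome 15, 12963955 to 13103394) had 6.29, 4.01, 4.27 and 7.39 FPKM in the same order of libraries, which gave 0.78 (0.42 to 1.17) and −0.64 (−1.05 to −0.26). For *Tac1* (Entrez 21333, chromosome 6, 7505071 to 7512973), which encodes the precursor of substance P, the reads were 78, 37, 68 and 103, which gave 0.60 (0.15 to 1.07) and −1.08 (−1.72 to −0.53). *Tmem178b* (Entrez 434008, chromosome 6, 40060252 to 40198352) changed by 0.56 (0.29 to 0.85) and −0.62 (−0.93 to −0.34). In the other direction, *Bcl3* (Entrez 12051, chromosome 7, 20393811 to 20408119) had 2.90, 5.00, 5.88 and 3.02 FPKM, a log2 fold change of −0.94 in AdNT3-Tg (−1.50 to −0.44) and 0.77 in the library labelled TRKC+/− (0.23 to 1.34). *Gm2026* (Entrez 100039060, chromosome 2, 175964463 to 175979435) had an expected count of 153.57, 252.63, 274.68 and 153.25, with log2 fold changes of −0.82 (−1.13 to −0.55) and 0.67 (0.38 to 0.98), and the fractional counts leave the division of its reads with related genes uncertain. When the WT libraries were swapped, *Tac1* was still lower in the library labelled TRKC+/− (−0.88) and higher in AdNT3-Tg, but under the cutoff (0.40), while *Bcl3* moved to 0.06 in AdNT3-Tg and −0.23 in the library labelled TRKC+/−, and *1600020E01Rik* to −0.21 and −0.03. Of the 23 genes of Fig. 7a listed in all 4 libraries, 0 passed the cutoff in the opposite directions of Fig. 7a with this exchange, and 8, the 7 muscle genes and *Tgm1*, passed it with both directions reversed.

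**Figure D3:**
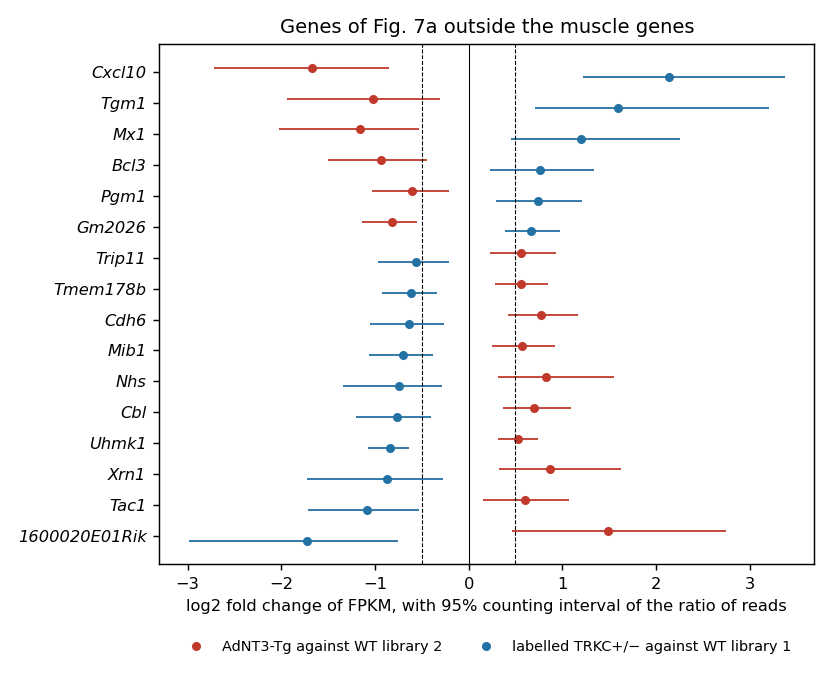
Log2 fold change of FPKM (points, x axis) of the 16 genes of Fig. 7a outside the muscle genes (y axis) in AdNT3-Tg against WT library 2 (red) and in the library labelled TRKC+/− against WT library 1 (blue), with lines for the 95% counting interval of the ratio of reads and dashed lines at the cutoff of 0.5. The intervals of the 2 comparisons lie on opposite sides of 0 for each gene.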

In addition, recent evidence also supports the axonal transport and translation of specific mRNAs as a mechanism of quickly localizing needed proteins at the axons and axonal growth cones^38,39^. For example, β-actin mRNA was localized to axons and axonal growth cones, and this localization can be induced by NT-3 signaling; blocking this process also blocked NT-3-induced protein localization at the growth cone and decreased growth cone motility^41,42^. Here, we found that the serine/threonine kinase U2AF homology motif (UHM) kinase 1 (*Uhmk1)* and 5’–3’ exonuclease 1 (*Xrn1*), genes that are involved in synaptic mRNA transport and translation^43,44^, were upregulated in AdNT3-Tg mice but downregulated in TRKC + /− mice (Fig. 7a).

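*Uhmk1* (Entrez 16589) lies on chromosome 1 from 172123551 to 172145528. It had 27.65 FPKM (478 reads) in WT library 1, 15.36 FPKM (271 reads) in the library labelled TRKC+/−, 17.62 FPKM (308 reads) in WT library 2 and 25.36 FPKM (441 reads) in AdNT3-Tg. Its log2 fold change was 0.52 in AdNT3-Tg (counting interval 0.31 to 0.74) and −0.84 in the library labelled TRKC+/− (−1.08 to −0.64). The 2 WT libraries differed by 0.65 (0.45 to 0.88), more than AdNT3-Tg differed from its WT library, and with the WT libraries swapped the log2 fold change in AdNT3-Tg was −0.12. *Xrn1* (Entrez 24127, chromosome 9, 95855179 to 95953446) had 1.05 FPKM (50 reads), 0.53 FPKM (26 reads), 0.66 FPKM (32 reads) and 1.29 FPKM (62 reads) in the same order of libraries. It was upregulated in AdNT3-Tg by 0.87 on the log2 scale (0.32 to 1.62) and changed by −0.87 in the library labelled TRKC+/− (−1.72 to −0.27). *Xrn1* was 1 of the 2 genes of Fig. 7a that still passed the cutoff in opposite directions with the mean of the 2 WT libraries as control, at 0.54 and −0.60. It was under the cutoff with the WT libraries swapped, at 0.27 and −0.27, and with a pseudocount of 1, at 0.46 and −0.42. The direction in the library labelled TRKC+/− rests on a library in which *Ntrk3* was not lower.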

Further, the multifunctional adaptor protein casitas B-lineage lymphoma (*Cbl*) has been shown to be necessary for the recruitment of NGF/TRKA to the lipid raft and mediates signals important for actin reorganization and neurite growth^45,46^. Interestingly, we found that *Cbl* was upregulated in AdNT3-Tg mice but downregulated in TRKC + /− mice (Fig. 7a), indicating *Cbl* may also be regulated by NT-3/TRKC signaling.

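*Cbl* (Entrez 12402, chromosome 9, 43957345 to 44042129) had 3.29 FPKM (144 reads) in WT library 1 and 1.90 FPKM (85 reads) in the library labelled TRKC+/−, a log2 fold change of −0.76 (counting interval −1.20 to −0.40). In the other cohort it had 2.34 FPKM (104 reads) in WT library 2 and 3.87 FPKM (171 reads) in AdNT3-Tg, a log2 fold change of 0.70 (0.36 to 1.09). Between the 2 WT libraries it differed by 0.47 (0.13 to 0.88). After the WT libraries were swapped, *Cbl* kept its directions but was under the cutoff, at 0.23 in AdNT3-Tg and −0.29 in the library labelled TRKC+/−, whose *Ntrk3* was not lower.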

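The chemokine gene *Cxcl10* (Entrez 15945, chromosome 5, 92775664 to 92777915) had 1.08 FPKM (10 reads) in WT library 1, 5.09 FPKM (48 reads) in the library labelled TRKC+/−, 5.05 FPKM (47 reads) in WT library 2 and 1.51 FPKM (14 reads) in AdNT3-Tg. Its log2 fold change was −1.68 in AdNT3-Tg (counting interval −2.72 to −0.85) and 2.14 in the library labelled TRKC+/− (1.22 to 3.37). *Mx1* (Entrez 17857, chromosome 16, 97668642 to 97684514), with between 16 and 55 reads per library, changed by −1.16 (−2.02 to −0.52) and 1.20 (0.46 to 2.25). *Tgm1* (Entrez 21816, chromosome 14, 56318846 to 56332329), with between 8 and 43 reads, changed by −1.02 (−1.94 to −0.30) and 1.60 (0.71 to 3.21). The Fig. 7a values of *Pgm1* belong to the gene listed as Entrez 66681 (chromosome 5, 64484175 to 64519594), which the reference names *Pgm2* with *Pgm1* as an older symbol. It had 65 reads in WT library 1, 112 in the library labelled TRKC+/−, 128 in WT library 2 and 83 in AdNT3-Tg, which gave log2 fold changes of −0.61 (−1.03 to −0.21) and 0.74 (0.29 to 1.21). The gene now named *Pgm1* (Entrez 72157, chromosome 4, 99602019 to 99659899) had between 1255 and 1357 reads per library and log2 fold changes of −0.10 (−0.22 to 0.01) and −0.01 (−0.13 to 0.09). *Nhs* (Entrez 195727, chromosome X, 158271228 to 158597662) was upregulated in AdNT3-Tg by 0.83 (0.31 to 1.56) and changed by −0.74 in the library labelled TRKC+/− (−1.34 to −0.28). For *Mib1* (Entrez 225164, chromosome 18, 10725546 to 10818702) these values were 0.57 (0.25 to 0.93) and −0.70 (−1.07 to −0.38), and for *Trip11* (Entrez 109181, chromosome 12, 103075582 to 103151477) 0.56 (0.23 to 0.93) and −0.56 (−0.97 to −0.21). For each of the 7 genes of Fig. 7a named here, WT library 1 differed from WT library 2 in the same direction as AdNT3-Tg did, with a log2 ratio of −2.13 for *Cxcl10*. WT library 2 enters both ratios and the genes were chosen for Fig. 7a on the same libraries, which favours this agreement. Swapping the WT libraries moved *Mx1* to 0.43 in AdNT3-Tg and −0.40 in the library labelled TRKC+/−, *Tgm1* to 1.10 and −0.52, and *Cxcl10* to 0.45 and 0.01. With the mean of the 2 WT libraries as control, *Cxcl10* still passed the cutoff in opposite directions, at −0.98 in AdNT3-Tg and 0.71 in the library labelled TRKC+/−. A pseudocount of 1 left *Nhs*, *Mib1* and *Trip11* under the cutoff in AdNT3-Tg, at 0.44, 0.48 and 0.41. As elsewhere, directions in the library labelled TRKC+/− rest on a library in which *Ntrk3* was not lower.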

Additional genes that were oppositely regulated in AdNT3-Tg and TRKC + /− mice include proteins that regulate cytoskeletal dynamics and activities (MX dynamin-like GTPase 1 (*Mx1*), transglutaminase 1, k polypeptide (*Tgm1*), and NHS actin remodeling regulator (*Nhs*)); proteins involved in glucose metabolism (phosphoglucomutase 1 (*Pgm1*); intracellular protein sorting (thyroid hormone receptor interactor 11 (*Trip11*), mindbomb E3 ubiquitin-protein ligase 1 (*Mib1*)) and the chemokine (c–x–c motif) ligand 10 (*Cxcl10*) (Fig. 7a).

Using real-time RT-PCR approaches, we have validated some of the reciprocally regulated genes in AdNT3-Tg and TRKC + /− mice, including *Cxcl10* (Fig. 7b, c). Interestingly, it was reported that *Cxcl10* in the spinal cord was upregulated following spinal cord injury, which was critical in recruiting T lymphocytes and inducing apoptosis at the injury site, whereas neutralizing CXCL10 resulted in reduced apoptosis and increased axonal sprouting following spinal cord injury^47,48^. To further study whether CXCL10 might be a potential link between neuronal inflammation and the suppression of neuronal axonal growth, we treated primary sympathetic neurons with CXCL10. Interestingly, we found that CXCL10 (100 ng/ml) significantly reduced basal- and NT-3-stimulated neurite growth in cultured sympathetic neurons (Fig. 7d). Thus, our data have identified a potential mechanism linking inflammation to the suppression of neuronal axonal growth.

### Mice with haploinsufficiency of TRKC exhibit impaired cold-induced thermogenesis and are prone to diet-induced obesity

We then further studied the importance of TRKC in regulating cold- and diet-induced thermogenesis and whole-body energy homeostasis. During a 7-day cold challenge, TRKC + /− mice exhibited lower body temperature (Fig. 8a) and were therefore more cold-sensitive than their littermate controls. During the cold challenge, TRKC + /− mice had significantly reduced *Ucp1* and other thermogenic gene expression in iWAT, retroperitoneal WAT (rWAT) and iBAT (Fig. 8b–d), reduced UCP1 and TH protein levels in iWAT and rWAT (Fig. 8e, f), and larger adipocytes but much fewer UCP1-positive multilocular beige adipocytes in iWAT and rWAT (Fig. 8g). However, there was no significant difference in UCP1 protein levels and UCP1 immunostaining in iBAT between TRKC + /− and WT control mice during the 7-day chronic cold challenge (Supplementary Fig. 17a, b). This is possibly because of the high endogenous expression *Nt-3* and thus NT-3/TRKC signaling in iBAT as compared to that of other WAT depots, thus, sufficient sympathetic innervation could still be maintained even with the deletion of one allele of TRKC in TRKC + /− mice. Alternatively, our data may suggest that TRKC is especially important in regulating cold-induced thermogenesis and beigeing in WAT.

**Fig. 8:**
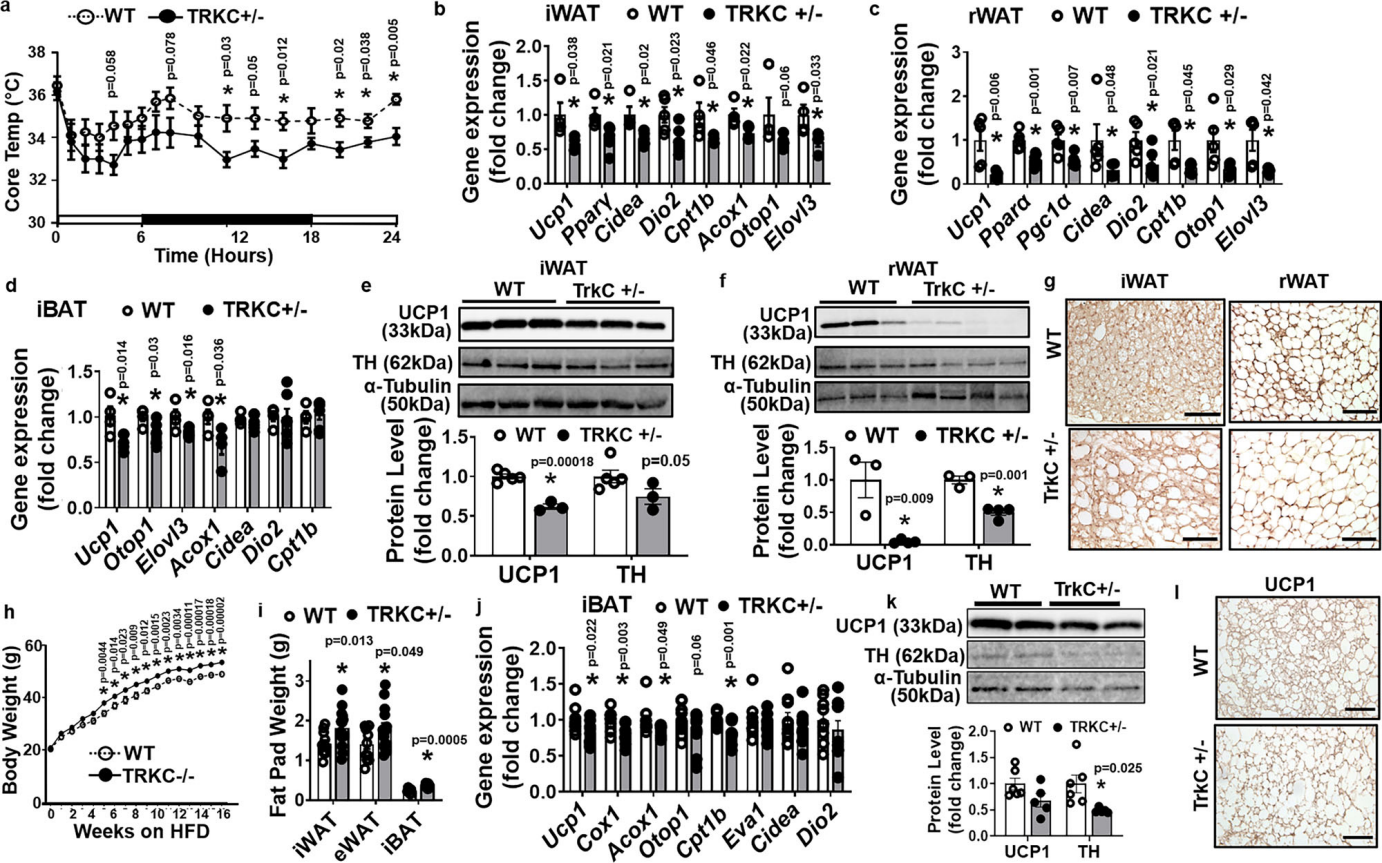
Mice with haploinsufficiency of TRKC exhibit impaired cold-induced thermogenesis and are prone to diet-induced obesity. **a**–**d** Body temperature (**a**, WT *n* = 8, TRKC + /− *n* = 6, * indicates statistical significance between WT and TRKC + /− with unpaired two-tailed *t* test), and *Ucp1* and other thermogenic gene expression in iWAT (**b**, WT *n* = 4, TRKC + /− *n* = 5), rWAT (**c**, WT *n* = 5, TRKC + /− *n* = 6) and iBAT(**d**, WT *n* = 4, TRKC + /− *n* = 5) of WT and TRKC + /− mice during a 7-day cold exposure (* indicates statistical significance between WT and TRKC + /− with unpaired two-tailed *t* test). **e**–**g** UCP1 and TH protein levels in iWAT (**e**, WT *n* = 5, TRKC + /− *n* = 3, * indicates statistical significance between WT and TRKC + /− with unpaired two-tailed *t* test) and rWAT (**f**, WT *n* = 3, TRKC + /− *n* = 4, * indicates statistical significance between WT and TRKC + /− with unpaired two-tailed *t* test), and representative UCP1 immunostaining images showing UCP1-positive beige adipocytes in iWAT and rWAT (**g**, from three replicate animals/group, scale bar = 150 µm) of WT and TRKC + /− mice during a 7-day cold exposure. **h**–l Body weight (**h**, WT *n* = 7, TRKC + /− *n* = 8, * indicates statistical significance between WT and TRKC + /− with unpaired two-tailed *t* test), Fat pad mass (**i**, iBAT, WT *n* = 7, TRKC + /− *n* = 8; iWAT and eWAT, WT *n* = 11, TRKC + /− *n* = 15, *indicates statistical significance between WT and TRKC + /− with unpaired two-tailed *t* test), *Ucp1* and other thermogenic gene expression in iBAT (**j**) (BAT WT *n* = 9, TRKC + /− *n* = 10, * indicates statistical significance between WT and TRKC + /– with unpaired two-tailed *t* test), UCP1 and TH protein levels in iBAT (**k**) (WT *n* = 6, TRKC + /− *n* = 5, *indicates statistical significance WT and TRKC + /− with unpaired two-tailed *t* test), and representative UCP1 immunostaining in iBAT (**l**, from three replicate animals/group, scale bar = 75 µm) of WT and TRKC + /− mice fed a HFD under thermoneutrality (30 °C). All data are expressed as mean ± SEM.

We also studied the metabolic phenotypes in TRKC + /− mice fed with either regular chow or HFD. There was no difference in body weight between TRKC + /− and WT littermates fed a regular chow diet when measured up to 16 weeks of age (Supplementary Fig. 18). However, when housed at ambient room temperature (20–22 °C), TRKC + /− mice on HFD had increased fat mass in eWAT and rWAT and had a tendency of increase in iWAT mass, despite no change in body weight and food intake (Supplementary Fig. 19a–c). Interestingly, TRKC + /− mice exhibited decreased energy expenditure evident by reduced oxygen consumption and heat production (Supplementary Fig. 19d, e) without changes in locomotor activity (Supplementary Fig. 19f). The decreased energy expenditure in TRKC + /− mice was associated with reduced UCP1 and TH protein levels in iBAT (Supplementary Fig. 19g). Mice with haploinsufficiency of TRKC also showed glucose intolerance and insulin resistance in GTT and ITT tests, respectively (Supplementary Fig. 19h, i).

We also performed HFD feeding in these animals under thermoneutrality (30 °C) to avoid any nonshivering thermogenesis that may be induced by mild cold stress in mice housed under ambient room temperature (20–22 °C) as we recently reported^49^, which may serve as a confounding factor in assessing diet-induced thermogenesis^4,50,51^. When housed at thermoneutrality, HFD-fed TRKC + /− mice consistently gained more weight (Fig. 8h) and had increased fat mass in iBAT, iWAT, and eWAT (Fig. 8i) with larger adipocytes sizes (Supplementary Fig. 20a) compared to their WT control mice. Moreover, TRKC + /− mice had downregulated expression of thermogenic genes in iBAT (Fig. 8j) and had a tendency of reduced UCP1 protein levels and significantly reduced TH protein levels in iBAT (Fig. 8k). This was associated with less UCP1 immunostaining and enlarged brown adipocytes in iBAT (Fig. 8l). TRKC + /− mice also exhibited reduced thermogenic gene expression in both iWAT and rWAT (Supplementary Fig. 20b, c). Consistent with increased adiposity, TRKC + /− mice exhibited glucose intolerance and insulin resistance in GTT and ITT tests, respectively (Supplementary Fig. 20d, e).

### Mice with specific deletion of TRKC in sympathetic nerves exhibit impaired cold-induced thermogenesis and are prone to diet-induced obesity

To more specifically study the role of sympathetic neuron TRKC in regulating energy homeostasis, we generated mice with sympathetic neuron-specific deletion of TRKC (STRKCKO) (please see Supplementary Fig. 14b). When challenged with a cold exposure, STRKCKO mice had significantly reduced body temperature in response to cold exposure (Fig. 9a), but had a higher fat mass in iWAT and eWAT depots (Fig. 9b) compared to fl/fl mice. STRKCKO mice exhibited reduced *Ucp1* and other thermogenic gene expression (Fig. 9c) and larger brown adipocytes with reduced UCP1 immunostaining in iBAT during cold exposure (Fig. 9d). Further, STRKCKO mice had reduced *Ucp1* and other thermogenic gene expression (Fig. 9e) and reduced UCP1-positive beige adipocytes in iWAT in response to the 7-day cold challenge (Fig. 9f). These data indicate that sympathetic TRKC is important in regulating cold-induced brown and beige adipocyte thermogenesis.

**Fig. 9:**
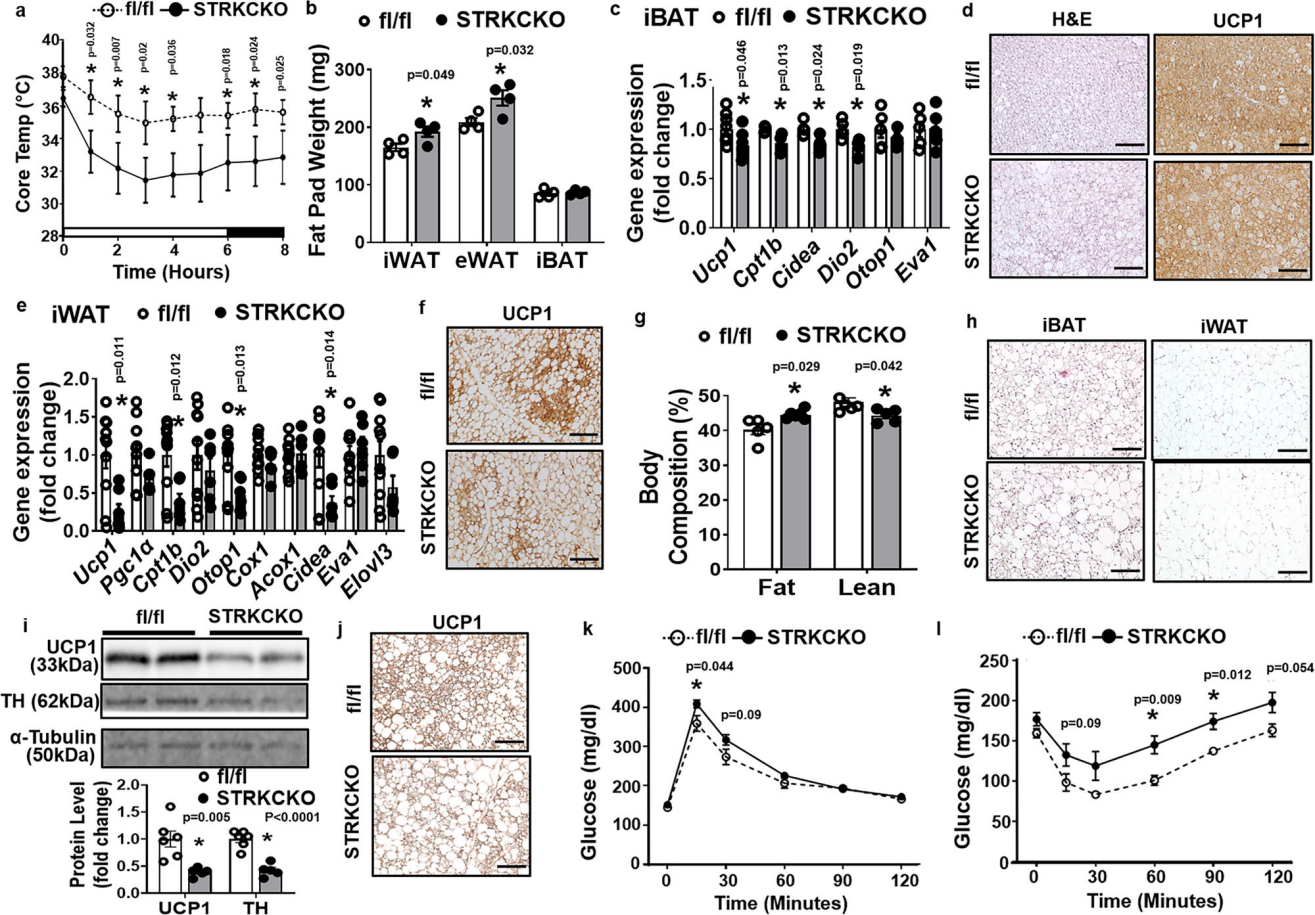
Mice with specific deletion of TRKC in sympathetic neurons exhibit impaired cold-induced thermogenesis and are prone to diet-induced obesity. **a**–**f** Core body temperature (**a**, *n* = 4/group, * indicates statistical significance between fl/fl and STRKCKO with unpaired two-tailed *t* test), fat pad mass (**b**, *n* = 4/group, * indicates statistical significance between fl/fl and STRKCKO with unpaired two-tailed *t* test), *Ucp1* and other thermogenic gene expression in iBAT (**c**, for *Ucp1*, fl/fl *n* = 9, STRKCKO *n* = 7; for other genes, fl/fl *n* = 5, STRKCKO *n* = 4, * indicates statistical significance between fl/fl and STRKCKO with unpaired two-tailed *t* test), Representative H&E and UCP1 immunostaining in iBAT (**d**, from three replicate animals/group, scale bar = 75 µm), *Ucp1* and other thermogenic gene expression in iWAT (**e**, fl/fl *n* = 10, STRKCKO *n* = 6, * indicates statistical significance between fl/fl and STRKCKO with unpaired two-tailed *t* test), and representative UCP1 immunostaining images showing UCP1-positive beige adipocytes in iWAT (**f**, from three replicate animals/group, scale bar=150 µm) of fl/fl and STRKCKO mice during a 7-day cold challenge. **g**–**l** Body composition (**g**, *n* = 5/group, *indicates statistical significance between fl/fl and STRKCKO with unpaired two-tailed *t* test), representative H&E staining of iBAT and iWAT (**h**, from three replicate animals/group, scale bar for iBAT = 75 µm, and for iWAT = 150 µm), UCP1 and TH protein levels in iBAT (**i**, fl/fl *n* = 6, STRKCKO *n* = 5, * indicates statistical significance between fl/fl and STRKCKO with unpaired two-tailed *t* test), representative UCP1 immunostaining in iBAT (**j**, from three replicate animals/group, scale bar = 75 µm), GTT (**k**, fl/fl *n* = 5, STRKCKO *n* = 6, * indicates statistical significance between fl/fl and STRKCKO with unpaired two-tailed *t* test) and ITT (**l**, fl/fl *n* = 5, STRKCKO *n* = 6, * indicates statistical significance between fl/fl and STRKCKO with unpaired two-tailed *t* test) of fl/fl and STRKCKO mice fed a HFD. All data are expressed as mean ± SEM.

We then put STRKCKO mice on HFD at ambient room temperature. Body composition analysis by Minispec NMR revealed an increased fat mass with decreased lean mass in STRKCKO mice, albeit there was no change of body weight (Supplementary Fig. 21a–c). Similar to TRKC + /− mice, STRKCKO mice exhibited no change in food intake (Supplementary Fig. 21d). However, STRKCKO mice displayed decreased energy expenditure as shown by decreased oxygen consumption and heat production (Supplementary Fig. 21e, f), with no change in locomotor activity (Supplementary Fig. 21g). The reduced energy expenditure in STRKCKO mice was associated with significantly reduced UCP1 and TH protein levels in iBAT, as well as larger brown adipocytes with reduced UCP1 immunostaining in iBAT (Supplementary Fig. 21h, i). STRKCKO mice also had reduced thermogenic gene expression and larger adipocytes in iWAT (Supplementary Fig. 21j, k). Consistent with their increased adiposity, these mice showed glucose intolerance and insulin resistance in GTT and ITT tests, respectively (Supplementary Fig. 21l, m).

We also performed HFD feeding in these animals under thermoneutrality (30 °C) to better assess diet-induced thermogenesis^4,50,51^. STRKCKO mice similarly displayed higher fat mass and lower lean mass compared to their control mice under thermoneutrality (Fig. 9g) despite no change in body weight. Histological analysis also revealed that STRKCKO mice had enlarged adipocyte size in both iBAT and iWAT (Fig. 9h), indicating increased lipid accumulation. In consistence, STRKCKO mice had significantly reduced UCP1 and TH protein levels in iBAT with reduced UCP1 immunostaining and larger adipocytes (Fig. 9i, j). With increased adiposity, STRKCKO mice exhibited glucose intolerance and insulin resistance in GTT and ITT tests, respectively (Fig. 9k, l). In sum, our data suggest that sympathetic TRKC signaling is crucial in regulating cold- and diet-induced thermogenesis and whole-body energy homeostasis.

## Discussion

The premise of this study was derived from several prior observations. For one, Xue et al. discovered the developmentally induced beige adipocytes that appear transiently, peaking at postnatal day 20 and then disappearing thereafter toward adulthood^11^. However, the fundamental question regarding the mechanisms underlying the induction and disappearance of the developmental beige adipocytes remains unanswered. Moreover, several lines of evidence have demonstrated a key role of SNS in BAT/beige thermogenesis^12–16^. Factors that promote sympathetic innervation into BAT and WAT in response to developmental environmental cues (e.g., cold) are understudied. Recent studies indicate that HFD results in significantly reduced sympathetic innervation in adipose tissue^52^, suggesting that the decline of sympathetic innervation in adipose tissue under physiological conditions is not uncommon. The HFD-induced decline in adipose tissue sympathetic innervation is mediated via a central leptin-BDNF regulated pathway that involves POMC and AGRP neurons in the ARC hypothalamus and BDNF neurons in the PVN hypothalamus^52^. Here, we discovered an important peripheral fat-derived neurotrophic factor NT-3 and its receptor TRKC in the sympathetic ganglia as key regulators of SNS growth and innervation in adipose tissue.

CNS-originated activation of SNS that drives brown and beige fat thermogenesis has been a major focus of recent investigation^20^. However, prior studies have also demonstrated peripherally derived neurotrophic factors in SNS growth and activation. The neurotrophic factors or neurotrophins, including NGF, BDNF, NT-3 and NT4/5, are a family of closely related proteins that act as survival factors for sympathetic and sensory neurons, and control the survival, development, and function of neurons in both the CNS and peripheral nervous system (PNS)^29,30,53^. In peripheral nerve systems including SNS, neurotrophins are usually synthesized at a considerable distance from neurons by nonneuronal cells (targets) that are contacted by axons of these neurons innervating the target tissue^29,30,53^. Neurotrophins are then retrogradely transported from the target along the axons into the neuronal cell body, where they regulate neuron function. This mode of action continues during development and throughout adult life in order to maintain the normal differentiation, growth, and function of the neuron and thus maintaining sufficient PNS innervation in target tissues^29,30,53^.

The role of BDNF in the regulation of energy balance has been extensively studied, which was largely contributable to its regulation of food intake through CNS mechanisms^54–57^. It was reported that resistance training and combined high intensity exercising and resistance training increased plasma NT-3 levels in overweight subjects^58^; and administration of NT-3 in *db/db* mice reduced their blood glucose level^59^. In addition, circulating NT-3 level was reported to be negatively correlated with total cholesterol and low-density lipoprotein (LDL)–cholesterol levels^60^, indicating a role of NT-3 in metabolic regulation. However, whether and how NT-3 regulates energy balance has been largely unknown.

A recent study demonstrated that S100, a BAT-derived secretory protein, promotes SNS innervation into adipose tissue. However, it is not clear whether S100 exerts the neurotrophic effect on SNS by itself or needs to work with other neurotrophic factors^21^. Interestingly, a newly identified hepatokine Tsukushi (TSK) has been shown to suppress brown fat thermogenesis via downregulating sympathetic innervation^61^. However, the exact mechanism underlying the inhibitory effect of TSK on SNS innervation is not entirely clear. Our study demonstrates that NT-3 is a previously unidentified fat-derived neurotrophic factor that promotes SNS innervation through its direct effect on neurite growth, resulting in enhanced brown/beige fat thermogenesis and energy expenditure.

Existing literature supports an important role of target-derived NT-3 in the regulation of normal SNS neuron function, growth, and target tissue innervation. Homozygous NT-3-deficient mice have significantly depleted peripheral sympathetic neurons in SG^24^, and reduced norepinephrine levels in the heart^25^. In addition, in homozygous NT-3 knockout mice, sympathetic fibers fail to invade the pineal gland and the external ear postnatally; whereas in NT-3 heterozygous mice, sympathetic fibers invade the pineal gland, but fail to branch properly and form a ground plexus^62^. On the other hand, cutaneous overexpression of NT-3 increases sympathetic neuron number in the SG and enhances hair follicle innervation^63^. We demonstrate here that BAT and WAT also produce NT-3 that regulates SNS innervation and activation in BAT and WAT in response to the developmental and environmental cues.

In this study, we have used pharmacological NT-3 injection and genetic models to delineate the physiological function of NT-3. The combination of our AdNT3-Tg, AdNT3-KI, and NT-3 injection models help provide an overall picture of the physiological role of the fat-derived NT-3 in the regulation of energy metabolism. Characterization of our transgenic AdNT3-Tg mice that have overexpression of *NT-3* in fat tissue without a systemic increase of NT-3 protein in the circulation demonstrates that increasing NT-3 locally in fat tissue should have a sufficient and direct effect on SNS innervation, increasing beige cell formation and thereby promoting energy expenditure. In addition, although AdNT3-KI mice have increased NT-3 in circulation, the obesity resistance observed in AdNT3-KI mice appears to be primarily due to increased energy expenditure stemming from enhanced sympathetic innervation and thermogenesis in adipose tissue. HFD-fed AdNT3-KI mice do not display any differences in food intake but have increased energy expenditure. Studying gene expression profiles in the hypothalamus, liver, and muscle also has ruled out the contribution of NT-3/TRKC signaling in these tissues in the regulation of energy homeostasis. In addition, there is also no difference in NE content and NETO in muscle, kidney, and heart between TRKC + /− and WT controls after a 16-h cold challenge. Thus, our data suggest that brown and white adipose tissues may be primary targets of NT-3/TRKC signaling in the regulation of energy homeostasis.

It appears that NT-3/TRKC’s signal may directly stimulate sympathetic neuron axonal growth, which may contribute to its stimulatory effect on SNS innervation into fat tissue. Through RNA-seq analysis, we have identified genes in several important pathways involved in neuronal axonal growth are regulated in an opposite direction in SG of AdNT3-Tg and TRKC + /− mice, including the coordination of actin filaments and microtubules, the dynamic cytoskeletal polymers, and “building blocks” that promote shape change and locomotion during the peripheral nerve axonal outgrowth and elongation; family of proteins with GTPase activities that regulate actin motility, polymerization, and stabilization during axonal initiation and elongation; regulation of glucose metabolism that provides the energy needed for neuronal activity and axonal growth; protein sorting and transporting machineries; and proteins involved in axonal transport and translation of mRNAs^38,39^. In addition, our data also point to a potential link between inflammation and neuronal axonal growth. These genes and pathways may represent important NT-3/TRKC downstream targets that warrant future investigation.

In summary, we have discovered that the fat-derived neurotrophic factor NT-3 and its receptor TRKC are key regulators of SNS growth and innervation in adipose tissue (Fig. 10). Our data indicate that NT-3 expression might be responsible for the induction of developmentally induced beige adipocytes via sympathetic innervation in adipose tissue. We also demonstrate that NT-3 promotes cold-induced thermogenesis, enhances systemic energy expenditure, and prevents diet-induced obesity.

**Fig. 10:**
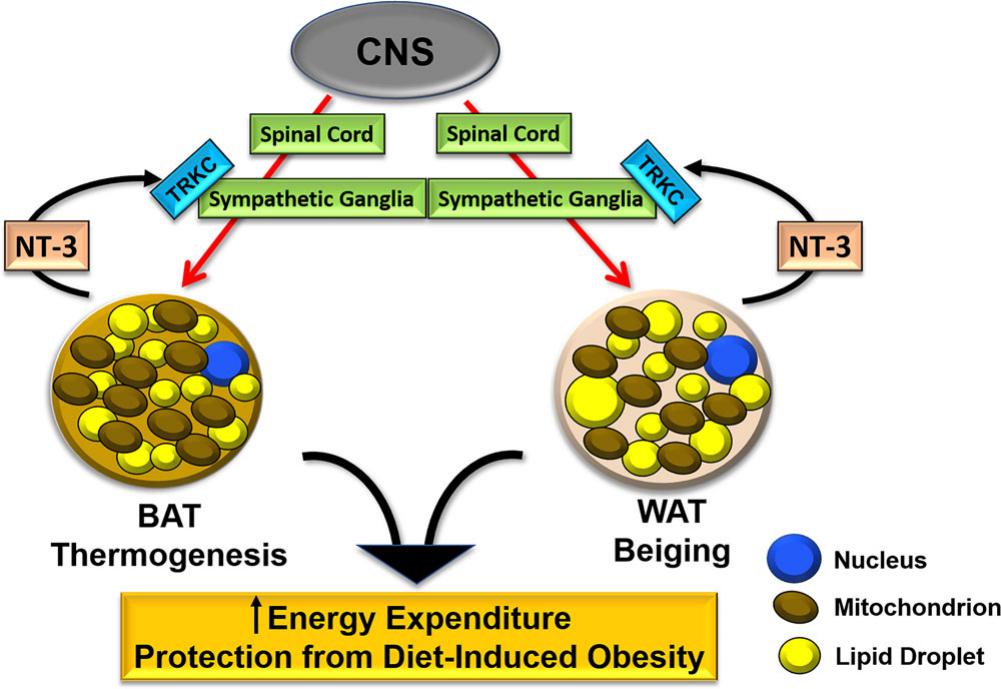
Schematic illustration of the role of fat-derived NT-3 and its receptor TRKC at sympathetic ganglia in the regulation of SNS innervation in adipose tissue. Briefly, the neurotrophic factor NT-3 secreted from adipose tissue acts through its receptor TRKC in sympathetic ganglia to promote SNS innervation in brown and white adipose tissues, which in turn stimulates BAT thermogenesis and WAT beiging, leading to increased energy expenditure and protection from diet-induced obesity.

## Methods

### Mice

Mice with haploinsufficiency of TRKC (TRKC + /−) were purchased from the Jackson Laboratory (#002481, Bar Harbor, ME). Mice with sympathetic-specific deletion of TRKC (STRKCKO) were generated by crossing the TRKC-floxed mouse model (fl/fl) where the TRKC kinase ATP-binding domain is flanked with loxP sites^35^ (Jackson Laboratory #022364) with TH-Cre mice where Cre-recombinase expression is under the control of the sympathetic marker tyrosine hydroxylase (TH) promoter^36^(Jackson Laboratory #008601) to achieve specific deletion of TRKC in sympathetic neurons.

Reporter mice that express enhanced yellow fluorescent protein (EYFP) under the control of TRKC promoter (TRKC-Cre::R26-stop-EYFP) were generated by crossing TRKC-Cre mice^64^ (NIH-supported Mutant Mouse Resource and Research Centers (MMRRC), #000364-UCD) with mice expressing a loxP-flanked STOP sequence followed by EYFP gene inserted into the Gt(ROSA)26Sor locus^65^(Jackson Laboratory #006148).

To generate mice with NT-3 overexpression in adipocytes (AdNT3-Tg), a bacterial artificial chromosome (BAC) containing the mouse adiponectin gene was used to create the adiponectin promoter-NT-3 overexpressing construct. The full-length coding sequence of the mouse NT-3 gene with a SV40 polyA signal sequence was PCR-amplified and inserted into the ATG position on exon 2 of the adiponectin gene in BAC using homologous recombination. The DNA fragment containing 5-kb adiponectin promoter and NT-3 coding sequence was subcloned into pCR-Blunt, excised, and microinjected into pronuclei of fertilized embryos of C57BL/6J mice at our Georgia State University Transgenic and Gene Targeting Core (Atlanta, GA). Transgenic founders were identified by PCR amplification of a ~900 bp fragment from tail DNA.

To alternatively achieve specific overexpression of *NT-3* in adipose tissue, we used a gene-targeting strategy to insert the *NT-3* transgene into the *Rosa26* locus, which is the most used locus for the site-specific integration of transgenes due to high efficiency of homologous recombination^27^. The murine *NT-3* cDNA was cloned into a *Rosa26* locus targeting vector^27^ purchased from Addgene (Cambridge, MA). Key features of the complete targeting construct as depicted in Supplementary Fig. 8a include the following: (1) a strong CAG promoter allowing ubiquitous expression of cDNA construct placed behind it; (2) a loxP-flanked transcriptional blocker (Stop) that contains the transcription-blocking sequence; (3) the coding sequence for *NT-3* with woodchuck hepatitis virus posttranslational regulatory element (WPRE); and followed by (4) a flippase (*Flp*) recognition target (FRT)-flanked neomycin selecting cassette (Neo). With this design, the strong CAG promoter can only drive *NT-3* expression when the transcriptional block is removed by a tissue-specific Cre, therefore achieving tissue-specific overexpression. The DNA construct was electroporated into ES cells for homologous recombination targeting the endogenous *Rosa26* locus. About 30% of ES cell colonies were identified as positive by Southern blotting showing a wild-type band at 4.3 kb and a targeted band at 5.5 kb (Supplementary Fig. 8b). Correctly targeted ES cells were injected into blastocysts by our Transgenic and Gene Targeting Core (Georgia State University, Atlanta, GA). The resulting chimeric founders were crossed with C57BL/6J mice to achieve germline transmission of the knock-in allele, which were further bred with Flp mice^66^(Jackson Laboratory, Stock No. 009086) to delete the neomycin cassette. The resulting Rosa-NT-3^fl/+^ mice were crossed with Adiponectin-Cre mice to generate mice with adipocyte-specific NT-3 knock-in mice (Adiponectin-Cre::Rosa-NT-3^fl/+^, or AdNT3-KI) by deleting the loxP-flanked Stop sequence.

For NT-3 injection experiment, postnatal C57BL/6J mice at age of day 20 were intraperitoneally (i.p.) injected with recombinant human NT-3 (50 μg/kg body weight, R&D Systems, Minneapolis, MN) daily for 10 days, while 6 weeks old C57BL/6J mice on HFD were i.p. injected with the same dose of recombinant human NT-3 (OriGene Technologies, Rockville, MD) every day for the first two weeks, then three times per week for 8 weeks. Similar NT-3 doses and frequencies have been reported in the literature in preventing experimental pneumococcal meningitis-induced neuron loss^67^ and in modulating nociceptive threshold and the release of substance P from rat spinal cord^68^.

For Fast Blue injection, TRKC-Cre::R26-stop-EYFP, AdNT3-Tg, TRKC + /− mice and their littermate controls were anesthetized via isoflurane, and a dorsal or ventral 2 cm incision was made to expose IBAT or iWAT. The retrograde tracer Fast Blue (FB) (2%; Polysciences, PA) was injected with a microsyringe into 5–10 separate loci (1 μl/locus) of each adipose tissue. Animals were given 10–14 days to recover and allow for retrograde Fast Blue transport.

All animal procedures were approved by the Institutional Animal Care and Use Committee of Georgia State University and were in compliance with the Public Health Service and the United States Department of Agriculture guidelines.

### Metabolic measurement

All mice were housed with a 12/12 h light–dark cycle in temperature- and humidity-controlled rooms with free access to water and food (ambient temperature: 20–22 °C, thermoneutral temperature: 30 °C; humidity: 30–70%). TRKC + /−, STRKCKO, AdNT3-Tg, AdNT3-KI mice and their respective littermate controls were fed either low fat (LF) (Research Diets D12450B, 10% calorie from fat) or high-fat (HF) (Research Diets D12492, 60% calorie from fat) diet for up to 30 weeks. In most of the experiments, mice were housed at ambient temperature (20–22 °C). Some experiments were conducted under thermoneutrality (30 °C) to avoid any nonshivering thermogenesis that may be induced by mild cold stress in mice housed under ambient room temperature (20–22 °C) as we recently reported^49^, which may serve as a confounding factor in assessing diet-induced thermogenesis^4,50^. Various metabolic phenotypes were characterized as follows. (1) Body weight was monitored weekly. (2) Food intake, energy expenditure, and activity levels were measured using PhenoMaster metabolic cage systems (TSE Systems, Chesterfield, MO). (3) Body composition was analyzed using a Minispec NMR body composition analyzer (Bruker BioSpin Corporation; Billerica, MA). (4) Insulin sensitivity was determined by glucose tolerance and insulin tolerance tests (GTT and ITT, respectively) as we previously described^69^. (5) Pyruvate tolerance test was performed as described^70^. Briefly, animals fasted for 16 h, and pyruvate was injected intraperitoneally at 1 g/kg body weight. Blood glucose was measured OneTouch Ultra Glucose meter (LifeScan, Milpitas, CA) before and 15, 30, 60, 90, and 120 min after pyruvate injection. At the end of dietary treatment, BAT and WAT tissues were collected for further analysis of brown fat/beige adipocyte thermogenic program including gene expression, protein expression, and immunohistochemistry.

### Cold exposure

TRKC-Cre::R26-stop-EYFP, AdNT3-Tg, TRKC + /−, STRKCKO mice and their respective littermate controls were subjected to a chronic 7-day cold challenge (5 °C). At the end of the experiment, tissues were collected for further analysis of brown fat/beige adipocyte thermogenic program, including gene expression, protein expression, and immunohistochemistry. In some experiments, core temperature was measured by a temperature transponder implanted into the peritoneal cavity as we previously described^37^. Briefly, 2 weeks prior to the start of cold exposure, animals were anesthetized and a small incision was made along the ventral midline to expose the peritoneal cavity. Sterile temperature transponders (IPTT-300, BioMedic Data Systems, Seaford, DE) were implanted into the peritoneal cavity, and the incision was closed with sterile dissolvable sutures and sterile wound clips. After recovery, animals were subjected to a chronic 7-day cold challenge (5 °C). Core body temperature was measured every 1–2 h on the designated days during the cold exposure.

### Quantitative RT-PCR

Total RNA from adipose tissues and SG were isolated using the Tri Reagent kit (Molecular Research Center, Cincinnati, OH)^69^. The expression of genes of interest was measured by a one-step quantitative RT-PCR with TaqMan Universal PCR Master Mix reagents (ThermoFisher Scientific, Waltham, MA) using an Applied Biosystems QuantStudio 3 real-time PCR system (ThermoFisher Scientific) as we previously described^69^. The mRNA quantitation was further normalized by the housekeeping gene cyclophilin. The sequences of the primer and probe pairs for UCP1 and cyclophilin are as follows. UCP1: forward 5’-CACCTTCCCGCTGGACACT-3’; reverse 5’-CCCTAGGACACCTTTATACCTAATGG-3’; probe 5’-AGCCTGGCCTTCACCTTGGATCTGA-3’. Cyclophilin: forward 5’-GGTGGAGAGCACCAAGACAGA-3’; reverse 5’-GCCGGAGTCGACAATGATG-3’; probe 5’-ATCCTTCAGTGGCTTGTCCCGGCT-3’. The TaqMan primers/probes for all the other genes were purchased from Applied Biosystems (ThermoFisher Scientific).

### RNA-seq analysis

RNA-seq library preparation, sequencing, and basic bioinformatics data analysis from SG were performed by BGI Americas (Cambridge, MA), which specializes in high-throughput RNA/transcriptome sequencing and bioinformatics data analysis^71,72^. Briefly, after total RNA extraction and digestion with DNase I, mRNA were enriched with the oligo(dT) magnetic beads, fragmented (about 200 bp), and used for cDNA synthesis with random hexamer–primer. The double-stranded cDNA was ligated with sequencing adaptors and PCR-amplified. RNA-seq libraries were sequenced using Illumina HiSeq^TM^ 2000 (SE50). For quality control, RNA and library preparation integrity were verified using Agilent 2100 BioAnalyzer system and ABI StepOnePlus Real-Time PCR System.

For bioinformatics analysis, raw reads were filtered to remove adaptor sequences and low-quality data using SOAPnuke (v1.5.2, https://github.com/BGI-flexlab/SOAPnuke)^73^ and mapped to reference sequences (University of California Santa Cruz Mouse Genome Browser mm9 Assembly) using Hierarchical Indexing for Spliced Alignment of Transcripts (HISAT2, v2.0.4, http://www.ccb.jhu.edu/software/hisat/index.shtml)^74,75^. Reads per kilobase per million reads (RPKM) were calculated to represent the gene expression level, and were used for comparing differentially expressed genes (DEGs) among groups. To identify genes regulated in the opposite direction in SG from thoracic T1 to T4 levels of AdNT3-Tg and TRKC + /− mice after 1-day cold challenge, the RNA-seq datasets were merged based on Entrez gene ID. Genes up- or downregulated in opposite direction in AdNT3-Tg and TRKC + /− mice were identified using a cutoff value of absolute log_2_ fold change (log2FC) ≥ 0.5.

### Immunoblotting and NT-3 level measurement

Protein expression in adipose tissue was measured by immunoblotting as we described^69,76,77^. Fat tissues were homogenized in a modified radioimmunoprecipitation assay (RIPA) lysis buffer supplemented with 1% protease inhibitor mixture and 1% phosphatase inhibitor mixture (Sigma-Aldrich, St. Louis, MO). Tissue lysates were resolved by SDS-PAGE. Proteins on the gels were transferred to nitrocellulose membranes (Bio-Rad, Hercules, CA), which were then blocked, washed, and incubated with various primary antibodies, followed by Alexa Fluor 680-conjugated secondary antibodies (Life Science Technologies). The blots were developed with a Li-COR Imager System and analyzed with Li-COR Image Studio Software (version 2.1, Li-COR Biosciences, Lincoln, NE). The following primary antibodies were used: UCP1 (1:1000, Abcam, ab23841), TH (1:1000; AB152, EMD Millipore, Temecula, CA), NT-3 (1:1000, AF-267-NA, R&D Systems), pHSL (1:1000, 4126S, Cell Signaling Technology), HSL (1:1000, 4107S, Cell Signaling Technology), and α-tubulin (1:1000, Advanced BioChemicals, ABCENT4777). The antibody information is listed in Supplementary Table 1.

Tissue and serum NT-3 content was measured by ELISA (ABCE-EL-M2438, Advanced BioChemicals, Lawrenceville, GA).

### Immunohistochemistry (IHC)

Fat tissue was fixed in 10% neutral formalin, embedded in paraffin, and cut into 5-µm sections, which were either processed for hematoxylin and eosin (H&E) staining or immunostaining with a UCP1 antibody (1:500, Abcam, ab10983) as we previously described (Supplementary Table 1)^16,37^. For immunostaining, the secondary antibody was conjugated with horseradish peroxidase (HRP) from Vector Labs (Vectastain ABC HRP kit, Vector Labs, PK-6100) and was developed with the 3,3’-diaminobenzidine (DAB) HRP substrate kit (Vector Labs, SK-4100).

SG were sectioned and immunostained as we described previously^37^. Briefly, SG were carefully harvested and transferred to an 18% sucrose solution in 0.1 M PBS containing 0.1% sodium azide at 4 °C. All ganglia were then sectioned longitudinally at 10-µm-thick sections using a cryostat. They were directly mounted onto slides (Superfrost Plus; VWR International, West Chester, PA) in four series with every fifth section on the same slide. Sections were then incubated with rabbit anti-Tyrosin hydroxylase (TH, 1:500, AB152, Millipore, MA) or rabbit anti-cFos (1:500, ABE457; Millipore, MA) antibodies overnight. In some experiments, sections were also incubated with chicken anti-GFP antibodies (1:500, GFP1010, Aves labs). Sections were then incubated with Cy3-donkey anti-rabbit (1:500; Jackson Immunoresearch, West Grove, PA) or Alexa Fluor 488-Donkey Anti-Chicken (1:500; Jackson Immunoresearch, West Grove, PA) secondary antibodies for 2 h (Supplementary Table 1). Sections were mounted onto slides and coverslipped using ProLong Gold Antifade Reagent (Life Technologies, Grand Island, NY). Images were captured using an Olympus DP73 photomicroscope and CellSens software (version 1.6) (Olympus, Waltham, MA). The captured images were evaluated with the aid of Image J software (version 1.5.2). After two images were overlaid, exhaustive counts of FB- and TH (or cFos)-single neurons as well as FB with TH (or cFos)-colocalized neurons were performed by use of the manual tag feature of Image J software (version 1.5.2) in every fifth section of the ganglia to eliminate the likelihood of counting the same neuron twice. The neurons were considered positively labeled based on the fluorescent intensity, cell size, and shape. Percentage of positively single- and double-labeled neurons in the ganglia were averaged across each examined region from all mice.

### Assessment of sympathetic nerve innervation with adipose tissue whole-mount clearing and immunostaining

A whole-mount adipose tissue clearing with the Adipo-Clear approach^22^ was conducted to allow immunostaining, followed by three-dimensional visualization and quantitation of sympathetic nerve innervation by inverted confocal fluorescence microscopy. Briefly, adipose tissue was processed with a series of steps including dehydration, delipidation, and permeabilization, which was further stained with primary anti-TH antibodies (AB152, 1:1000, Millipore) and secondary antibodies (Cy™3 AffiniPure Donkey Anti-Rabbit IgG (H + L), 1:2000, Jackson ImmunoResearch, 711-165-152) (Supplementary Table 1). Tissues were further cleared with dibenzyl ether (DBE) and imaged with Zeiss 710 NLO Laser Scanning Confocal Microscope (Optical Microscopy Core, Georgia Institute of Technology, Atlanta, GA). Three-dimensional image reconstruction, sympathetic nerve fiber tracing, and nerve density quantification, including nerve branching/intersection points and average neurite length, were analyzed using the Imaris Image Analysis Software (version 9.5.1), and the volume of each WAT was obtained using the Surface tool within the Imaris Image Analysis Software to correct the size difference of each sample. (Oxford Instruments, imaris.oxinst.com).

### Sympathetic neuronal culture and neurite growth measurement

SG at thoracic T1–T4 levels from 6- to 8-week-old mice were dissected, digested with collagenase I followed by Trypsin digestion. Dispersed neurons were cultured in complete neurobasal media (Fisher 10888022) with 1X B-27 (Fisher 17504044) and 200 µM l-glutamine (Fisher 25030149) in poly-d-lysine and Laminin coated dishes. Cells were cultured for 48 h with phosphate-buffered saline (PBS), NT-3 (100 ng/ml, R&D Systems, Minneapolis, MN) or CXCL10 (100 ng/ml, R&D Systems) treatment, re-plated, and further cultured for an additional 3–6 h with PBS, NT-3 (100 ng/ml) or CXCL10 (100 ng/ml) treatment. A similar NT-3 dose has been used in neuronal cultures previously^78^. Cells were then immunostained with Alexa Fluor® 488-conjugated antibodies against neurite growth marker βIII-tubulin (1:400, AB15708A4, Millipore) (Supplementary Table 1)^79^. Neurite growth was then quantitated by Image J (version 1.5.2) with Neuron J plugin (version 1.4.3)^80^. Between 40 and 168 neurons were analyzed in each group, and neurite number and neurite length were normalized by the number of neurons in each group when doing comparisons between groups.

### Norepinephrine turnover measurement

Basal norepinephrine (NE) level and NE turnover rate (NETO) in adipose tissues were measured as we previously described^37^. Briefly, mice were handled daily for 1 week prior to the start of the NETO experiment to adapt them to handling and reduce stress-induced NE release. On the day that NETO was measured, mice were subjected to cold exposure at 5 °C for 16 h and NETO was measured during the last 4 h of the experiment. mice were injected intraperitoneally with α-methyl-p-tyrosine (250 mg/kg α-MPT; Sigma-Aldrich), an active competitive inhibitor for TH, which is the rate-limiting enzyme for NE production, thus preventing the synthesis of catecholamine. A supplemental dose of α-MPT (125 mg/kg) was given 2 h after the initial dose to ensure the inhibition of catecholamine synthesis. Two hours after the second α-MPT injection, mice were euthanized and various tissues were quickly harvested, weighed, frozen in liquid nitrogen, and stored at −80 °C until NE extraction.

To obtain baseline NE values, one-half of mice from each group were euthanized without receiving α-MPT injections 4 h before the conclusion of the study. The adipose tissues were processed and extracted for NE with dihydroxybenzylamine (Sigma-Aldrich) as an internal control for extraction efficiency. NE content and NETO were measured as described previously^81^. NETO was calculated using the following formula: *k* = (lg[NE]_0_ − lg[NE]_4_)/(0.434 × 4) and *K* = *k*[NE]_0_, where *k* is the constant rate of NE efflux, [NE]_0_ is the initial NE concentration, [NE]_4_ is the final NE concentration, and *K* = NETO.

### Statistical analysis

All data are expressed as mean ± SE. All graphs were made with GraphPad Prism (v9.1.2, GraphPad Software, San Diego, CA). Differences between groups were analyzed for statistical significance by unpaired two-tailed Student’s *t* test, one-way or two-way ANOVA followed by Turkey’s multiple comparisons test as described under the figure legends for each figure using SPSS Statistical Software (v27.0.1.0, IBM, Armonk, NY). For all experiments, differences among groups were considered statistically significant at *P* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The RNA-seq data have been deposited to Gene Expression Omnibus (GEO) database with the accession code GSE173503. All data generated in this study are included in this article.  Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Adipose tissue-derived neurotrophic factor 3 regulates sympathetic innervation and thermogenesis in adipose tissue
**Source:** Nat Commun. 2021 Sep 10;12:5362. doi: 10.1038/s41467-021-25766-2
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplemental Tables, Figures and Figure Legends**

### **Adipose tissue-derived neurotrophic factor 3 regulates sympathetic innervation and thermogenesis in adipose tissue**

Xin Cui<sup>1</sup>, Rui Wu<sup>1</sup>, Qiang Cao<sup>1</sup>, Fenfen Li<sup>1</sup>, Lizhi Fu<sup>1</sup>, Ke Li<sup>1</sup>, Jia Jing<sup>1</sup>, Liqing Yu<sup>2</sup>, Gary Schwartz<sup>3</sup>, Huidong Shi<sup>4</sup>, Bingzhong Xue<sup>1\*</sup> and Hang Shi<sup>1\*</sup>

<sup>1</sup>Department of Biology, Georgia State University, Atlanta, GA 30303, <sup>2</sup>Department of Medicine, University of Maryland School of Medicine, Baltimore, MD 21201; <sup>3</sup>Department of Medicine, Albert Einstein College of Medicine, Bronx, NY 10461; <sup>4</sup>Department of Biochemistry and Molecular Biology, Augusta University, Augusta, GA 30912.

Bingzhong Xue

Running Title: NT-3 regulates sympathetic innervation in adipose tissue.

**Supplemental Table 1. Antibodies used in Immunoblotting, IF and IHC**

| <b>Antibody</b>                                                                                     | <b>Company</b>               | <b>Catalog #</b> | <b>Application</b>                                                   |
|-----------------------------------------------------------------------------------------------------|------------------------------|------------------|----------------------------------------------------------------------|
| <b>UCP1</b>                                                                                         | Abcam                        | ab23841          | WB (1:1000)                                                          |
| <b>UCP1</b>                                                                                         | Abcam                        | Ab10983          | IHC (1:500)                                                          |
| <b>TH</b>                                                                                           | Millipore                    | Ab152            | WB (1:1000),<br>IF (1:500,<br>1:1000 for<br>whole mount<br>clearing) |
| <b>pHSL</b>                                                                                         | Cell Signaling<br>Technology | 4126S            | WB (1:1000)                                                          |
| <b>HSL</b>                                                                                          | Cell Signaling<br>Technology | 4107S            | WB (1:1000)                                                          |
| <b>NT-3</b>                                                                                         | R&D Systems                  | AF-267-NA        | WB (1:1000)                                                          |
| <b>cFos</b>                                                                                         | Millipore                    | ABE457           | IF (1:500)                                                           |
| <b>GFP</b>                                                                                          | Aves labs                    | GFP-1010         | IF (1:500)                                                           |
| <b><math>\beta</math>III-tubulin, Alexa Fluor® 488<br/>Conjugate</b>                                | Millipore                    | AB15708A4        | IF (1:400)                                                           |
| <b><math>\alpha</math>-Tubulin</b>                                                                  | Advanced<br>BioChemicals     | ABCENT4777       | WB (1:1000)                                                          |
| <b>Biotin-SP (long spacer) AffiniPure<br/>Donkey Anti-Rabbit IgG (H+L)</b>                          | Jackson<br>ImmunoResearch    | 711-065-152      | IHC (1:500)                                                          |
| <b>Cy™3 AffiniPure Donkey Anti-<br/>Rabbit IgG (H+L)</b>                                            | Jackson<br>ImmunoResearch    | 711-165-152      | IF (1:500,<br>1:2000 for<br>whole mount<br>clearing)                 |
| <b>Alexa Fluor® 488 AffiniPure Donkey<br/>Anti-Chicken IgY (IgG) (H+L)</b>                          | Jackson<br>ImmunoResearch    | 703-545-155      | IF (1:500)                                                           |
| <b>Donkey anti-Goat IgG (H+L) Cross-<br/>Adsorbed Secondary Antibody,<br/>Alexa Fluor 680</b>       | Invitrogen                   | A21084           | WB (1: 5000)                                                         |
| <b>Goat anti-Rabbit IgG (H+L) Highly<br/>Cross-Adsorbed Secondary<br/>Antibody, Alexa Fluor 680</b> | Invitrogen                   | A21109           | WB (1:5000)                                                          |

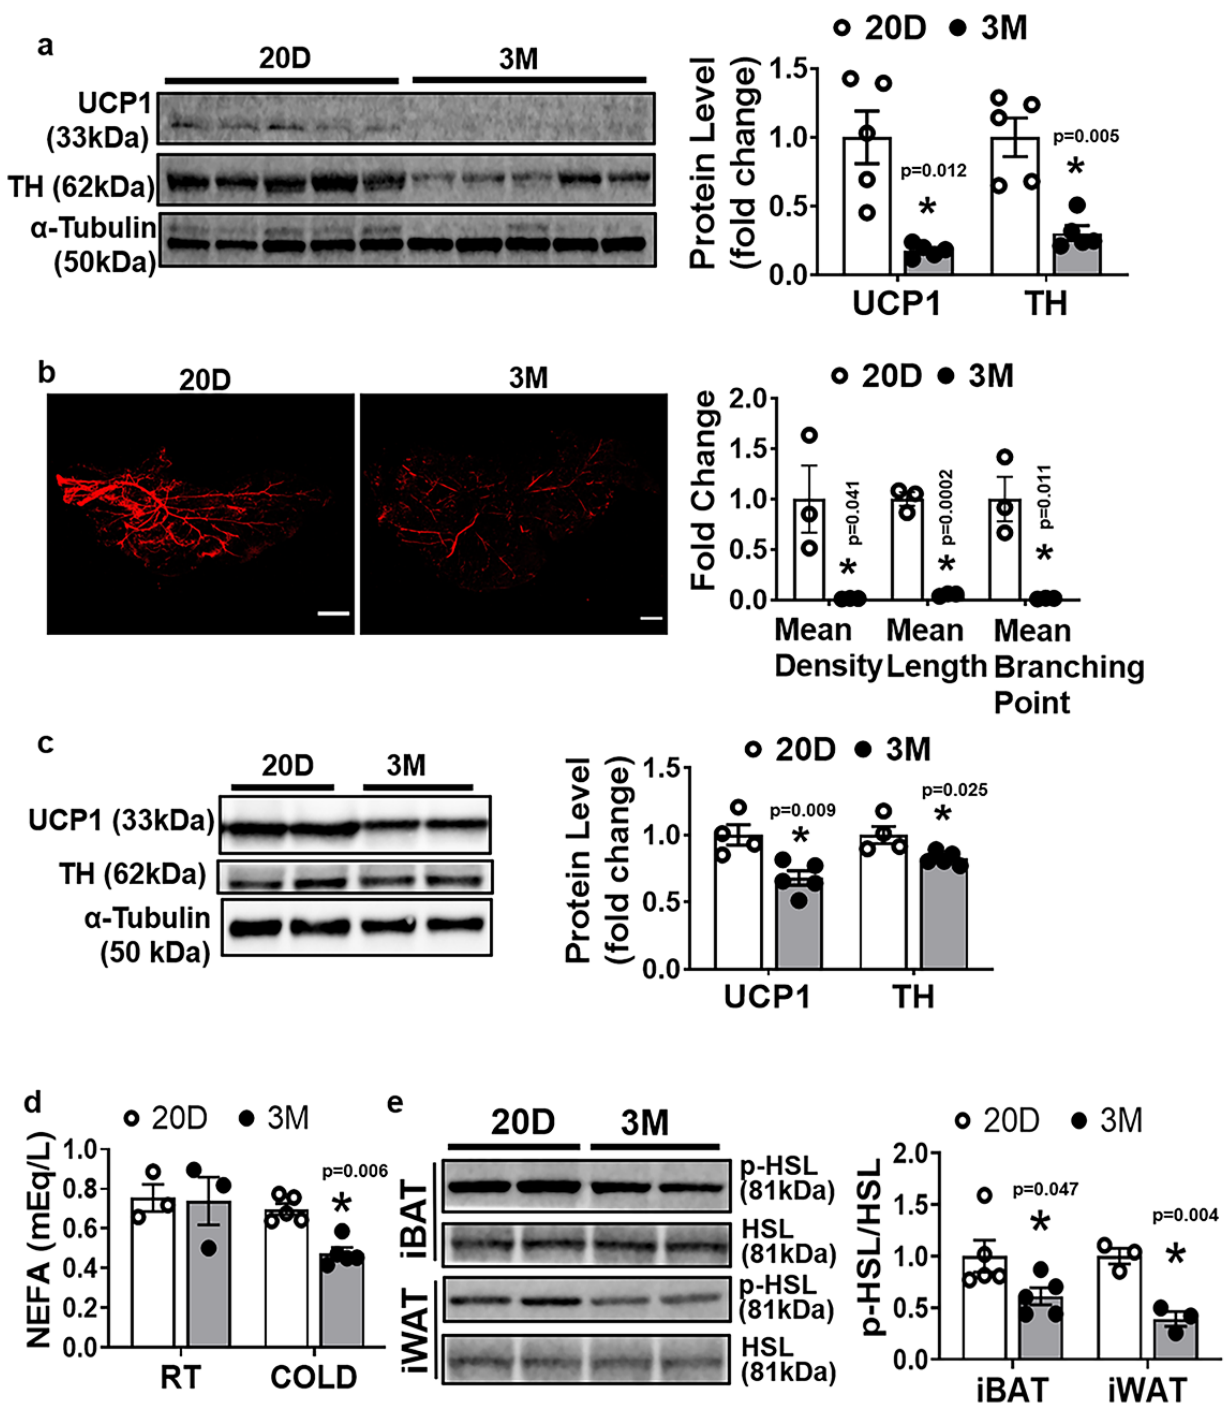

**Supplemental Figure 1.** Adipose-derived neurotrophic factor NT-3 correlates with UCP1 expression and sympathetic innervation in adipose tissue.

(a) Immunoblotting (left panel) and quantitation (right panel) of UCP1 and TH protein in eWAT of 20 days old (20D) postnatal pups and 3-month-old (3M) adult mice ( $n=5/\text{group}$ , \*indicates statistical significance between 20D and 3M with unpaired two-tailed t-test).

**(b)** Representative images of TH-positive sympathetic nerve innervation in eWAT (left, from 3 replicate animals/group, scale bar=2000 $\mu$ m) and quantitation of mean nerve fiber density, mean nerve fiber length, and mean branching points normalized to total adipose tissue area in eWAT (right panel, n=3/group, \*indicates statistical significance between 20D and 3M with unpaired two-tailed t-test) of 20 days old postnatal pups and 3-month-old adult mice.

**(c)** Immunoblotting (left) and quantitation (right panel) of UCP1 and TH protein in iBAT of 20 days old postnatal pups and 3-month-old adult mice (20D n=4, 3M n=5, \*indicates statistical significance between 20D and 3M with unpaired two-tailed t-test).

**(d)** serum NEFA levels in 20 days old postnatal pups and 3-month-old adult mice at room temperature (RT) and after a 6-hour 10°C cold challenge (RT n=3, cold n=5, \*indicates statistical significance between 20D and 3M with unpaired two-tailed t-test).

**(e)** Total and phosphorylated hormone sensitive lipase (HSL and pHSL, respectively) in iBAT and iWAT of 20 days old postnatal pups and 3-month-old adult mice after the cold challenge (iBAT n=5/group, iWAT n=3/group, \*indicates statistical significance between 20D and 3M with unpaired two-tailed t-test).

All data are expressed as mean  $\pm$  SEM.

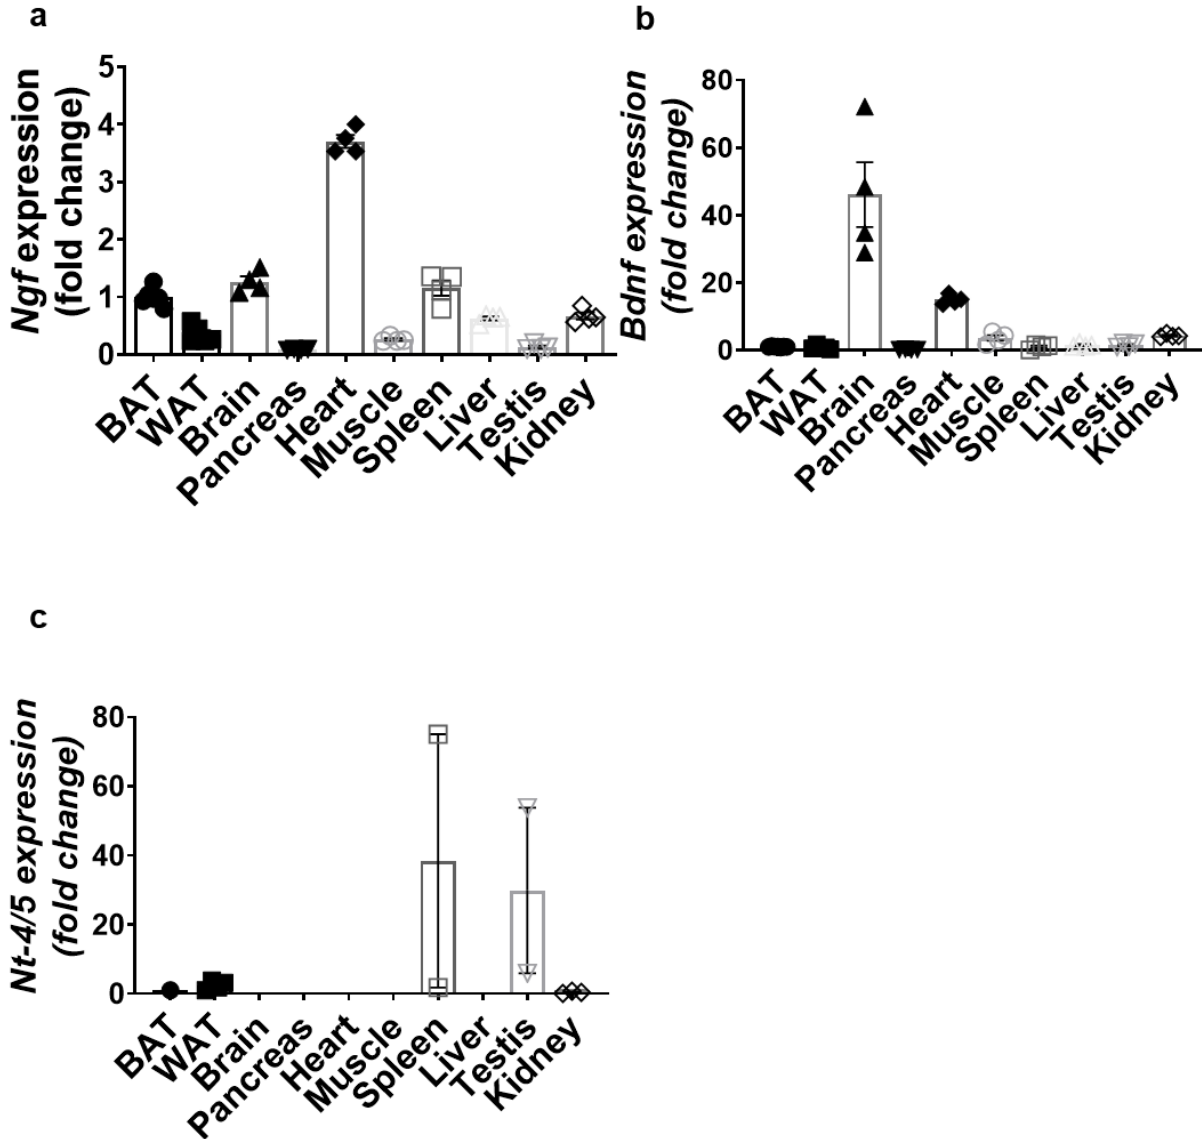

**Supplemental Figure 2.** Tissue distribution of neurotrophic factors NGF (a), BDNF (b) and NT4/5 (c) (BAT n=6, WAT n=5, others n=4). For (c), *Nt-4/5* expression was undetectable in Brain, Pancreas, Heart, Muscle and Liver; two out of four samples in Spleen and Testis, five out of six samples in BAT, and one out of four samples in Kidney were undetectable.

All data are expressed as mean  $\pm$  SEM.

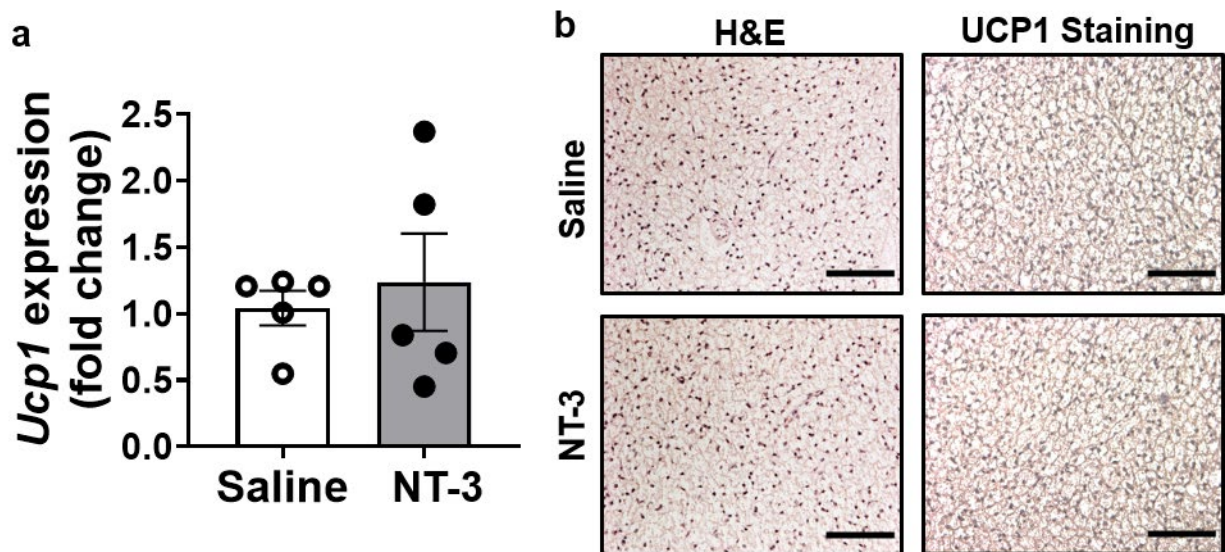

**Supplemental Figure 3.** *Ucp1* expression (**a**,  $n=5/\text{group}$ ) and H&E and representative UCP1 immunostaining (**b**, from 3 replicate animals/group, scale bar= $75\mu\text{m}$ ) in iBAT of 20 days old postnatal pups with daily intraperitoneal (ip) NT-3 ( $50\mu\text{g/kg}$ ) injection for 10 days.

All data are expressed as mean  $\pm$  SEM.

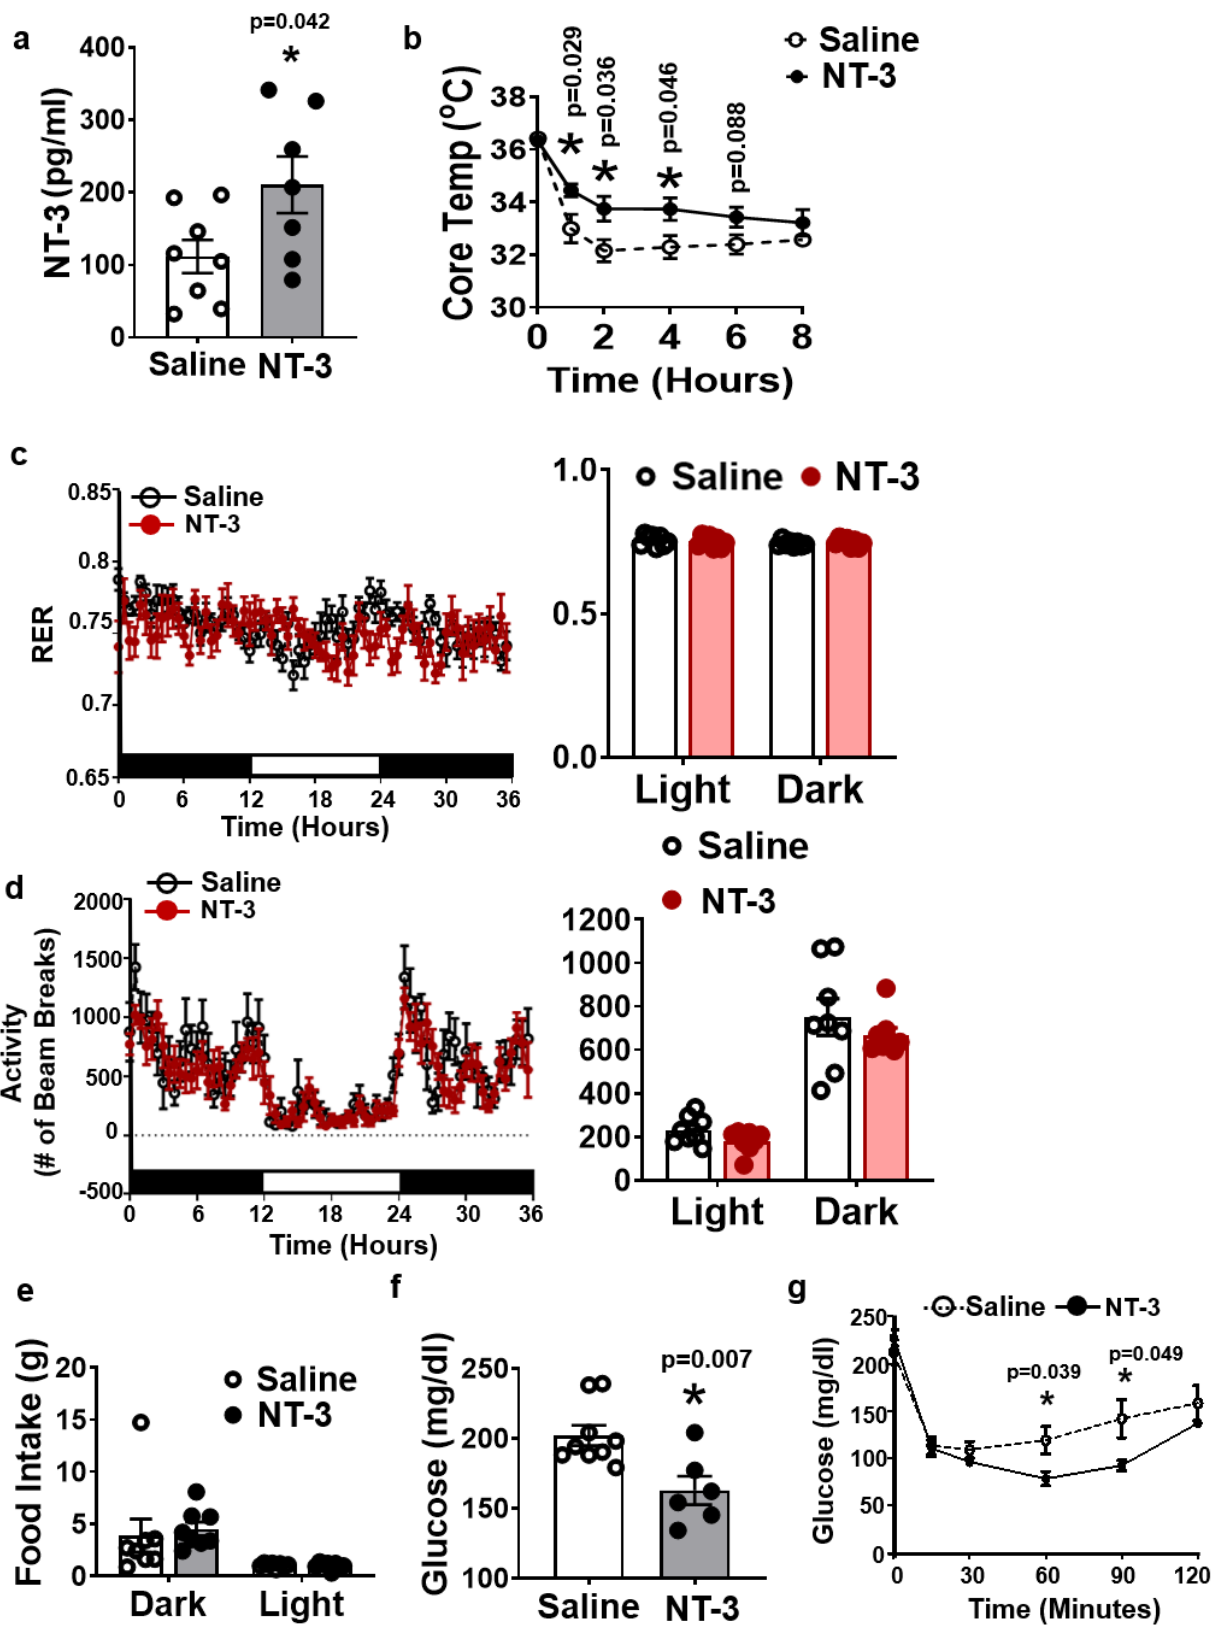

**Supplemental Figure 4.** Metabolic characterization of NT-3-injected mice with 5°C cold challenge or fed HFD.

(a) Serum NT-3 levels in saline and NT-3-injected mice (saline n=8, NT-3 n=7, \*indicates statistical significance between saline and NT-3 treatments with unpaired two-tailed t-test).

(b) Core body temperature in saline- and NT-3-injected mice subjected to an acute 5°C cold exposure (Saline n=5, NT-3 n=6, \*indicates statistical significance between saline and NT-3 treatments with unpaired two-tailed t-test).

(c-g) Respiratory exchange rate (RER) (c, n=8/group), Locomotor activity (d, n=8/group), Food intake (e, n=8/group), Fed glucose levels (f) (saline n=9, NT-3 n=6, \*indicates statistical significance between saline and NT-3 treatments with unpaired two-tailed t-test), and Insulin tolerance test (ITT) (g) (saline n=7, NT-3 n=6, \*indicates statistical significance between saline and NT-3 treatments with unpaired two-tailed t-test) in C57BL/6J mice injected with NT-3 with HFD feeding.

All data are expressed as mean  $\pm$  SEM.

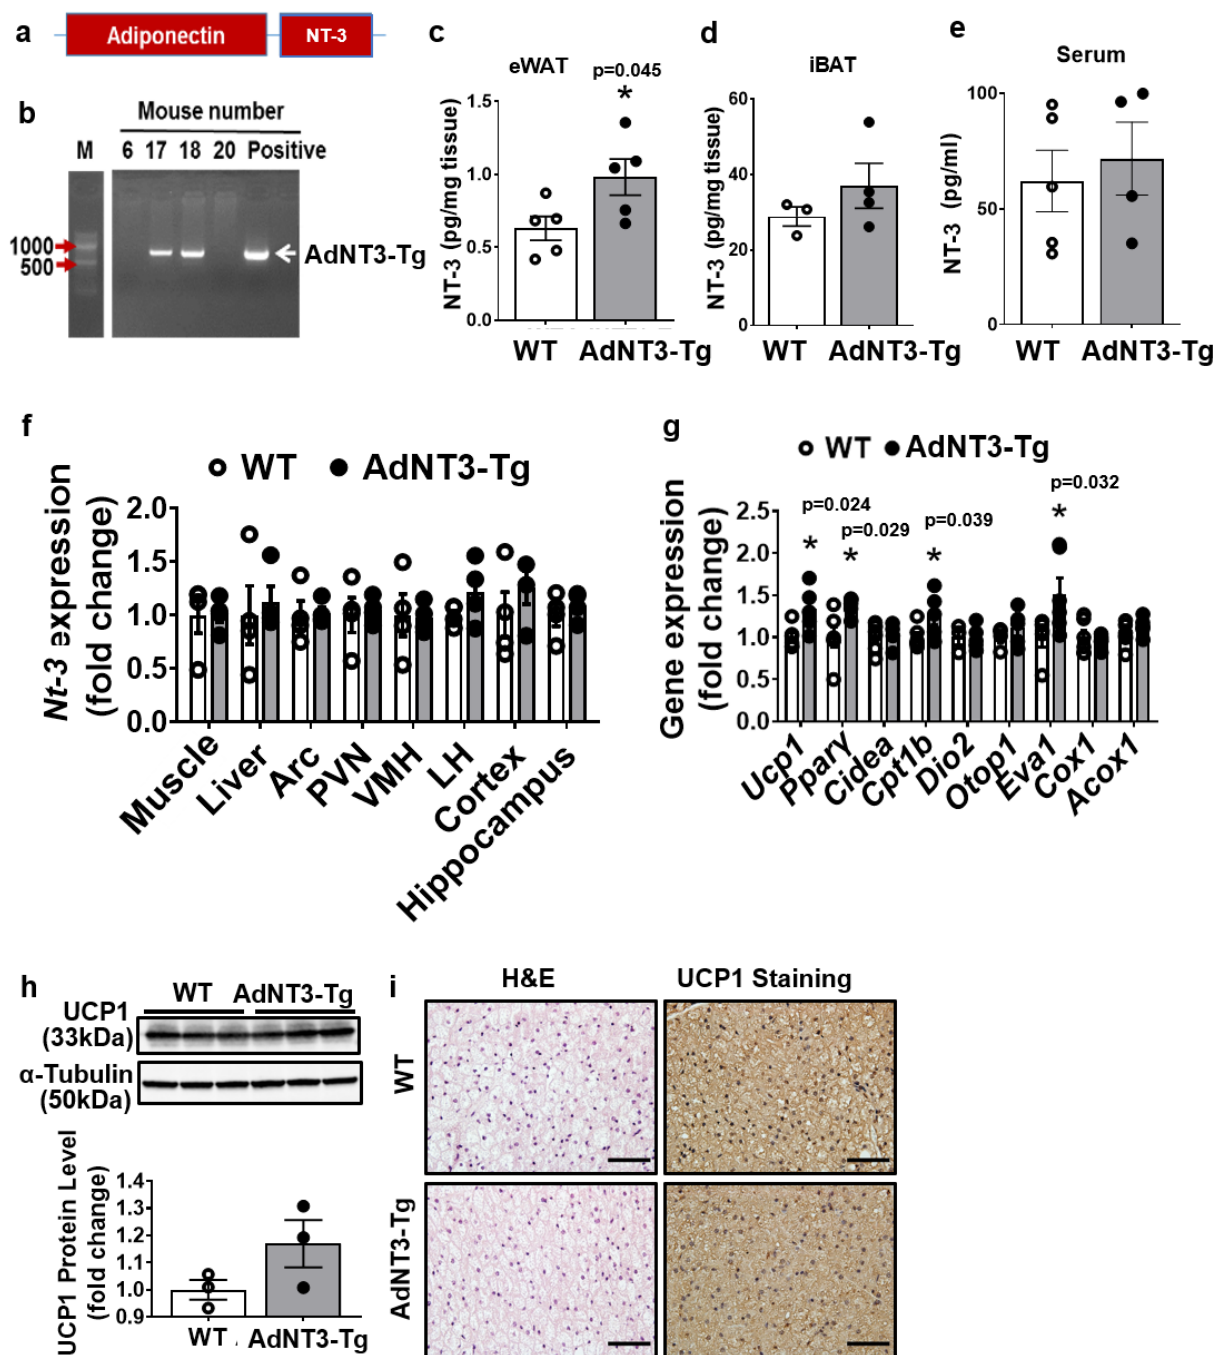

**Supplemental Figure 5.** Generation and metabolic characterization of mice with adipocyte-specific overexpression of NT-3 (AdNT3-Tg).

(a) Schematic illustration of adiponectin-NT-3 overexpressing construct.

(b) Genotyping identification of positive AdNT3-Tg mice.

(c)-(e) NT-3 protein levels in eWAT (c, n=5/group, \*indicates statistical significance between WT and AdNT3-Tg with unpaired two-tailed t-test), iBAT (d, WT n=3 AdNT3Tg n=4) and serum (e, WT n=5, AdNT3-Tg n=4) of WT and AdNT3-Tg mice as measured by ELISA.

(f) *Nt-3* expression in various tissues, including gastrocnemius muscle, liver, arcuate (ARC), paraventricular (PVN), ventromedial (VMH) and lateral (LH) hypothalamus, cortex and hippocampus (n=4/group).

(g)-(i) *Ucp1* and other thermogenic gene expression (g, WT n=6 AdNTF3 n=5, \*indicates statistical significance between WT and AdNT3-Tg with unpaired two-tailed t-test), UCP1 protein levels (h, n=3/group) and representative H&E and UCP1 immunostaining in iBAT (i, from 3 replicate animals/group, scale bar=75µm) of WT and AdNT3-Tg mice subjected to a 7-day cold exposure.

All data are expressed as mean  $\pm$  SEM.

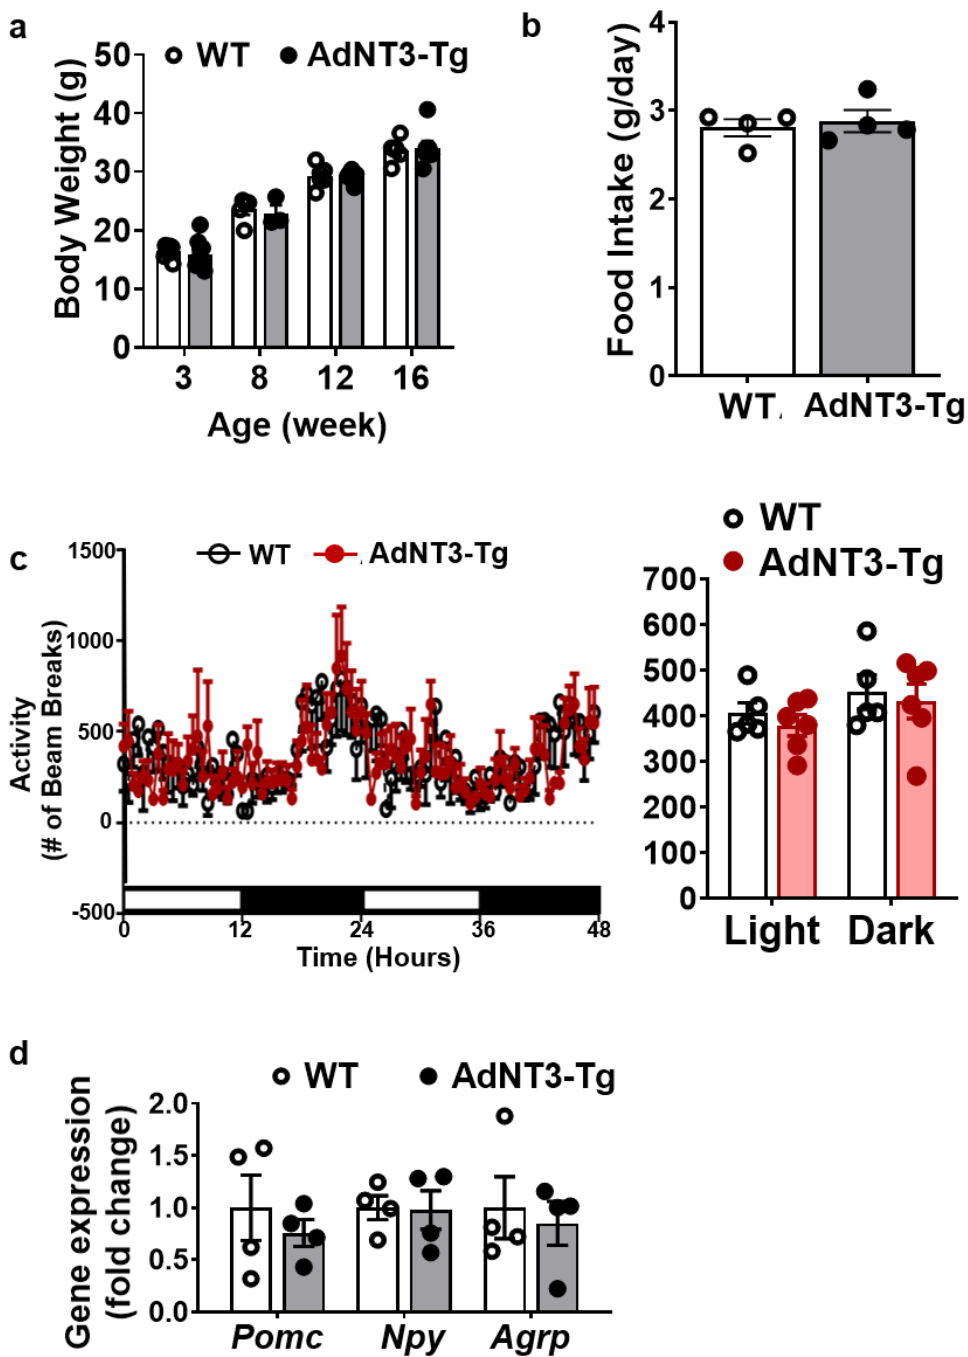

**Supplemental Figure 6.** Metabolic characterization of WT and AdNT3-Tg mice fed regular chow or HFD.

(a) Body weight of AdNT3-Tg and WT mice fed with regular chow diet (3 weeks=9/group, 8 weeks WT=5, AdNT3Tg=3, 12 weeks=6/group, 16 weeks=6/group).

**(b-c)** Food intake (**b**, n=4/group), Locomotor activity (**c**, WT n=5, AdNT3-Tg n=6) of WT and AdNT3-Tg mice fed HFD.

**(d)** Expression of the neuropeptides pro-opiomelanocortin (*Pomc*), neuropeptide Y (*Npy*), and agouti related neuropeptide (*Agrp*) in arcuate hypothalamus (ARC) of AdNT3-Tg and WT littermates fed HFD (n=4/group).

All data are expressed as mean  $\pm$  SEM.

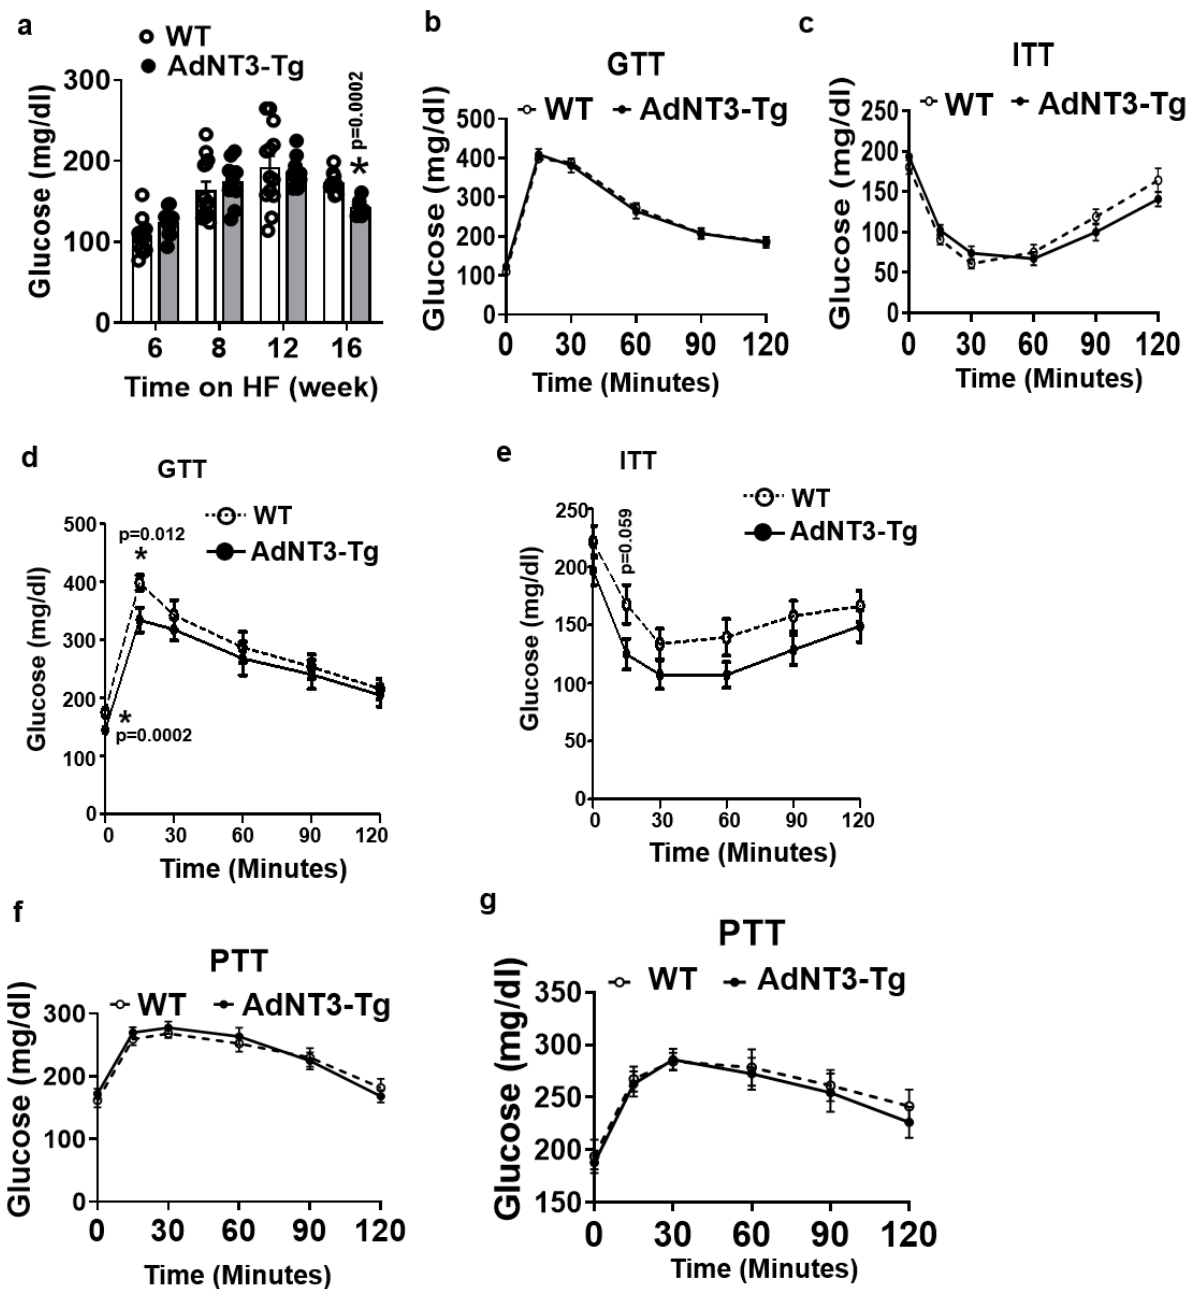

**Supplemental Figure 7.** Regulation of glucose homeostasis in AdNT3-Tg and WT mice fed HFD.

(a) Fasting glucose levels in HFD-fed AdNT3-Tg and WT mice measured at various time points. For 6 weeks, WT=13, AdNT3-Tg=12; 8 weeks, WT=13, AdNT3-Tg=11; 12 weeks, n=11/group; 16 weeks, WT=9, AdNT3-Tg=7. \*indicates statistical significance between WT and AdNT3-Tg with unpaired two-tailed t-test.

**(b-c)** GTT (**b**, WT=13, AdNT3-Tg=12) and ITT (**c**, WT=7, AdNT3-Tg=6) in AdNT3-Tg and WT mice measured at 6-7 weeks of HFD feeding.

**(d-e)** GTT (**d**, WT=9, AdNT3-Tg=7, \*indicates statistical significance between WT and AdNT3-Tg with unpaired two-tailed t-test) and ITT (**e**, WT=8, AdNT3-Tg=9, \*indicates statistical significance between WT and AdNT3-Tg with unpaired two-tailed t-test) in AdNT3-Tg and WT mice measured at 15-16 weeks of HFD feeding.

**(f-g)** PTT in AdNT3-Tg and WT mice measured at 8 weeks (**f**, WT=13, AdNT3-Tg=12) and 14 weeks (**g**, WT=11, AdNT3-Tg=12) of HFD feeding.

All data are expressed as mean  $\pm$  SEM.

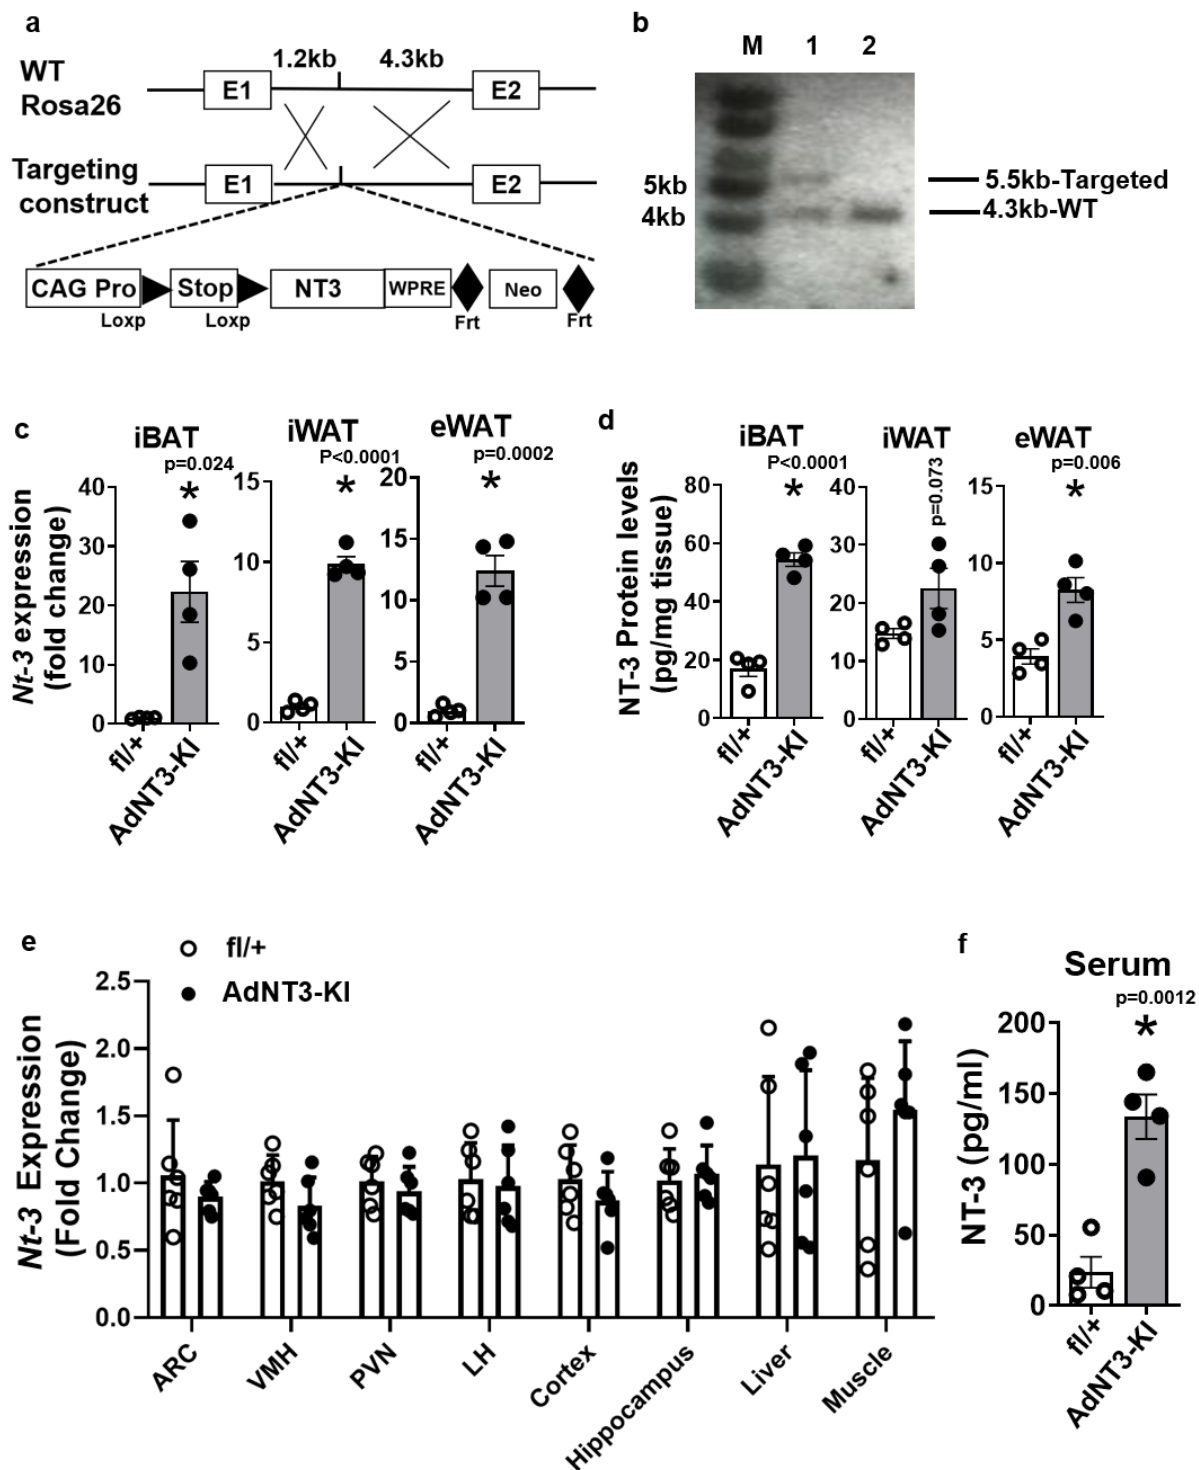

**Supplemental Figure 8.** Generation of AdNT3-KI mice with specific overexpression of *Nt-3* in adipocytes.

(a) Schematic diagram of the gene targeting strategy to insert *Nt-3* transgene into the *Rosa26* locus. CAG Pro: CAG promoter; Stop: transcriptional blocker; WPRE: woodchuck hepatitis virus

posttranslational regulatory element; FRT: flippase (*F/p*) recognition target; Neo: neomycin selecting cassette.

(b) Representative Southern blot for screening of homologous recombination of ES clones (from 2 independent experiments).

(c)-(d) *NT-3* mRNA (c, n=4/group, \*indicates statistical significance between fl/+ and AdNT3-KI with unpaired tailed t-test) and protein levels (d, n=4/group, \*indicates statistical significance with unpaired tailed t-test) in fat tissue of 8 weeks old AdNT3-KI and the control fl/+ mice.

(e) *Nt-3* expression in various tissues, including gastrocnemius muscle, liver, arcuate (ARC), paraventricular (PVN), ventromedial (VMH) and lateral (LH) hypothalamus, cortex and hippocampus (n=6/group).

(f) NT-3 protein levels in serum of AdNT3-KI and control fl/+ littermates (n=4/group, \*indicates statistical significance between fl/+ and AdNT3-KI with unpaired two-tailed t-test).

All data are expressed as mean  $\pm$  SEM.

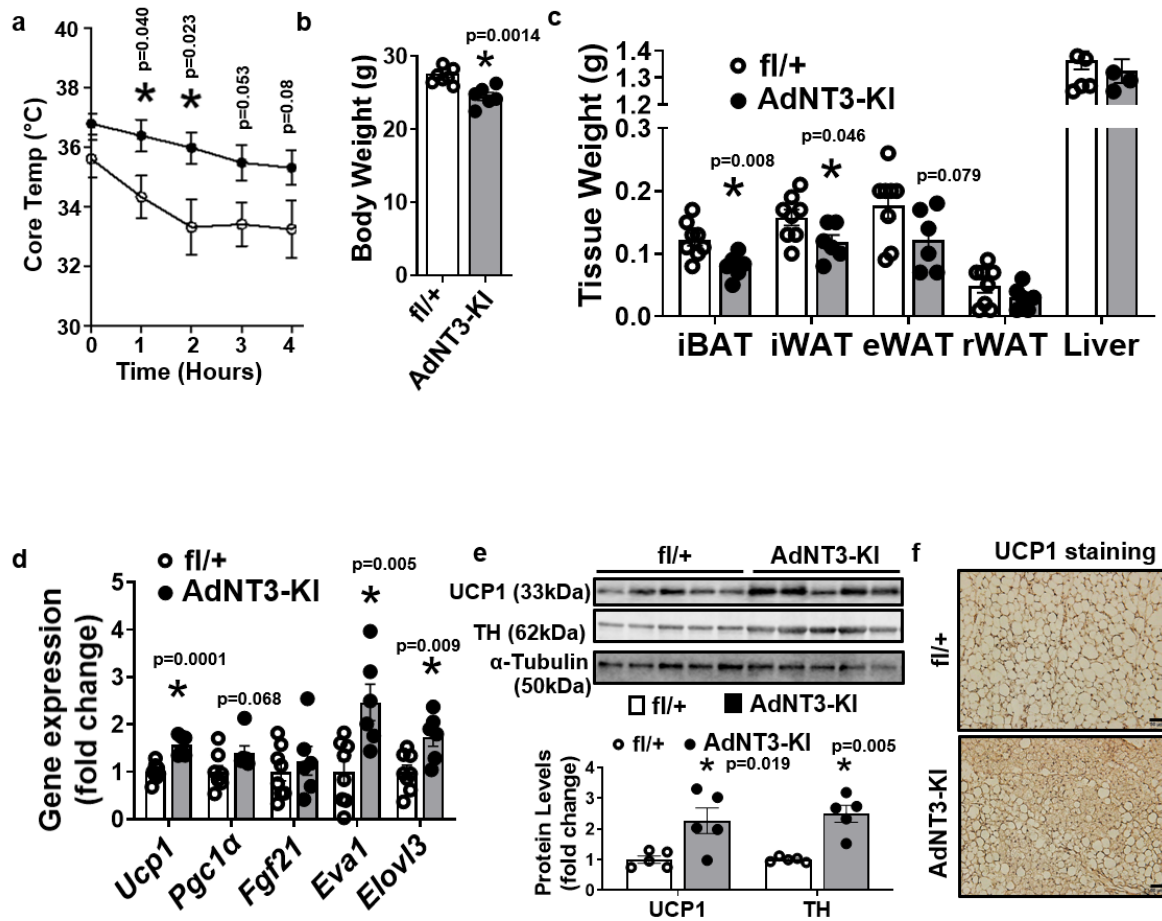

**Supplemental Figure 9.** Metabolic characterization of fl/+ and AdNT3-KI mice challenged with 5°C cold exposure.

(a)-(f) Body temperature (**a**, fl/+ n=5 AdNT3-KI n=7, \*indicates statistical significance between fl/+ and AdNT3-KI with unpaired two-tailed t-test), Body weight (**b**, fl/+ n=8 AdNT3-KI n=6, \*indicates statistical significance between fl/+ and AdNT3-KI with unpaired two-tailed t-test), Fat pad mass (**c**, fl/+ n=8 AdNT3-KI n=6, \*indicates statistical significance between fl/+ and AdNT3-KI with unpaired two-tailed t-test), *Ucp1* and other thermogenic gene expression in iWAT (**d**, fl/+ n=8 AdNT3-KI n=6, fl/+ n=8 AdNT3-KI n=6, \*indicates statistical significance between fl/+ and AdNT3-KI with unpaired two-tailed t-test), UCP1 and TH protein levels in iWAT (**e**, n=5/group, \*indicates statistical significance between fl/+ and AdNT3-KI with unpaired two-tailed t-test) and representative UCP1 immunostaining image showing UCP1-positive beige adipocytes in iWAT (**f**, from 3 replicate animals/group, scale bar=50μm) in 8 weeks old fl/+ and AdNT3-KI mice in response to a 7-day cold challenge.

All data are expressed as mean ± SEM. \*p<0.05.

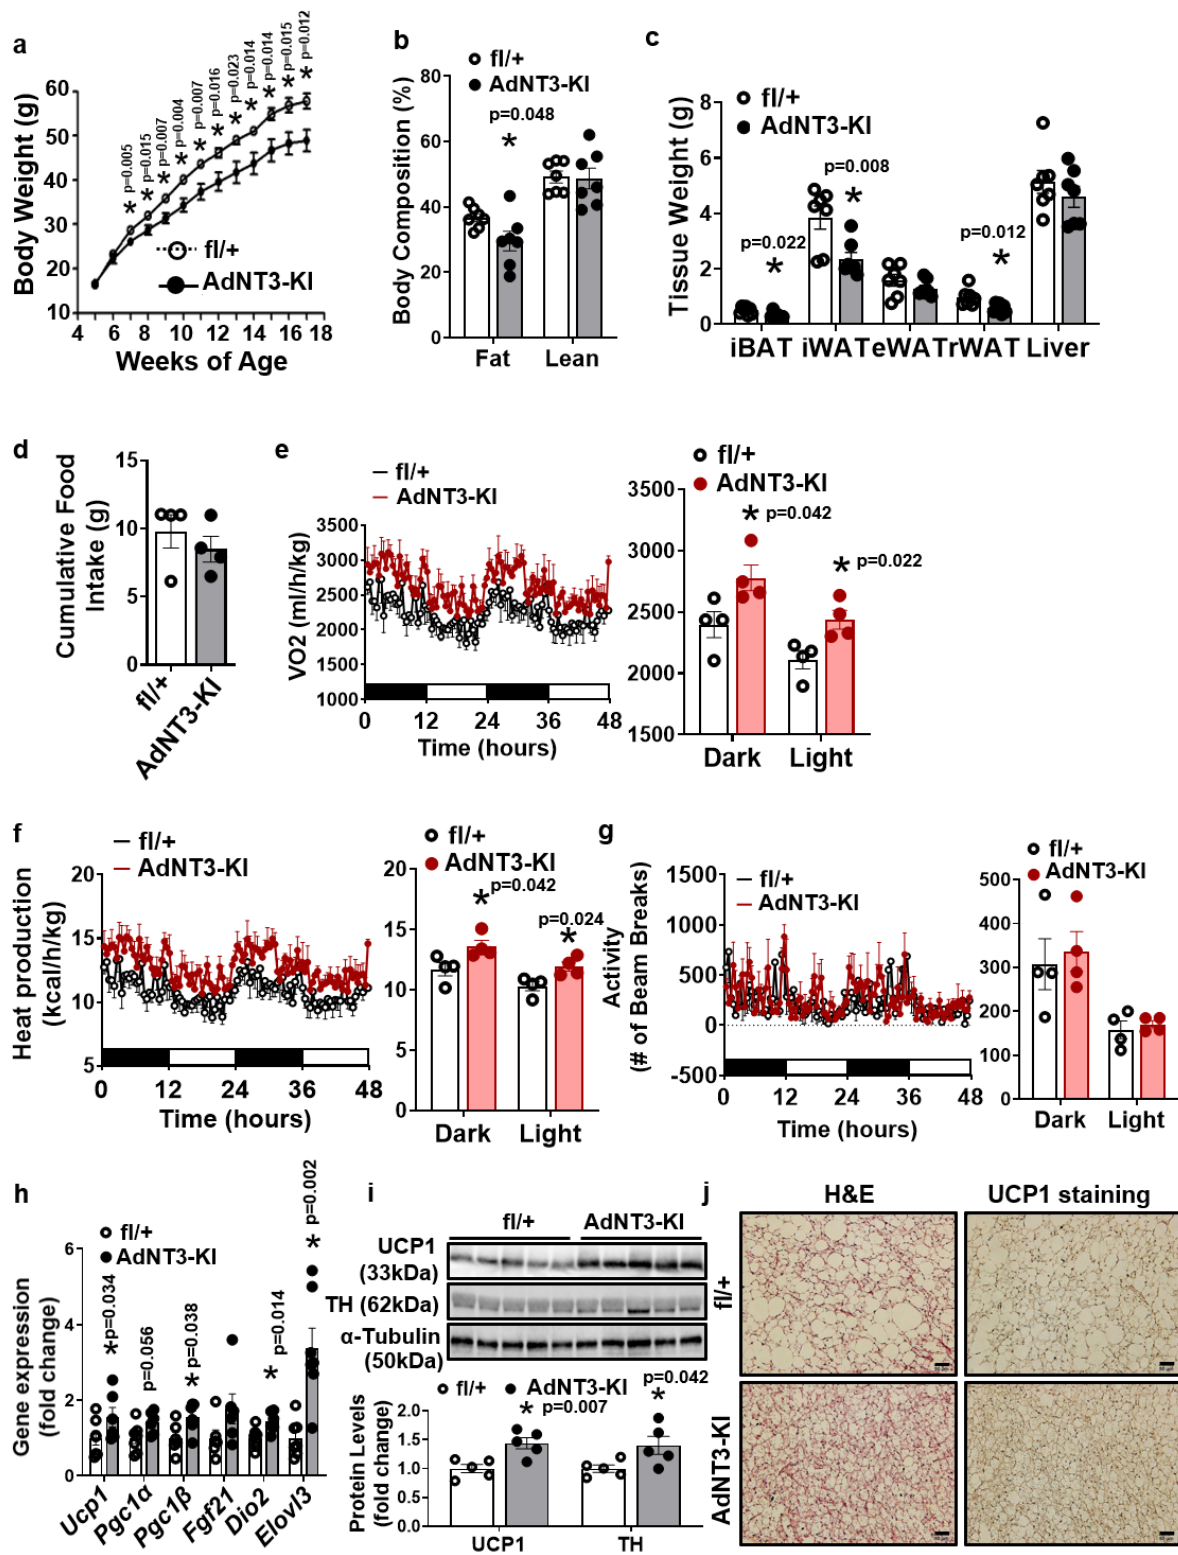

**Supplemental Figure 10.** Metabolic characterization of fl/+ and AdNT3-KI mice fed HFD.

(**a-j**) Body weight (**a**, n=7/group, \*indicates statistical significance between fl/+ and AdNT3-KI with unpaired two-tailed t-test), Body composition (**b**, n=7/group, \*indicates statistical significance between fl/+ and AdNT3-KI with unpaired two-tailed t-test), Tissue weight (**c**, n=7/group, \*indicates statistical significance between fl/+ and AdNT3-KI with unpaired two-tailed t-test), Cumulative food intake over 6 days (**d**, n=4/group), Oxygen consumption (**e**, n=4/group, \*indicates statistical significance between fl/+ and AdNT3-KI with unpaired two-tailed t-test), Heat production (**f**, n=4/group, \*indicates statistical significance between fl/+ and AdNT3-KI with unpaired two-tailed t-test), Locomotor activity (**g**, n=4/group), *Ucp1* and other gene expression in iBAT (**h**, fl/+ = 7, except for *Pgc1 $\beta$*  and *Fgf21*, where n=6, AdNT3KI=6, \*indicates statistical significance between fl/+ and AdNT3-KI with unpaired two-tailed t-test), UCP1 and TH protein levels in iBAT (**i**, n=5/group, \*indicates statistical significance between fl/+ and AdNT3-KI with unpaired two-tailed t-test), Representative H&E and UCP1 immunostaining in iBAT (**j**, from 3 replicate animals/group, scale bar=50 $\mu$ m).

All data are expressed as mean  $\pm$  SEM.

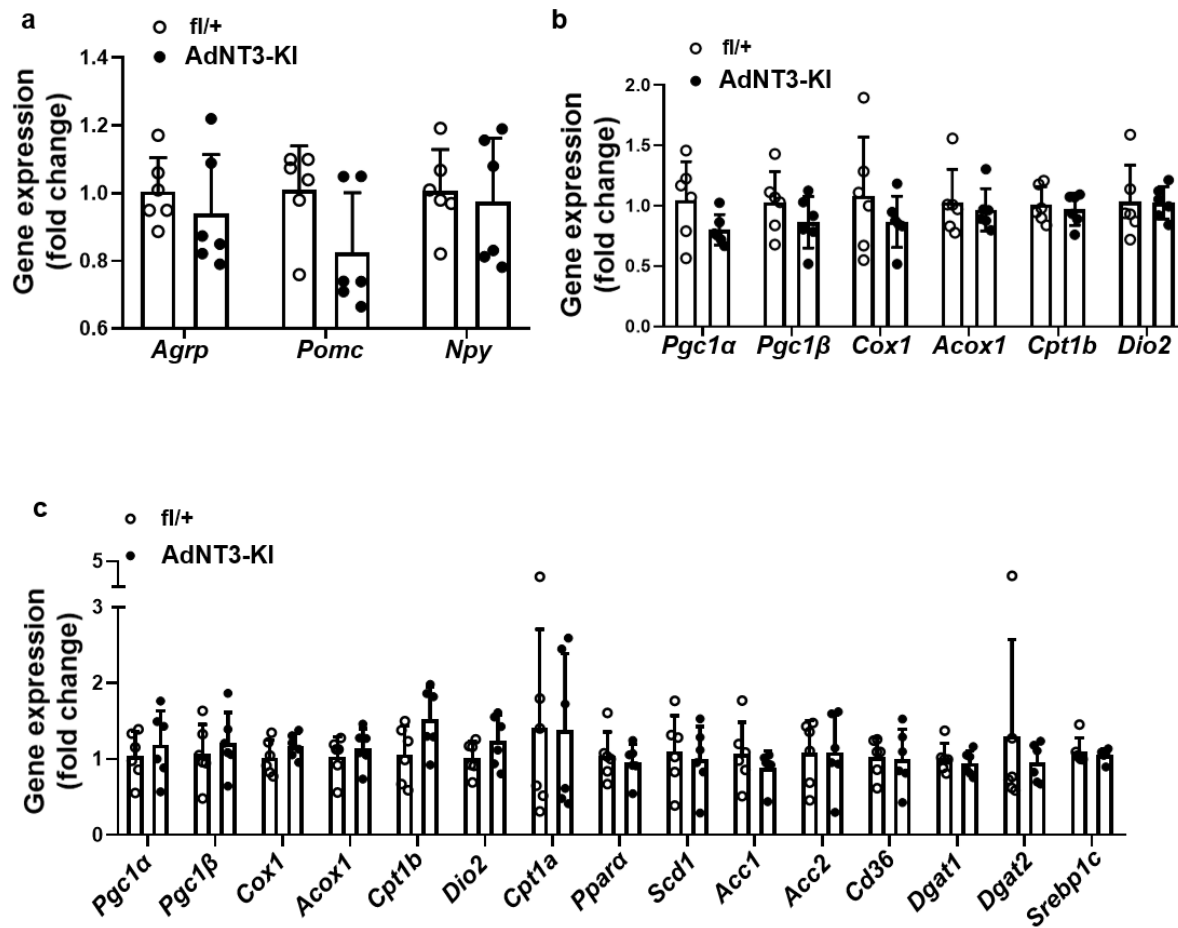

**Supplemental Figure 11.** Gene expression profiling in AdNT3-KI and fl/+ mice fed HFD diet.

(a-c) Gene expression measurements in arcuate hypothalamus (a, n=6/group), gastrocnemius muscle (b, n=6/group) and liver (c, n=6/group) of AdNT3-KI and fl/+ mice fed HFD diet. n=6/group.

All data are expressed as mean  $\pm$  SEM.

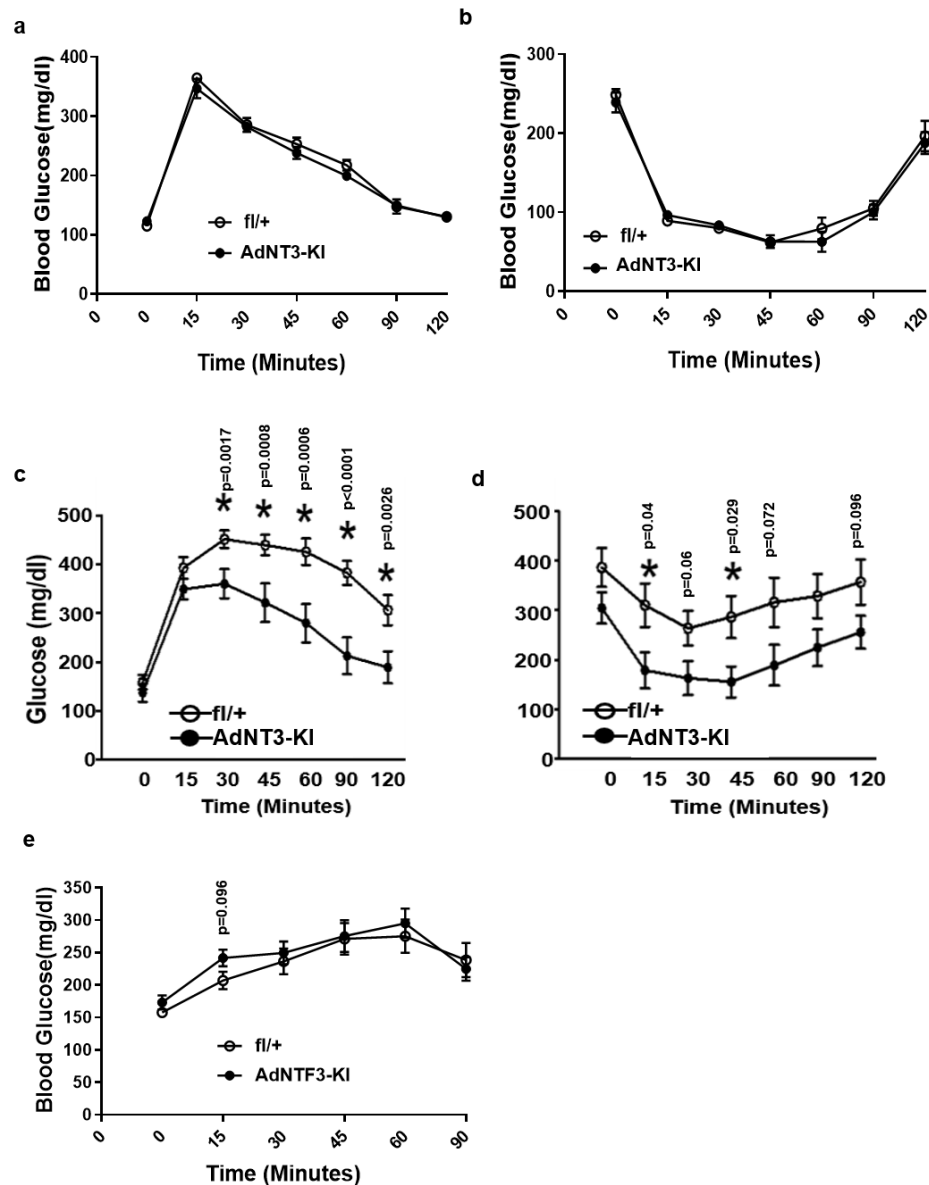

**Supplemental Figure 12.** Regulation of glucose homeostasis in WT and AdNT3-KI fed HFD.

(a-b) GTT (a, n=6/group) and ITT (b, n=6/group) in HFD-fed WT and AdNT3-KI mice measured at 3-4 weeks of HFD feeding, respectively.

(c-d) GTT (c, n=6/group, \*indicates statistical significance between fl/+ and AdNT3-KI with unpaired two-tailed t-test) and ITT (d, n=7/group, \*indicates statistical significance between fl/+ and AdNT3-KI with unpaired two-tailed t-test) in HFD-fed WT and AdNT3-KI mice measured at 15-16 weeks of HFD feeding, respectively.

(e) PTT in HFD-fed WT and AdNT3-KI mice measured at 14 weeks of HFD feeding (n=6/group).

All data are expressed as mean  $\pm$  SEM.

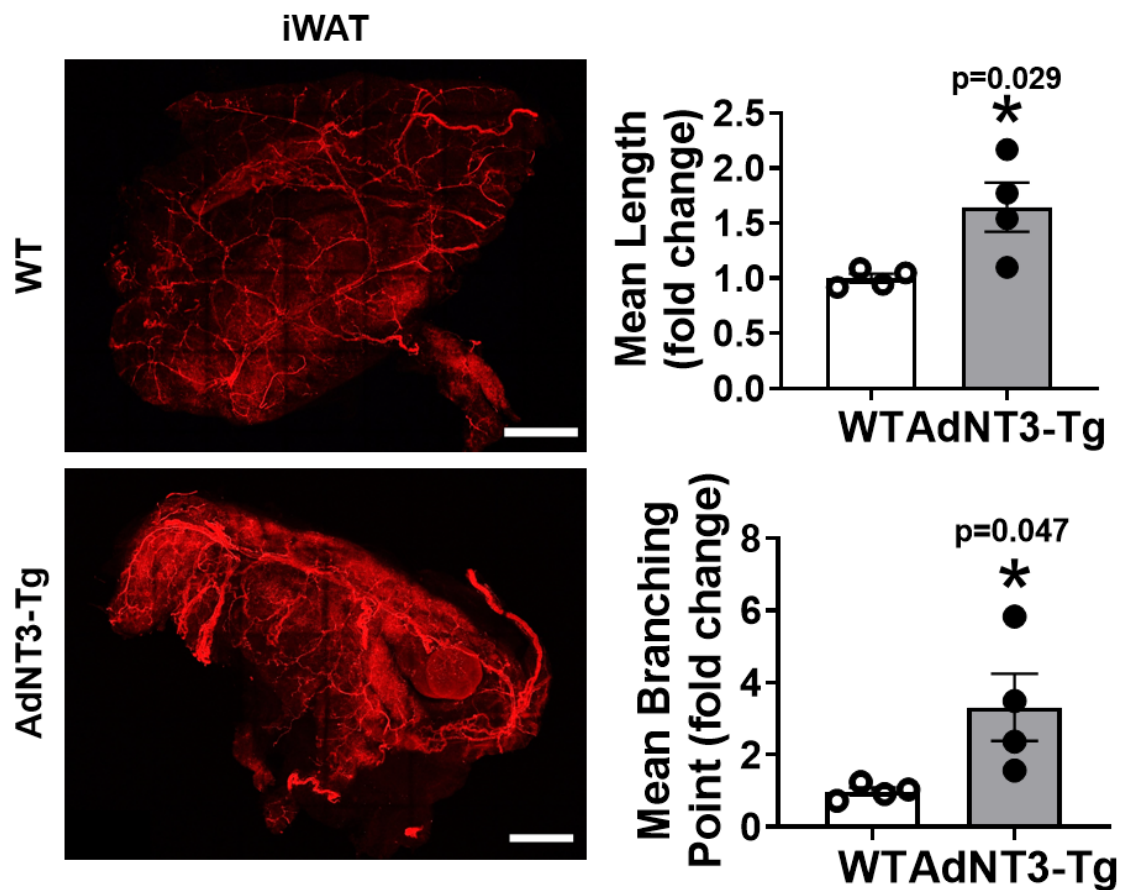

**Supplemental Figure 13.** Representative images of iWAT TH-positive sympathetic nerve innervation (left panel, from 4 replicate animals/group, scale bar=2000 $\mu$ m) and quantitation of mean nerve fiber length and mean nerve fiber branching points normalized to total adipose tissue area (right panel, n=4/group, \*indicates statistical significance between WT and AdNT3-Tg with unpaired two-tailed t-test) in 2-month-old WT and AdNT3-Tg mice housed at room temperature.

All data are expressed as mean  $\pm$  SEM.

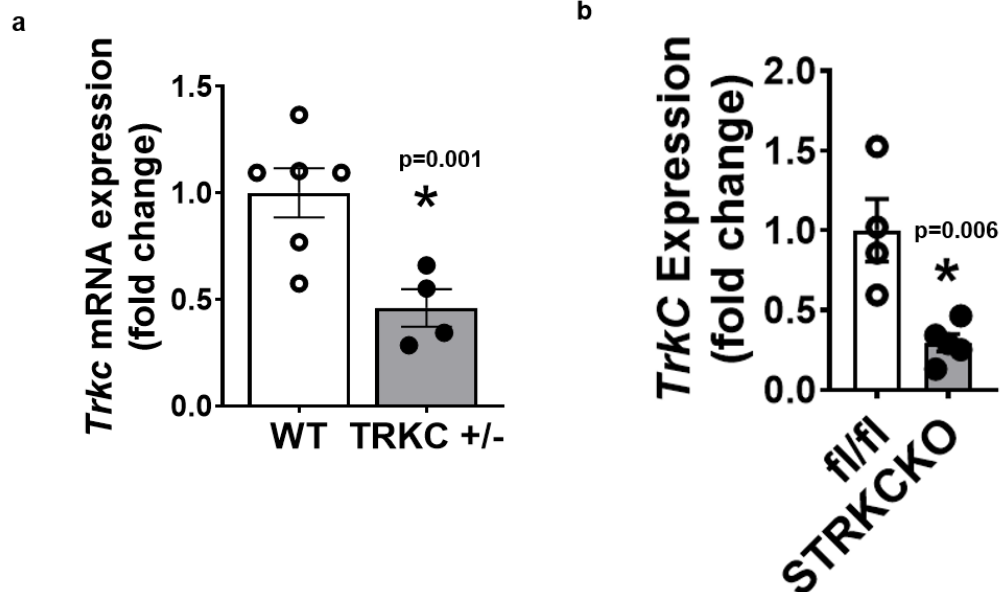

**Supplemental Figure 14.** *Trkc* expression in sympathetic ganglia of WT and TRKC<sup>+/-</sup> mice (**a**, WT=6, TRKC<sup>+/-</sup>=4, \*indicates statistical significance between WT and TRKC<sup>+/-</sup> with unpaired two-tailed t-test) and fl/fl and sympathetic TRKC knockout (STRKCKO) mice (**b**, fl/fl=4 STRKCKO=5, \*indicates statistical significance between fl/fl and STRKCKO with unpaired two-tailed t-test).

All data are expressed as mean  $\pm$  SEM.

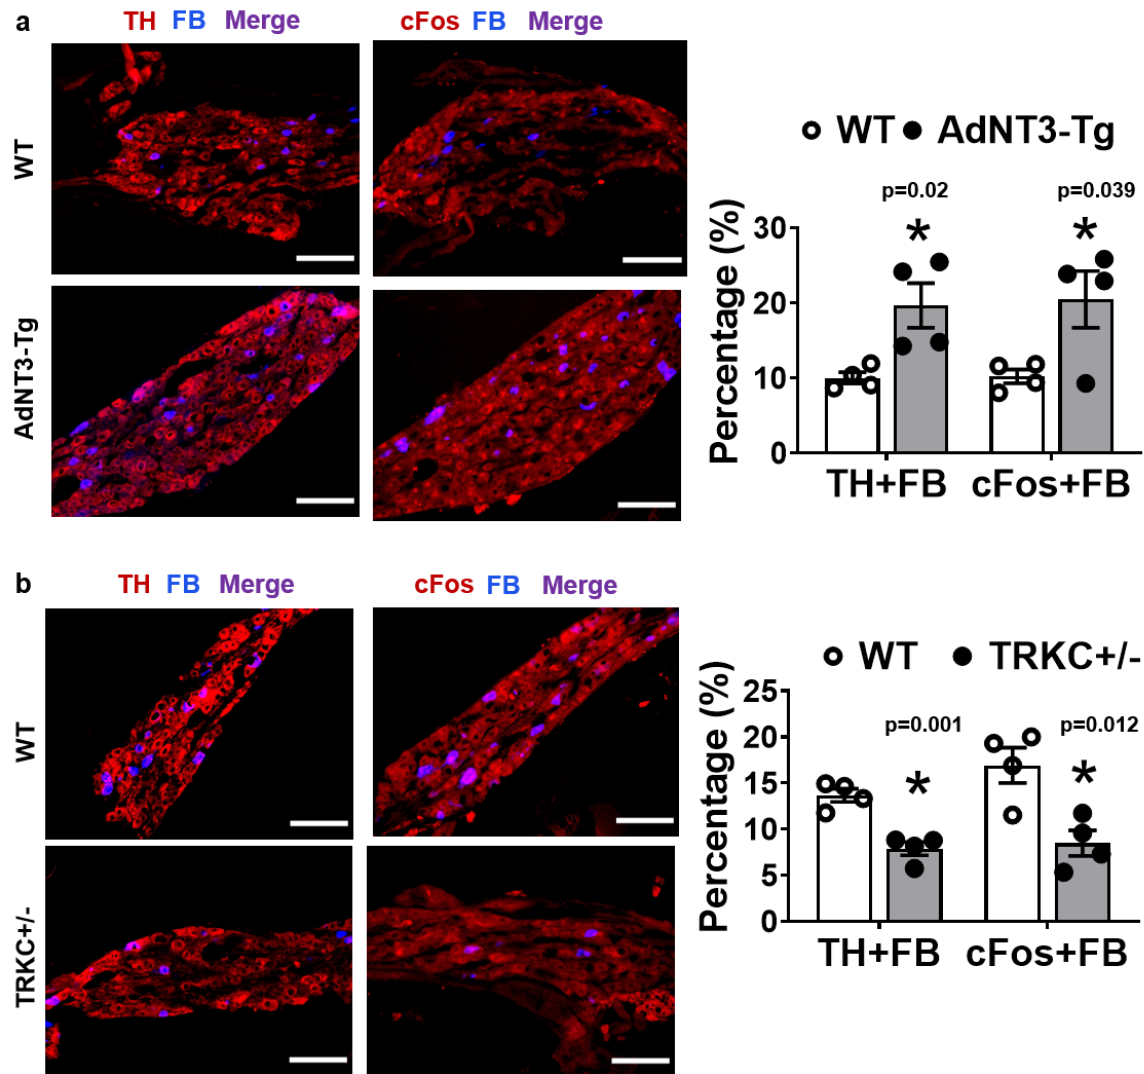

**Supplemental Figure 15.** (a) Representative images (left panel, from 4 replicate animals/group, scale bar=75μm) and quantitation (right panel, n=4/group, \*indicates statistical significance between WT and AdNT3-Tg with unpaired two-tailed t-test) of TH/FB and cFos/FB labeling in sympathetic ganglia at lumbar L1 level in WT and AdNT3-Tg mice after a 7-day cold challenge.

(b) Representative images (left panel, from 4 replicate animals/group, scale bar=75μm) and quantitation (right panel, n=4/group, \*indicates statistical significance between WT and TRKC+/- with unpaired two-tailed t-test) of TH/FB and cFos/FB labeling in sympathetic ganglia at lumbar L2 level in WT and TRKC+/- mice after a 7-day cold challenge.

All data are expressed as mean ± SEM.

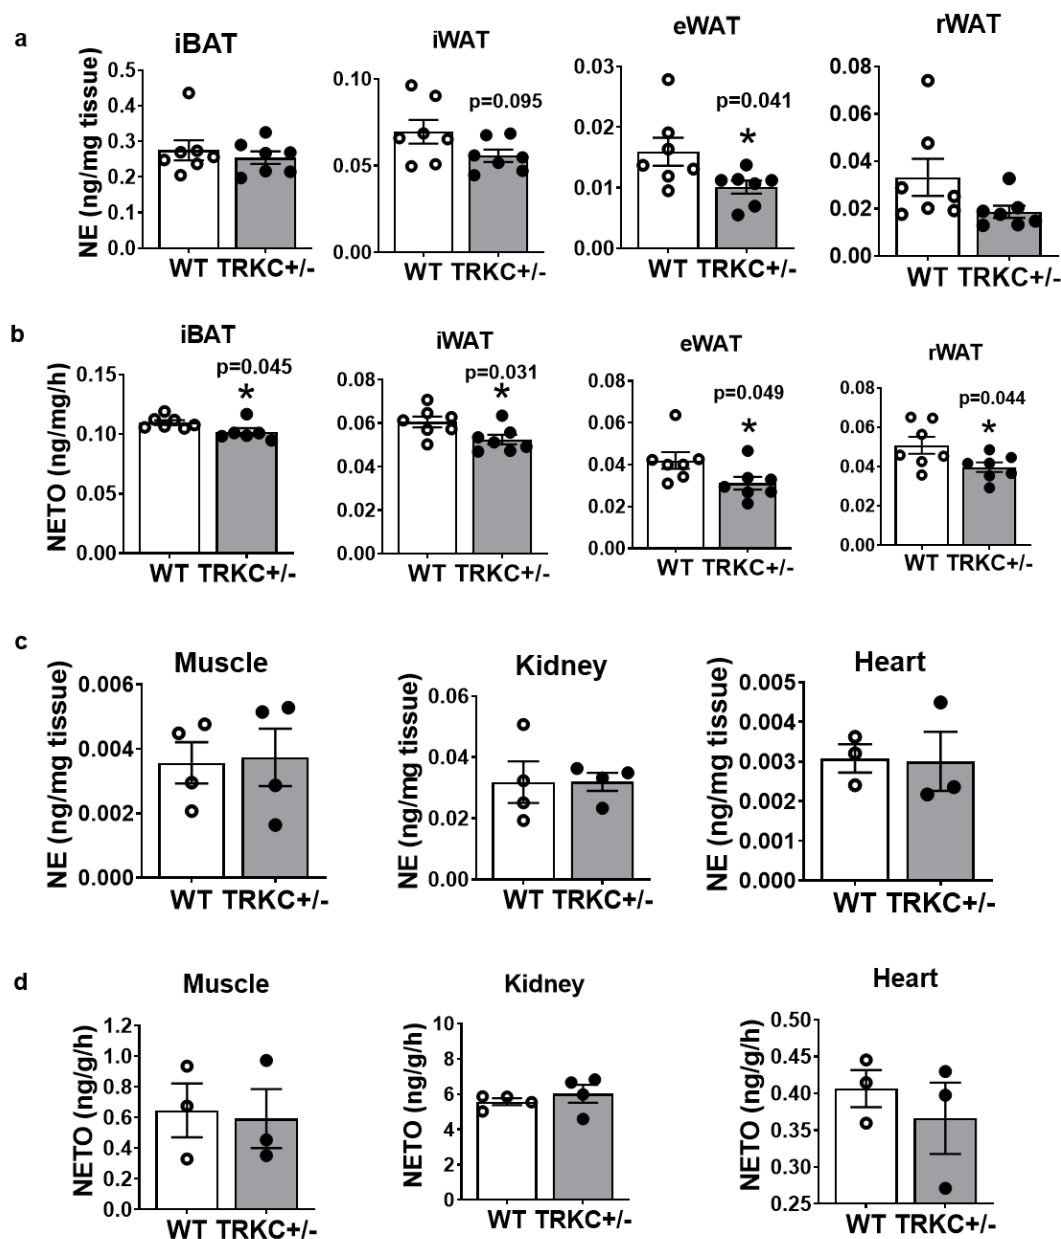

**Supplemental Figure 16.** Norepinephrine (NE) content and NE turnover (NETO) rate in adipose and other tissues of WT and TRKC+/- mice after a 16-hour cold challenge.

(a-b) Basal NE content (a, n=7/group, \*indicates statistical significance between WT and TRKC+/- with unpaired two-tailed t-test) and NETO rate (b, for iBAT, WT=7, TRKC+/-=6; for iWAT, eWAT and rWAT, n=7/group; \*indicates statistical significance between WT and TRKC+/- with unpaired two-tailed t-test) in iBAT, iWAT, eWAT and rWAT of WT and TRKC+/- mice after a 16-hour cold challenge.

**(c-d)** Basal NE content (**c**, muscle=4/group, kidney=4/group, heart=3/group) and NETO rate (**d**) in skeletal muscle, kidney and heart of WT and TRKC+/- mice after a 16-hour cold challenge (muscle=3/group, kidney n=4/group, heart=3/group).

All data are expressed as mean  $\pm$  SEM.

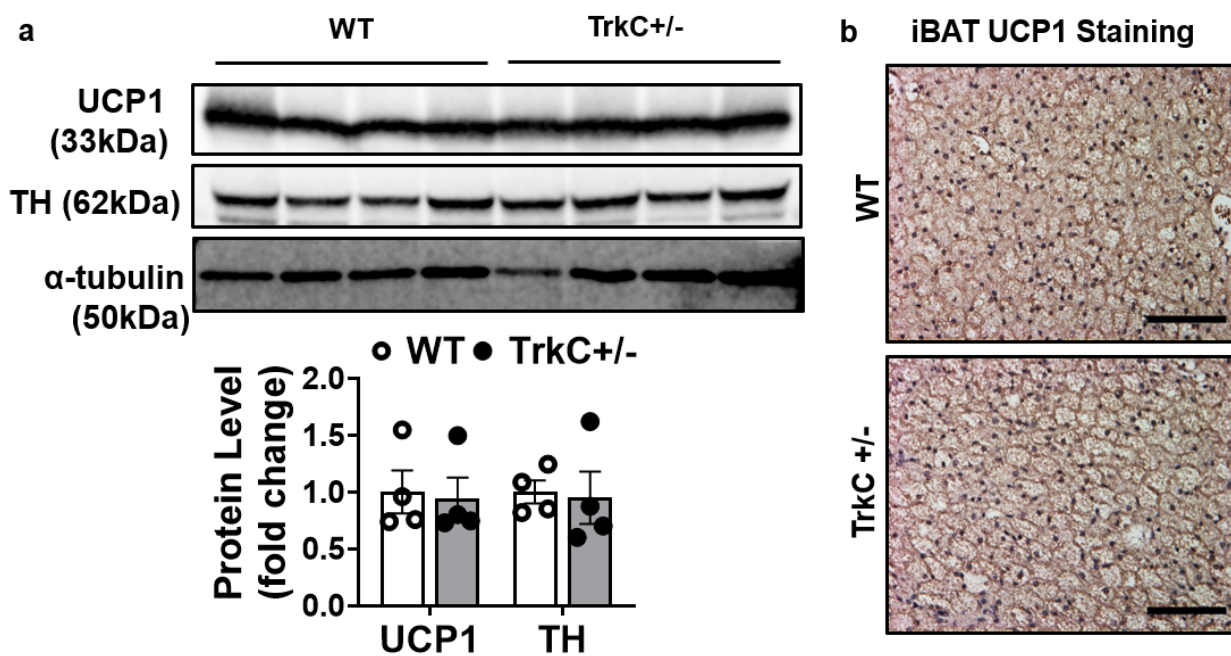

**Supplemental Figure 17.** UCP1 and TH protein levels (**a**, n=4/group) and representative UCP1 immunostaining in iBAT (**b**, from 3 replicate animals/group, scale bar=75μm) of 2-month-old WT and TRKC<sup>+/-</sup> mice subjected to a 7-day cold challenge.

All data are expressed as mean ± SEM.

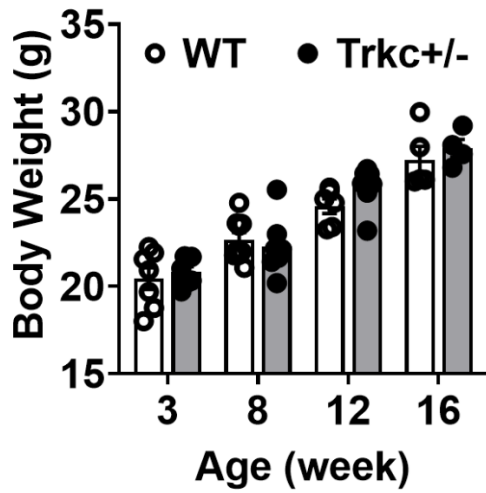

**Supplemental Figure 18.** Body weight in TRKC+/- and WT littermates fed regular chow diet housed at room temperature. (3 week: WT=7 TRKC+/-=8; 8 week: WT=9 TRKC+/-=7; 12 week: WT=6 TRKC+/-=8; 16week: WT=5 TRKC+/-=4).

All data are expressed as mean  $\pm$  SEM.

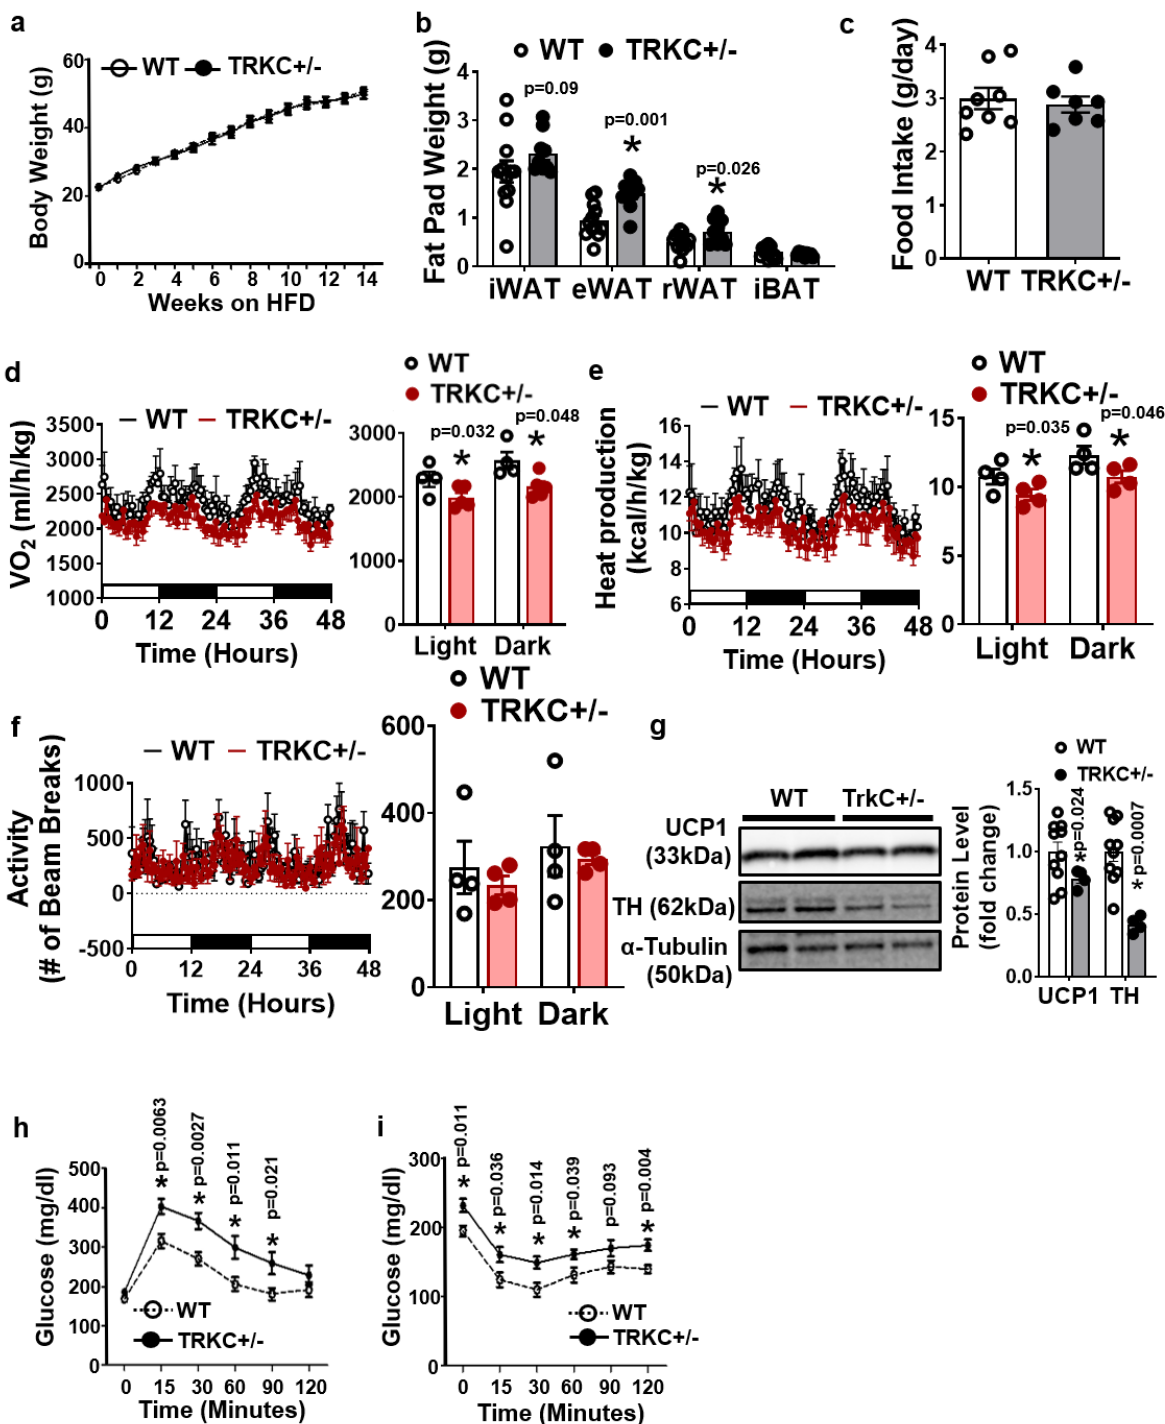

**Supplemental Figure 19.** Metabolic characterization of WT and TRKC+/- mice fed HFD at ambient room temperature (20-22°C).

(a-i) Body weight(a, WT n=9, TRKC+/- n=7), Fat pad mass (b, WT n=12, TRKC+/- n=9, \*indicates statistical significance between WT and TRKC+/- with unpaired two-tailed t-test), Food intake (c, WT=8, TRKC+/-=7), Oxygen consumption(d, n=4/group, \*indicates statistical significance

between WT and TRKC+/- with unpaired two-tailed t-test), Heat production (**e**, n=4/group, \*indicates statistical significance between WT and TRKC+/- with unpaired two-tailed t-test), Locomotor activity (**f**, n=4/group), UCP1 and TH protein levels in iBAT (**g**, WT=10, TRKC+/-=4, \*indicates statistical significance between WT and TRKC+/- with unpaired two-tailed t-test), GTT (**h**, WT=10, TRKC+/-=7, \*indicates statistical significance between WT and TRKC+/- with unpaired two-tailed t-test) and ITT (**i**, WT n=8, TRKC+/- n=7, \*indicates statistical significance between WT and TRKC+/- with unpaired two-tailed t-test) in WT and TRKC+/- mice fed a HFD at room temperature.

All data are expressed as mean  $\pm$  SEM.

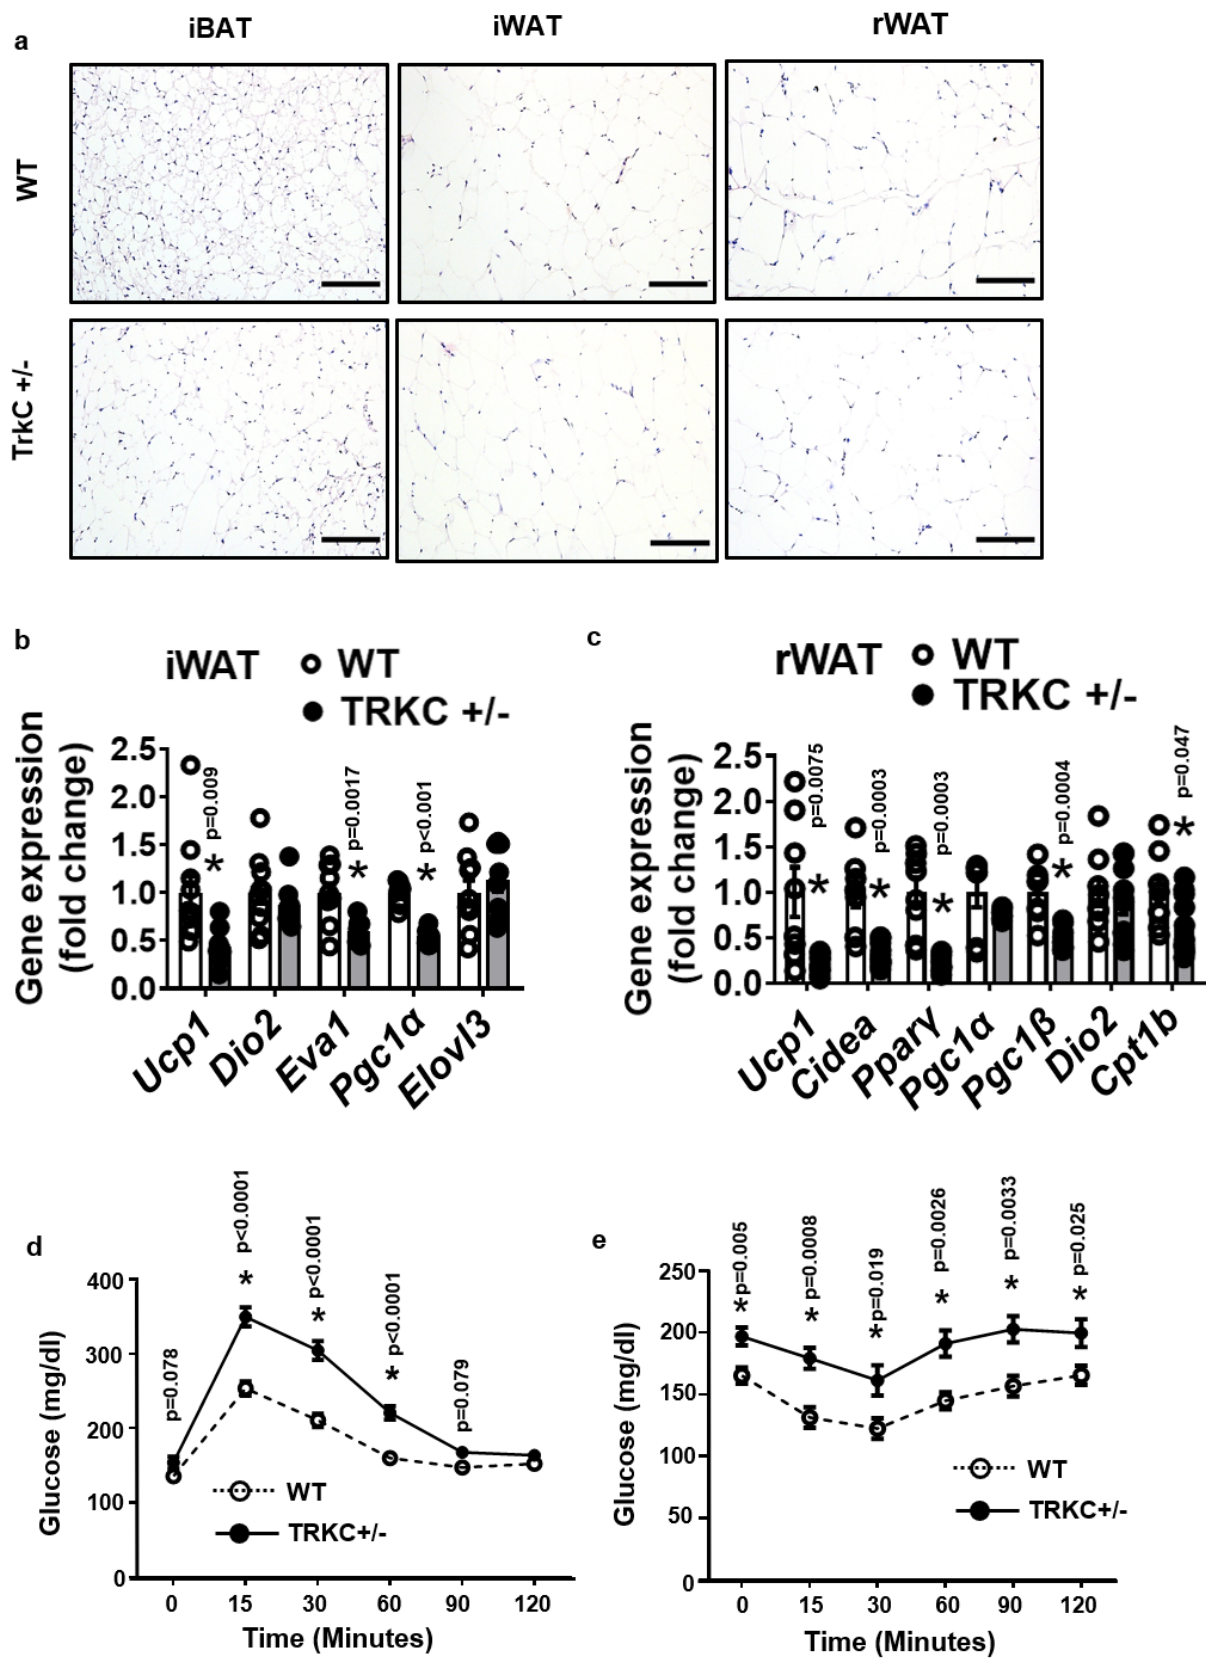

**Supplemental Figure 20.** Metabolic characterization of WT and TRKC+/- mice fed HFD at thermoneutrality (30°C).

(a-e) Representative H&E staining of iBAT, iWAT and rWAT (a, from 3 replicate animals/group, scale bars for iBAT=75µm, for iWAT and rWAT=150µm), *Ucp1* and other thermogenic gene expression in iWAT (b, WT=10, TRKC+/-=9, \*indicates statistical significance between WT and TRKC+/- with unpaired two-tailed t-test) and rWAT (c, WT n=8, for TRKC+/-, n=9 for *Ucp1*, *Cidea*, *Dio2* and *Cpt1β*, n=8 for *Pparγ* and *Pgc1β*, and n=7 for *Pgc1α*. \*indicates statistical significance between WT and TRKC+/- with unpaired two-tailed t-test), GTT (d, WT n=14, TRKC+/- n=9, \*indicates statistical significance between WT and TRKC+/- with unpaired two-tailed t-test) and ITT (e, WT n=15, TRKC+/- n=9, \*indicates statistical significance between WT and TRKC+/- with unpaired two-tailed t-test) in WT and TRKC+/- mice fed a HFD at thermoneutrality (30°C).

All data are expressed as mean ± SEM.

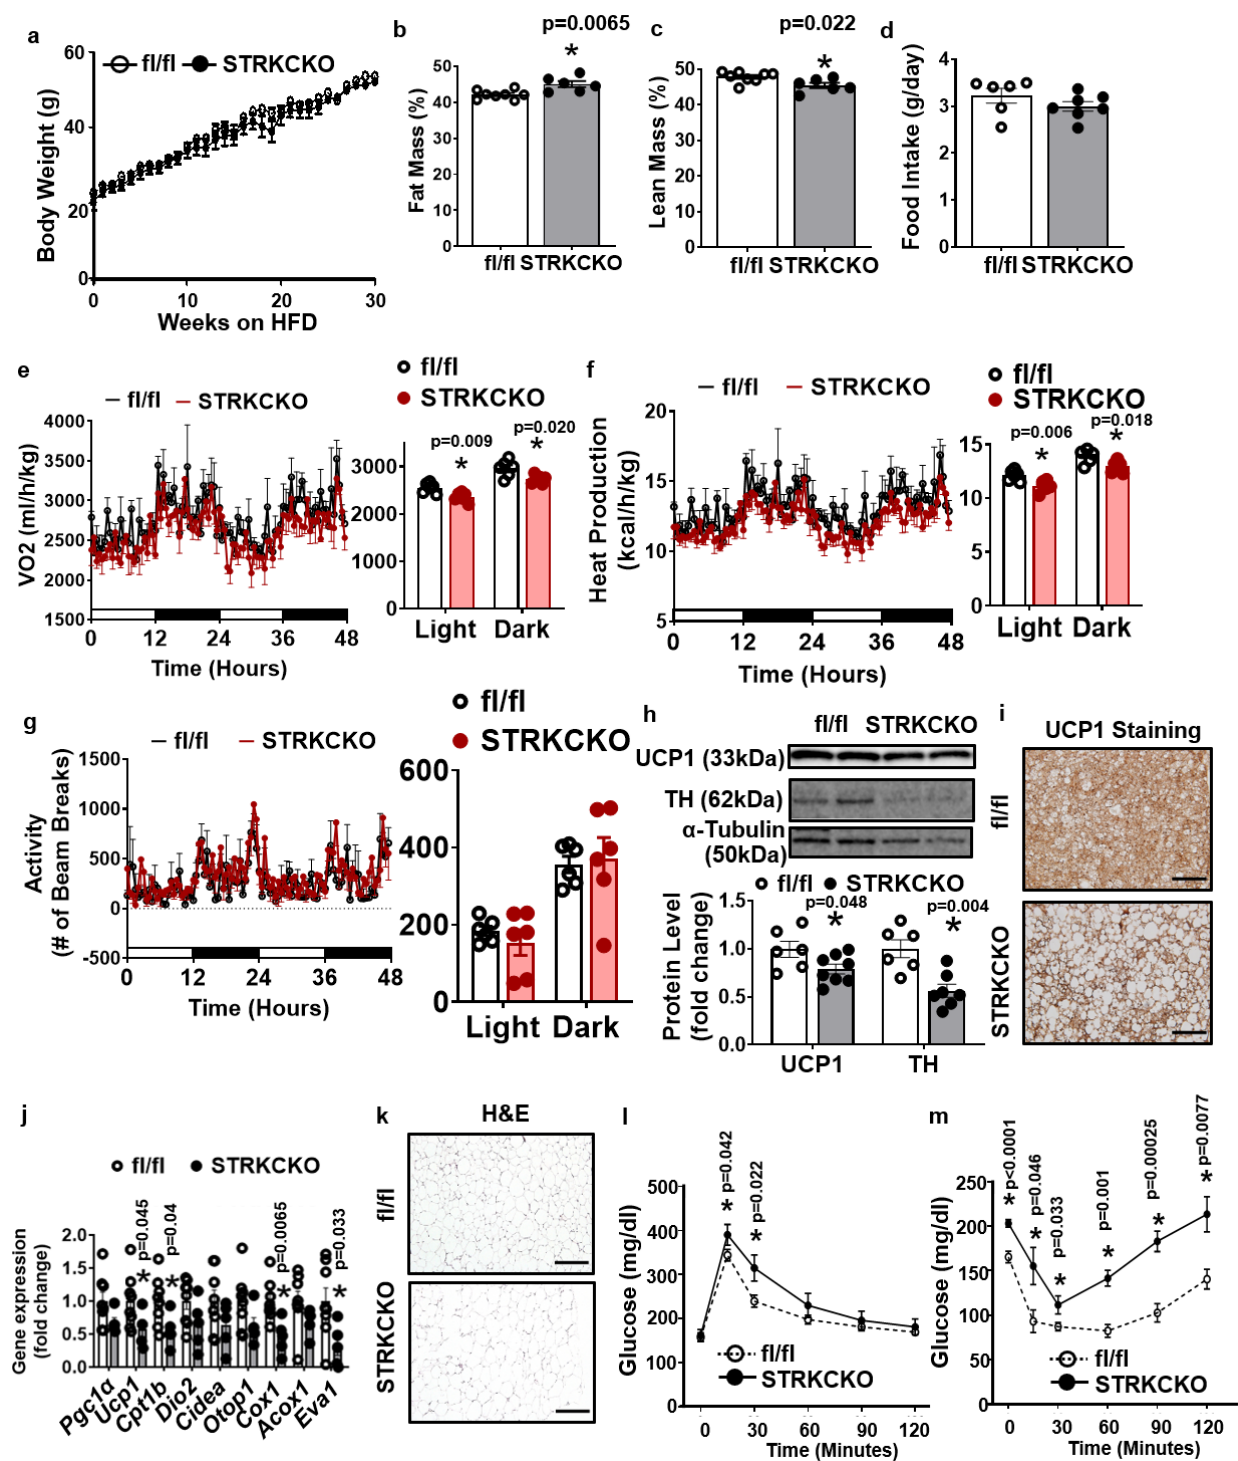

**Supplemental Figure 21.** Metabolic characterization of fl/fl and STRKCKO mice fed HFD at ambient room temperature (20-22°C).

**(a-m)** Body weight (**a**, fl/fl n=8, STRKCKO n=5), Fat mass (**b**, fl/fl n=8, STRKCKO n=6, \*indicates statistical significance between fl/fl and STRKCKO with unpaired two-tailed t-test), Lean mass (**c**, fl/fl n=8, STRKCKO n=6), Food intake(**d**, fl/fl n=6, STRKCKO n=7), Oxygen consumption(**e**, n=6/group, \*indicates statistical significance between fl/fl and STRKCKO with unpaired two-tailed t-test), Heat production (**f**, n=6/group, \*indicates statistical significance between fl/fl and STRKCKO with unpaired two-tailed t-test), Locomotor activity (**g**, n=6/group), UCP1 and TH protein levels in iBAT (**h**, fl/fl n=6, STRKCKO n=8, \*indicates statistical significance between fl/fl and STRKCKO with unpaired two-tailed t-test), Representative UCP1 immunostaining in iBAT (**i**, from 3 replicate animals/group, scale bar=75µm), *Ucp1* and other thermogenic gene expression in iWAT (**j**, fl/fl n=8, STRKCKO n=5, \*indicates statistical significance between fl/fl and STRKCKO with unpaired two-tailed t-test), Representative H&E staining in iWAT (**k**, from 3 replicate animals/group, scale bar=150µm), GTT (**l**, fl/fl n=7, STRKCKO n=6, \*indicates statistical significance between fl/fl and STRKCKO with unpaired two-tailed t-test) and ITT (**m**, fl/fl n=7, STRKCKO n=6, \*indicates statistical significance between fl/fl and STRKCKO with unpaired two-tailed t-test) in fl/fl and STRKCKO mice fed a HFD at room temperature.

All data are expressed as mean  $\pm$  SEM.

# Supplementary material for: Adipose tissue-derived neurotrophic factor 3 regulates sympathetic innervation and thermogenesis in adipose tissue
**Source:** Nat Commun. 2021 Sep 10;12:5362. doi: 10.1038/s41467-021-25766-2
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

1. The expression of genes of interest was measured by a one-step quantitative RT-PCR with TaqMan Universal PCR Master Mix reagents (ThermoFisher Scientific, Waltham, MA) using an Applied Biosystems QuantStudio 3 real-time PCR system (ThermoFisher Scientific).
2. Histological and IHC images were captured using an Olympus DP73 photomicroscope or Zeiss 710 NLO Laser Scanning Confocal Microscope.
3. Immunoblotting was visualized using a Li-COR Imager System (Li-COR Biosciences, Lincoln, NE).
4. Tissue NE content was measured by HPLC.
5. For bioinformatics analysis, raw reads were filtered to remove adaptor sequences and low-quality data using SOAPnuke (v1.5.2, <https://github.com/BGI-flexlab/SOAPnuke>) and mapped to reference sequences (University of California Santa Cruz Mouse Genome Browser mm9 Assembly) using Hierarchical Indexing for Spliced Alignment of Transcripts (HISAT2, v2.0.4, <http://www.ccb.jhu.edu/software/hisat/index.shtml>).

#### Data analysis

Western blotting quantification was analyzed using Li-COR Image Studio (v2.1). Histological and IHC images were analyzed using Olympus CellSens (v1.6), Image J (v1.5.2), Neuron J (v1.4.3), Imaris Image Analysis Software (v9.5.1). All graphs were made with GraphPad Prism (v9.1.2). All statistical analysis was done with SPSS (v27.0.1.0).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNAseq data have been deposited to Gene Expression Omnibus (GEO) database with the accession code GSE173503. All data generated in this study are available and reported. A source data file is included with the paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The experimental sample sizes were estimated based on our previous published data that are sufficient to detect statistical differences among the groups (e.g. Li et al, J. Biol. Chem. VOL. 291, NO. 9, pp. 4523–4536, February 26, 2016; Cui et al, Physiol Rep, 4 (10), 2016, e12799).                                                                                                                                                                        |
| Data exclusions | Most of the data were included for analysis. Only exception is, in real-time RT-PCR measurement, CT value for some samples were not detected due to experimental error and these samples were excluded from analysis. This includes one sample for Tgm1 and one sample for Pgm1 in Figure 7B, one sample for Pgc1b and one sample for Fgf21 in Suppl. Figure 10H, and one sample for Pparg, one sample for Pgc1b and two samples for Pgc1a in Suppl. Figure 20C. |
| Replication     | A replication of 3 to 14 animals each group were used for animal studies, gene expression, immunoblotting and histology analysis. For primary sympathetic neuronal culture, between 40 and 168 neurons each group were analyzed. The results were the same.                                                                                                                                                                                                      |
| Randomization   | For all experiments, animals with the same genotypes were randomly assigned into control and experimental groups.                                                                                                                                                                                                                                                                                                                                                |
| Blinding        | We applied blinding to immunohistochemistry sample analysis. For other experiments, blinding is not necessary because all groups including animals and cell experiments were treated the same way.                                                                                                                                                                                                                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

Primary antibodies: UCP1 for western ABCAM ab23841, UCP1 for IHC ABCAM ab10983, TH Millipore AB152, NTF3 R&D AF-267-NA,  $\alpha$ -tubulin Advanced BioChemicals ABCENT4777, cFos Millipore ABE457, GFP aves labs GFP1010, Anti-Beta III Tubulin Antibody, Alexa Fluor® 488 Conjugate Millipore AB15708A4, pHSL, Cell Signaling Technology 4126S, HSL, Cell Signaling Technology 4107S.

Secondary antibodies: Cy™3 AffiniPure Donkey Anti-Rabbit IgG (H+L) Jackson ImmunoResearch 711-165-152, Alexa Fluor® 488 AffiniPure Donkey Anti-Chicken IgY (IgG) (H+L) Jackson ImmunoResearch 703-545-155, Alexa Fluor 680 Goat Anti-Rabbit IgG (H/L),

highly cross-adsorbed, Invitrogene A21109, Donkey anti-Goat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 680, Invitrogen A21084, Biotin-SP (long spacer) AffiniPure Donkey Anti-Rabbit IgG (H+L) Jackson ImmunoResearch 711-065-152

## Validation

These antibodies were used as recommended by the manufacturer and as cited extensively in previous publications. We have also tested different concentrations of each antibody and used the optimized concentration for each antibody. We further ensured that signals in Western Blots were present at the expected size for each target. The relevant information for each primary antibody, from the manufacturer and online databases, is as follows:

UCP1 for western ABCAM ab23841, Rabbit polyclonal to UCP1. Tested by the manufacturer for detecting UCP1 in mouse, rat and dog by western blotting (WB) and immunohistochemistry. Polyclonal Goat IgG (IHC), using mouse and rat brown adipose tissue as positive controls in WB. Ninety-nine Citations from the CiteAb database (<https://www.citeab.com/antibodies/758073-ab23841-anti-ucp1-antibody?des=641734b5b4769e80>).

UCP1 for IHC ABCAM ab10983, Rabbit polyclonal to UCP1, tested by the manufacturer to detect UCP1 in Mouse, Rat, *Spermophilus tridecemlineatus* using WB, IHC and immunocytochemistry (ICC). Four hundred and thirty-eight citations from the CiteAb database (<https://www.citeab.com/antibodies/758072-ab10983-anti-ucp1-antibody?des=9095b59013736f21>).

TH Millipore AB152, Rabbit polyclonal antibody, detects level of TH and has been published and validated for use in ELISA, immunofluorescence (IF), IHC, immunoprecipitation (IP) and WB. It is routinely evaluated by Western Blot on PC12 lysates by the manufacturer. 1065 citations from the CiteAb database (<https://www.citeab.com/antibodies/222941-ab152-anti-tyrosine-hydroxylase-antibody?des=8514859c14cb8a02>).

NTF3 R&D AF-267-NA, Polyclonal Goat IgG, Recommended by manufacturer to detect NTF3 by WB, IHC and in neutralization studies. Four citations from CiteAb database (<https://www.citeab.com/antibodies/689271-af-267-na-nt-3-antibody?des=a7f1775e2235e089>).

$\alpha$ -tubulin Advanced BioChemicals ABCENT4777, rabbit polyclonal antibody, detects  $\alpha$ -tubulin from human, mouse and rat by WB, IHC, IF and ELISA.

cFos Millipore ABE457, rabbit polyclonal antibody. Evaluated by manufacturer by Western Blot in PMA (TPA) treated HeLa cell lysate. Recommended by the manufacturer to detect cFos by WB and IHC. Seven-six citations from CiteAb database (<https://www.citeab.com/antibodies/1474449-abe457-anti-c-fos-antibody?des=59448cbafc416338>).

GFP Aves Labs GFP1010, Chicken polyclonal antibody. Recommended by the manufacturer to detect GFP by ELISA, ICC, IHC, WB. From manufacturer's notes: Antibodies were analyzed by western blot analysis (1:5000 dilution) and immunohistochemistry (1:500 dilution) using transgenic mice expressing the GFP gene product. One hundred and sixteen citations from CiteAb database (<https://www.citeab.com/antibodies/575207-gfp-1010-green-fluorescent-protein-1-0-mg?des=708459386bbbe89e>).

Anti-Beta III Tubulin Antibody, Alexa Fluor® 488 Conjugate Millipore AB15708A4, rabbit polyclonal antibody. Recommended by the manufacturer to detect beta III Tubulin by IHC and ICC. Has been evaluated by the manufacturer by Immunocytochemistry in rat E18 cortex cells. Nine citations from CiteAb database (<https://www.citeab.com/antibodies/1475014-ab15708a4-anti-beta-iii-tubulin-antibody-alex-fluo?des=d650ee6554e7b12e>).

pHSL, Cell Signaling Technology 4126S, recommended by the manufacturer to detect phosphorylated HSL at ser660 by WB. 191 citation from CiteAb database (<https://www.citeab.com/antibodies/654213-4126-phospho-hsl-ser660-antibody?des=340bd2853a512cf6>).

HSL, Cell Signaling Technology 4107S. Recommended by the manufacturer to detect endogenous total HSL by WB. 309 citations from CiteAb database (<https://www.citeab.com/antibodies/123899-4107-hsl-antibody?des=c217aa1e3de30ca5>).

Cy™3 AffiniPure Donkey Anti-Rabbit IgG (H+L) Jackson ImmunoResearch 711-165-152, from the manufacturer website, this secondary antibody has minimal cross reactivity with Bovine, Chicken, Goat, Guinea Pig, Syrian Hamster, Horse, Human, Mouse, Rat, Sheep Serum Proteins. 1003 citations from CiteAb database: <https://www.citeab.com/antibodies/2036162-711-165-152-cy3-affinipure-donkey-anti-rabbit-igg-h?des=fe83f7d682eb735d>.

Alexa Fluor® 488 AffiniPure Donkey Anti-Chicken IgY (IgG) (H+L) Jackson ImmunoResearch 703-545-155, from the manufacturer website, this secondary antibody has minimal cross reactivity with Bovine, Goat, Guinea Pig, Syrian Hamster, Horse, Human, Mouse, Rabbit, Rat, Sheep Serum Proteins. 365 citations from CiteAb database: <https://www.citeab.com/antibodies/2034669-703-545-155-alex-fluo-488-affinipure-donkey-anti-c?des=8beb9467dd8f19ff>.

Alexa Fluor 680 Goat Anti-Rabbit IgG (H+L), highly cross-adsorbed, Invitrogene A21109. According to manufacturer, to minimize cross-reactivity, these goat anti-rabbit IgG (H+L) whole secondary antibodies have been affinity purified and cross-adsorbed against bovine IgG, goat IgG, mouse IgG, rat IgG, and human IgG. Cross-adsorption or pre-adsorption is a purification step to increase specificity of the antibody resulting in higher sensitivity and less background staining. The secondary antibody solution is passed through a column matrix containing immobilized serum proteins from potentially cross-reactive species. Only the nonspecific-binding secondary antibodies are captured in the column, and the highly specific secondaries flow through. The benefits of this extra step are apparent in multiplexing/multicolor-staining experiments (e.g., flow cytometry) where there is potential cross-reactivity with other primary antibodies or in tissue/cell fluorescent staining experiments where there may be the presence of endogenous immunoglobulins. 201 citations from CiteAb: <https://www.citeab.com/antibodies/2401223-a-21109-goat-anti-rabbit-igg-h-l-highly-cross-adso?des=cb3719bfc178f19>.

Donkey anti-Goat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 680, Invitrogen A21084. This secondary antibody is designed for fluorescent Western blot detection on various near-infrared fluorescence instruments. This antibody can be used for multi-color and multiplexing detection when using other antibodies conjugated to compatible Alexa Fluor dyes and wavelengths. Other applications of this antibody include immunofluorescent and fluorescent imaging applications when using instrumentation with appropriate excitation and detection capabilities. 56 citations from CiteAb: <https://www.citeab.com/antibodies/2401206->

a-21084-donkey-anti-goat-igg-h-l-cross-adsorbed-se?des=835135c6122e19ad.

Biotin-SP (long spacer) AffiniPure Donkey Anti-Rabbit IgG (H+L) Jackson ImmunoResearch 711-065-152. From the manufacturer website, this secondary antibody has minimal cross reactivity with Bovine, Chicken, Goat, Guinea Pig, Syrian Hamster, Horse, Human, Mouse, Rat, Sheep Serum Proteins. 380 citations from CiteAb: <https://www.citeab.com/antibodies/2035909-711-065-152-biotin-sp-affinipure-donkey-anti-rabbit?des=ed9de846d3ea1d0d>.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6J, TRKC+/- (Jackson Laboratory, #002481), TRKC-flox (Jackson Laboratory #022364), TH-Cre (Jackson Laboratory #008601), TRKC-Cre (MMRRC #000364-UCD), R26-stop-EYFP (Jackson Laboratory #006148), Flp mice Jackson Laboratory, Stock No. 009086), Adiponectin-Cre (Jackson Laboratory #010803), Adiponectin-NTF3-TG (made in the lab), Adiponectin-NTF3-KI (made in the lab), and Rosa-NTF3fl/+ mice (made in the lab). For all these strains, male mice from around 3 weeks to up to 36 weeks old were used in the studies. Most animals were maintained in a temperature controlled room (20°C-22°C) with humidity ranging from 30-70%, and with a 12-hour light/dark cycles (0700-1900 light). For experiments with thermoneutral condition, animals were housed at 30 °C with the same humidity level and 12-hour light/dark cycle. |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Ethics oversight        | All animal procedures were approved by the Institutional Animal Care and Use Committee of Georgia State University.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

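RNA-seq was measured in SG from thoracic levels T1–T4 in 4 libraries, 1 each from AdNT3-Tg and TRKC+/− mice and 2 from WT mice. Each library was a pool from 6 mice aged 12 weeks after 1 day at 5 °C. The authors enriched mRNA with oligo(dT), sequenced single-end reads, filtered them with SOAPnuke (v1.5.2) and mapped them to mm9 with HISAT2 (v2.0.4). For each gene, listed by its Entrez identifier, the authors deposited an expected count of reads, not normalized, which need not be whole because reads that map to several genes or transcripts are divided between them. The authors also deposited an FPKM value for each gene, which scales that count to the length of the gene and to the reads of the library. The paper's text names RPKM in its methods and FPKM in Fig. 7a, and it does not name the program that made the counts or say whether the counting used strand. Between 92.6% and 93.7% of the expected counts per library were whole. No values were recomputed from reads.

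Libraries were grouped by the genotypes of the sample labels. The labels do not give the cohort of the 2 WT libraries, which was assigned by a rule written before the data were examined: the WT library with at least 5 FPKM for *Tnni2*, *Tnnt3*, *Tnnc2*, *Ckm* and *Acta1* was taken as that of the TRKC+/− cohort, as in Fig. 7a, and 4 more genes had to fall in the order of Fig. 7a. The values matched for 9 of 9 genes. The names the authors gave to the deposited tables mention the same cohorts, and were not used for this assignment. Fold changes are log2((mutant FPKM + 0.1)/(WT FPKM + 0.1)), over the 15275 genes listed in all 4 libraries out of 17667 listed in at least 1, and a gene counted as changed at an absolute log2 fold change of at least 0.5, the paper's cutoff. The paper's text gives neither a pseudocount nor a treatment of genes without reads. With 1 library per group there was no test between groups and no p-value.

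The depth was between 8665955 and 8894985 reads on genes per library, and the 10 genes with most reads held between 4.01% and 4.24% of them. For each gene and pair of libraries, the exact Clopper-Pearson 95% interval of the share of reads in 1 library, from the expected counts rounded to whole numbers, was converted to an interval of the log2 ratio of reads per library total. These intervals and the floor of 3 reads cover counting error only. A fold against a library at or under 3 reads is computed against 3 reads and is a lower bound apart from counting error. Gene lists were described by the percentile of their median log2 fold change among the medians of 10000 random lists of the same size, drawn from 20 bins of mean expression among genes with a mean of at least 0.1 FPKM. The lists were written before the data were examined, apart from a list of immune cell genes added later.

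The genes named are those of Fig. 7a and of the text on RNA-seq, *Ntrk3* and *Ntf3*, genes of the lists, and the 5 genes of each opposite direction outside Fig. 7a with a mean of at least 1 FPKM whose smaller absolute change of the 2 comparisons was largest. The gene now named *Pgm1* was added after its values were seen. Symbols were taken from a RefSeq table on the assembly GRCm38.p6, used for names only, which matched 17619 identifiers (99.7%). Positions are those of the GENCODE annotation on NCBIM37.

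Each count of genes and the fold changes of 184 named genes (those listed in all 4 libraries, and *Myh1* in the library labelled TRKC+/−, without the filter and the TMM scaling) were recomputed with a pseudocount of 1 or 0.01, with genes of a mean of at least 1 FPKM, with missing genes taken as 0, with log2 ratios centred on their median, with each library rescaled to the same sum, with the WT libraries swapped, with the mean of the 2 WT libraries as control, and from expected counts, rounded to whole numbers, scaled by edgeR's TMM (log2 CPM with a prior count of 2). The counts of genes were also recomputed with a cutoff of 1. The muscle and interferon lists were recomputed under the pseudocounts, the filter, the treatment of missing genes, the other scalings of FPKM and the swapped WT libraries. The same alternatives for the lists of axon growth, sympathetic neuron, brown adipocyte, glial and immediate early genes, and for the muscle list between the WT libraries, were added after the data were seen, as was a criterion on the counting intervals. The lists of sensory neuron, immune cell and blood genes were not recomputed, apart from the treatment of missing genes. Counting noise was simulated 100 times by drawing reads for each library from the mean of the 4 libraries, and a quadratic trend of each comparison on GC content and log length was removed as a check. Methods were tested on simulated data, in which 200 of 200 changed genes were recovered among 15574 genes with reads. The changed genes had median log2 fold changes of 1.47 in the simulated AdNT3-Tg and −1.52 in the simulated TRKC+/− comparison. All 200 had a mean of at least 1 FPKM. With medians so far past the cutoff, this recovery cannot tell how changes near it, or genes under 1 FPKM, are called. In the same data 226 unchanged genes passed the cutoff in opposite directions, and 96.4% of the counting intervals of 500 unchanged genes included 0. Among the 12737 simulated genes with a mean of at least 1 FPKM, 34 unchanged genes passed. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16. Of the paper's other experiments, the real-time RT-PCR source data entered only as medians and means per group of the paper's values, and the rest were not analysed here.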

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

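The tests of counting noise, of GC content and gene length, of a single source of muscle RNA, of immune cell RNA, of the interferon genes between the WT libraries and of *Ucp1* were chosen only after the results were seen. The cohort rule, the gene lists other than immune cells, the remaining tests and the alternatives other than those named as added later were set before the data were examined. Each group had 1 library, so that a difference between genotypes cannot be told apart from a difference between pools of mice, and directions in the library labelled TRKC+/− rest on a library in which *Ntrk3* was not lower.

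Genes that the paper does not discuss stood out because 357 of them changed in the same direction in both comparisons, against 361 in opposite directions. If opposite regulation were the rule, the second number should be clearly larger, and if the libraries varied independently, the numbers should be similar. They were similar, as independent variation would give. The slight excess of opposite directions depended on the processing. It was kept with a pseudocount of 1 (25 and 13 genes against 32) and reversed with missing genes taken as 0 (374 and 285 against 691). Opposite regulation of some of these genes is not excluded either. Low values are a candidate explanation for most of the 361 genes, since 30.5% of them had a mean of at least 1 FPKM. In 100 simulated sets of libraries with counting noise alone, a mean of 229.8 genes changed in opposite directions (range 197 to 258), which could account for part of the 361. Among genes with a mean of at least 1 FPKM the simulated mean was 34.4 against 110 observed, so that counting noise alone did not reach the observed number there. The same held for genes changed in the same direction, with a simulated mean of 229.2 against 357, and of 37.1 against 103 among genes with a mean of at least 1 FPKM, so that the excess over counting noise was not particular to opposite directions. The 2 WT libraries differed in 2044 genes, against a simulated mean of 1308, a spread beyond counting that is not due to the mutant genotypes. After a trend on GC content and gene length was removed, 292 genes passed in opposite directions, against 299 oppositely regulated genes with a GC value before. Of these 299 genes, 89.3% still passed. The correction moved them by a median of only 0.05 in AdNT3-Tg and 0.02 in the library labelled TRKC+/− (log2). Most of these genes thus passed without the fitted trend. By the rule set for this test, a correction that moves the genes so little cannot decide on GC content or gene length. The trend held 6.08% and 3.74% of the variance of the log2 fold changes. The largest absolute log2 fold change of the Y-linked genes and *Xist* was 0.32, which goes against a difference in sex between pools. The number of oppositely regulated genes cannot be told apart from variation between single libraries. Counting noise at low values could account for part of this number, but did not reach it in the simulated sets.

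Skeletal muscle genes outside Fig. 7a stood out because their median log2 ratio of WT library 1 to WT library 2 was 1.30, although both libraries are WT. A candidate explanation for the muscle genes of Fig. 7a is skeletal muscle RNA carried along with the dissected ganglia in different amounts. With missing genes taken as 0, 25 genes of the list had a mean of at least 0.1 FPKM. Of these, 72.0% (18 of 25) were higher in AdNT3-Tg and lower in the library labelled TRKC+/−. This was short of the 80% set for this explanation and above the level set against it. Among the genes without both directions, *Mybpc1*, *Ckmt2*, *Smpx* and *Myot* had at most 8 reads per library. For *Tnnc1*, *Tnni1* and *Actn2* the counting intervals included 0 in both comparisons. Some genes with both directions, such as *Tnnt1*, had few reads too, so the share rests partly on low counts. Likewise 72.0% (18 of 25) were highest in WT library 1 and lowest in WT library 2, the order of the genes of Fig. 7a, which leaves a single source of muscle RNA undecided. The median absolute log2 ratio between the WT libraries was 1.38 over these genes, against 0.64 for the library labelled TRKC+/−, so that a difference between the WT libraries could by itself produce the opposite directions. Brown fat RNA is an unlikely source, since 16.7% of brown adipocyte genes (2 of 12) were higher in AdNT3-Tg and lower in the library labelled TRKC+/−. An effect of NT-3/TRKC signaling on these genes is the biological explanation the design offers, and it cannot be told apart from the difference between the WT libraries or from muscle RNA.

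Interferon response genes outside Fig. 7a stood out because their median log2 fold change was −0.50 in AdNT3-Tg and 0.27 in the library labelled TRKC+/−, the directions of *Mx1* and *Cxcl10*. An interferon response that differed between the pools is a candidate explanation for these 2 genes, since 84.2% of the list (16 of 19) was lower in AdNT3-Tg and higher in the library labelled TRKC+/−. Immune cell RNA in different amounts is unlikely, since 18.8% of immune cell genes (3 of 16) had these directions. The median absolute log2 ratio between the WT libraries was 0.26, slightly under the 0.29 of the library labelled TRKC+/−, so that the WT libraries differed by nearly as much. With the WT libraries swapped the median was −0.26 in AdNT3-Tg and 0.042 in the library labelled TRKC+/−, so that the former kept its direction and the latter was close to 0. Whether the response of the list follows from the genotypes or from the pools could not be tested with 1 pool per genotype. For *Mx1* and *Cxcl10*, means of the paper's real-time RT-PCR values (the paper's n = 5 per group) had the directions of the libraries. In AdNT3-Tg they were 0.39 and 0.46, against 1.00 in WT for both genes. In TRKC+/− they were 3654 and 3.20, against 1.00 and 0.797 in WT. The directions of these 2 genes thus do not rest on the libraries alone, but whether other mice were measured was not examined. The sizes did not match for *Mx1* in TRKC+/−, whose log2 fold change in the library was only 1.20.

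*Ucp1*, a gene of brown adipocytes that the paper does not report in SG, stood out because its log2 fold change was −2.59 in the library labelled TRKC+/−, from 655 reads to 110, while AdNT3-Tg and the WT libraries had between 525 and 672 reads. Counting noise is ruled out as the sole explanation, since the counting interval had an upper bound of −2.32. The WT library used is an unlikely explanation, since the log2 fold change against WT library 2 was −2.61. Less fat of an unchanged mixture in the pool would lower the genes of the brown adipocyte list alike. Yet among the other genes of this list with a mean of at least 1 FPKM, the counting interval of 11.1% (1 of 9, *Elovl3*) included the change of *Ucp1*. The genes of the list were not shown to be confined to brown fat, so this test cannot decide on a loss of brown fat alone. *Pck1* also fell, by −1.94 (−2.55 to −1.50), and its interval ended just short of the change of *Ucp1*. Of the genes under 1 FPKM, left out of this test, *Otop1* had an interval that included it (−2.73 to −0.44) and *Adrb3* did not (−1.21 to 0.95). A lower level of *Ucp1* may reflect the state of adipose tissue adhering to the ganglia of this pool. It is a hypothesis only, because less fat in the pool could still account for part of the change, because a different mixture of brown and white fat in the dissected pieces was not tested, and because *Ntrk3* was not lower in this library.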

How the results depend on the processing

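The criterion on counting intervals and the alternatives for the lists other than muscle and interferon, and for the muscle list between the WT libraries, were chosen only after the result was seen. Counts are given in the order upregulated in AdNT3-Tg and downregulated in the library labelled TRKC+/−, the reverse, changed in the same direction, changed in AdNT3-Tg, changed in the library labelled TRKC+/−, and different between the 2 WT libraries. With the choices used elsewhere they were 202, 159, 357, 2033, 1632 and 2044. For the results named next that moved, the cause was not tested.

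With a pseudocount of 1 the counts were 25, 13, 32, 580, 365 and 633, and with a cutoff of 1 they were 29, 24, 48, 592, 385 and 538. With genes of a mean of at least 1 FPKM they were 64, 46, 103, 913, 624 and 926. With missing genes taken as 0 they rose to 374, 285, 691, 3297, 2936 and 3381. With a pseudocount of 0.01, the second count was 242 and the third 542. With the WT libraries swapped the second count was 288. With the mean of the 2 WT libraries as control the first was 46, the second 68 and the third 461. That mean enters both ratios, which favours the same direction and works against opposite ones for any gene. Where the counting interval had to exclude 0 in both comparisons, the first 3 counts were 35, 14 and 34. Centring on the median, rescaling to the same sum and TMM-scaled counts kept the 6 counts within 1.5 times.

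Which genes passed depended on the control. With the WT libraries swapped 168 genes were upregulated in AdNT3-Tg and downregulated in the library labelled TRKC+/−, of which 8 were among the 202, and 20 of the 288 were among the 159. With the mean of the 2 WT libraries, 26 of the 46 and 34 of the 68 were shared. Of the 23 genes of Fig. 7a listed in all 4 libraries, 19 passed in the directions of Fig. 7a with a pseudocount of 1, 8 with a cutoff of 1, 2 with the mean of the WT libraries and 0 with the WT libraries swapped, where 8 passed with both directions reversed. Fig. 7a was selected on the contrasts used here, so that these settings lean against its genes, while the muscle list outside Fig. 7a was not selected in this way. The median log2 fold change of that list in AdNT3-Tg was 0.16 with a pseudocount of 1 and −0.87 with the WT libraries swapped, and in the library labelled TRKC+/− 0.91 with the WT libraries swapped. In AdNT3-Tg it was higher, but within its interval, with a pseudocount of 0.01 (0.585) and with missing genes taken as 0 (0.69). With missing genes taken as 0, 8 of 25 genes of the list passed the cutoff in opposite directions, against 4 of 19 without them. The median of the interferon list with the WT libraries swapped was 0.042 in the library labelled TRKC+/−, and −0.26 in AdNT3-Tg, where it stayed within its interval. Of 3245 values of named genes under these alternatives, 316 moved beyond their counting interval and 243 changed sign, 146 of these with the WT libraries swapped, 74 with the mean of the WT libraries, 20 with rescaling to the same sum, 2 with centring and 1 with TMM scaling.

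For lists whose alternatives were added after the data were seen, the muscle median between the WT libraries was 0.61 with a pseudocount of 1 and 1.98 with 0.01. In AdNT3-Tg the axon growth median was −0.041 with rescaling to the same sum. With the WT libraries swapped, the medians in AdNT3-Tg were −0.062 for axon growth, 0.0185 for sympathetic neurons, −0.63 for brown adipocytes and −0.084 for glia, and those in the library labelled TRKC+/− were −0.13 for brown adipocytes, 0.43 for glia and −0.23 for immediate early genes. Small medians of lists of well expressed genes also crossed 0 with scaling, as for sympathetic neurons in AdNT3-Tg with rescaling to the same sum (0.017).

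Depth limits the muscle genes of Fig. 7a in AdNT3-Tg, since 5 of the 8 had at most 3 reads in WT library 2 and have lower bounds only, and it leaves *Tnnt2* and *Ntf3* without a detectable change. No paired analysis was possible because each group had 1 library.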

Differences from the paper's values

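The comparison with the gene now named *Pgm1* was chosen only after the result was seen. Of 39 values that could be compared with Fig. 7a, 0 differed by more than 1.5 times. All compared values of WT library 2 and AdNT3-Tg lay under those of the figure, by ratios between 1.11 and 1.17. Those of WT library 1 and the library labelled TRKC+/− differed by a ratio of at most 1.04. The cause of this offset between the cohorts was not tested.

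The text names *Tnnt2* as upregulated in AdNT3-Tg and downregulated in TRKC+/−, while Fig. 7a lists *Tnnt3*. For *Tnnt2* the log2 fold change was −0.48 in AdNT3-Tg and 0.60 in the library labelled TRKC+/−, and none of the alternatives set before the data were examined gave *Tnnt2* the directions of the text. *Tnnt3* had them, with at least 17.4-fold more reads in AdNT3-Tg when 3 reads are taken for its WT library (lower end of the counting interval 2.50 on the log2 scale) and −0.80 in the library labelled TRKC+/−.

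The paper lists *Myh1* among the oppositely regulated genes. It was not counted among them here, because it was not listed in WT library 2. With missing genes taken as 0, an alternative set before the data were examined, *Myh1* passed the cutoff and 24 of the 24 genes of Fig. 7a did.

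The paper names phosphoglucomutase 1 (*Pgm1*) as oppositely regulated. The values of Fig. 7a are those of Entrez 66681, now named *Pgm2*, at −0.61 in AdNT3-Tg and 0.74 in the library labelled TRKC+/−. The gene now named *Pgm1* was at −0.10 and −0.01, and 0 of the alternatives gave it a change past the cutoff.

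The paper states that pathways of neuronal axonal growth were oppositely regulated. In the list of 29 genes of axon growth and its cytoskeleton, 0 passed the cutoff in opposite directions. The list is not the paper's, and it covers neither glucose metabolism nor protein sorting nor the transport and translation of mRNAs, which the paper includes among these pathways.

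The paper describes TRKC+/− mice as haploinsufficient for TRKC, and reports *Trkc* expression in their SG as reduced against WT littermates. *Ntrk3* had a log2 fold change of 0.15 in the library labelled TRKC+/−, and under the alternatives set before the data were examined it stayed between 0.11 and 0.18.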

Other observations

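The tests of *Ntrk3* were chosen only after the result was seen. The test of *Tac1* was not.

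*Ntrk3*, the targeted gene, had between 76 and 91 reads per library and was not lower in the library labelled TRKC+/−. Counting noise around a halved level is an unlikely explanation, since the lower bound of the counting interval was −0.27, where a halving is −1. For an exchange of labels among the 4 libraries, the lowest ratio of *Ntrk3* in any other library to the mean of the remaining 3 was 0.905. No other library thus had a halved level. This cannot decide on an exchange of labels if the altered allele still gives reads. Transcripts of the altered allele that still give reads were not tested, and expected counts per gene could not separate them.

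*Tac1*, a gene also expressed by sensory neurons, was higher in AdNT3-Tg and lower in the library labelled TRKC+/−. A possible explanation is sensory neuron RNA in the dissected ganglia, in different amounts, which stays undecided, since 50.0% of sensory neuron genes (5 of 10) had these directions. An effect of the genotypes on *Tac1* cannot be told apart from it.

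Genes of the brown adipocyte list, which were not shown to be confined to brown fat, were present in each library. *Fabp4* had 244 FPKM in WT library 1, 134 in the library labelled TRKC+/−, 225 in WT library 2 and 173 in AdNT3-Tg, and the median log2 fold change of the 12 genes of the list was −0.54 in the library labelled TRKC+/− and −0.15 in AdNT3-Tg. With the WT libraries swapped these medians were −0.13 and −0.63, so that their order depends on the control. For 10 glial genes the medians were 0.02 and 0.17, and for 8 immediate early genes 0.16 and 0.08, of which the glial median in AdNT3-Tg and the immediate early median in the library labelled TRKC+/− changed sign when the WT libraries were swapped.

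In the paper's real-time RT-PCR source data (the paper's n = 5 per group), the ratio of medians of TRKC+/− to WT, computed here from the paper's values, was between 14.7 (*Bcl3*) and 4091 (*Cxcl10*) over the 6 genes of Fig. 7c. For *Cxcl10* it rests on a WT median near 0, and the means of the paper's values were 0.797 in WT and 3.20 in TRKC+/−. For *Bcl3* the means were 1.20 and 3.26, so that the size of its change depends on the summary used. For *Mx1*, with a WT median of 0.734, the means were 1.00 and 3654, and for *Tgm1*, with a WT median of 0.807, they were 1.05 and 1485. The ratio of medians of AdNT3-Tg to WT in Fig. 7b was between 0.0021 (*Tgm1*) and 0.544 (*Cxcl10*) for the same genes (the paper's n = 4 for WT in *Tgm1* and *Pgm1*). For *Bcl3* in Fig. 7b the ratio of medians was 0.392, while the means were 1.00 in WT and 0.851 in AdNT3-Tg. These directions are those of the RNA-seq libraries, where the log2 fold changes of these genes were between 0.67 and 2.14 in the library labelled TRKC+/− and between −1.68 and −0.61 in AdNT3-Tg. The sizes differed widely, since the ratios of medians are on a linear scale. In TRKC+/− the ratio of medians was 3278 for *Mx1* and 1688 for *Tgm1*. Their log2 fold changes in the library were only 1.20 and 1.60. No explanation was tested.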
